# Whole cell response to receptor stimulation involves many deep and distributed subcellular biochemical processes

**DOI:** 10.1016/j.jbc.2022.102325

**Published:** 2022-08-01

**Authors:** Jens Hansen, Mustafa M. Siddiq, Arjun Singh Yadaw, Rosa E. Tolentino, Vera Rabinovich, Gomathi Jayaraman, Mohit Raja Jain, Tong Liu, Hong Li, Yuguang Xiong, Joseph Goldfarb, Ravi Iyengar

**Keywords:** subcellular pathways, transcriptomics, bioinformatics, dynamical modeling, neurite outgrowth, CB1R, cannabinoid 1 receptor, DEG, differentially expressed gene, DEP, differentially expressed protein, DMSO, dimethyl sulfoxide, ER, endoplasmic reticulum, FDR, false discovery rate, MBCO, Molecular Biology of the Cell Ontology, MEM, minimum essential medium, NOG, neurite outgrowth, SCP, subcellular process, TGN, *trans*-Golgi network

## Abstract

Neurite outgrowth is an integrated whole cell response triggered by the cannabinoid-1 receptor. We sought to identify the many different biochemical pathways that contribute to this whole cell response. To understand underlying mechanisms, we identified subcellular processes (SCPs) composed of one or more biochemical pathways and their interactions required for this response. Differentially expressed genes and proteins were obtained from bulk transcriptomics and proteomic analysis of extracts from cells stimulated with a cannabinoid-1 receptor agonist. We used these differentially expressed genes and proteins to build networks of interacting SCPs by combining the expression data with prior pathway knowledge. From these SCP networks, we identified additional genes that when ablated, experimentally validated the SCP involvement in neurite outgrowth. Our experiments and informatics modeling allowed us to identify diverse SCPs such as those involved in pyrimidine metabolism, lipid biosynthesis, and mRNA splicing and stability, along with more predictable SCPs such as membrane vesicle transport and microtubule dynamics. We find that SCPs required for neurite outgrowth are widely distributed among many biochemical pathways required for constitutive cellular functions, several of which are termed ‘deep’, since they are distal to signaling pathways and the key SCPs directly involved in extension of the neurite. In contrast, ‘proximal’ SCPs are involved in microtubule growth and membrane vesicle transport dynamics required for neurite outgrowth. From these bioinformatics and dynamical models based on experimental data, we conclude that receptor-mediated regulation of subcellular functions for neurite outgrowth is both distributed, that is, involves many different biochemical pathways, and deep.

Neuronal differentiation that results in highly connected circuits responsible for brain function starts with the formation of multiple projections called neurites. Subsequently, these projections undergo further differentiation to become either axons or dendrites (1, 2). Neurite outgrowth is considered to be among the earliest steps in neuronal differentiation. It can be triggered by wide range of extracellular signals including netrins, growth factors, and ligands that regulate G protein–coupled receptors (GPCRs) (3, 4, 5). Regulation of neurite outgrowth (NOG) by GPCRs is often routed through the G_o/i_ pathway. We have studied cannabinoid 1 receptor (CB1R) regulated NOG as a model system for G protein–regulated whole cell responses and have shown that signal flow from G_o_ through Rap to Src and Stat3 control is required (6). A detailed analysis of the upstream signaling network in our laboratory demonstrated the key role of transcriptional regulation and the involvement of multiple transcription factors in CB1R-triggered NOG (7). We sought to identify the downstream subcellular mechanisms by which transcriptional control triggers NOG. Identifying the subcellular pathways involved could help elucidate the underlying subcellular mechanisms. To identify the transcriptionally regulated genes involved in early NOG, we conducted RNA-seq and proteomics experiments and identified the differentially expressed genes (DEGs) and proteins (DEPs) as the starting point for mapping downstream mechanisms.

The goal of this study was to obtain a genome-wide near-comprehensive description of the biochemical pathways involved in CB1R-regulated NOG in Neuro-2A cells and rat primary cortical neurons (8, 9, 10, 11, 12, 13). We had hypothesized that we might be able to track the relationships between the signaling network we had previously described (7) and the key cellular processes involved in NOG: microtubule growth and vesicle transport and fusion at the growth cone (14). However, inspection of the DEGs and DEPs by transcriptomics and proteomics analyses indicated that many diverse subcellular processes (SCPs) were likely to be involved. SCPs are one or more biochemical pathways consisting of multiple gene products, with a pathway having an input node and an output effector function that might be biochemical or physiological. How these pathways come together to trigger a whole cell response is not fully understood.

We have reasoned that individual pathways come together to form subnetworks that in turn form larger networks required for whole cell responses. To build such integrated networks, we identified SCPs and relationships between SCPs using standard cell biological knowledge found in textbooks such as Molecular Biology of the Cell (15), Biochemistry (16) and Medical Biochemistry (17) to develop a cell biological ontology called Molecular Biology of the Cell Ontology (MBCO) (18). This ontology allows us to associate genes/proteins with specific SCPs and specify the relationships among SCPs required for a whole cell function such as NOG.

We have analyzed the DEGs and proteins using MBCO and found various SCPs are likely to be involved, indicating that receptor regulation of NOG was likely to be a distributed phenomenon within the cell. We also found that many of the genes and proteins that were differentially expressed belonged to SCPs that could be considered generic, that is, required for functions in many cell types and often viewed as part of constitutive processes. Since such SCPs are distal from the signaling networks and the proximal functions such as microtubule growth and membrane vesicle transport, we call them deep SCPs. We used a combination of bioinformatics analyses and dynamical modeling to understand the relationships among the SCPs involved in NOG. To experimentally test the computational predictions regarding the SCPs involved and consequently the underlying mechanisms, we conducted siRNA ablation studies. We selected representative genes of the identified SCPs even if the selected genes themselves were not differentially expressed. Together, these experimental and computational analyses show that SCPs related to many diverse subcellular functions come together to mount an integrated whole cell response: NOG in response to CB1R stimulation. The organization of the interacting SCPs indicates that mechanism of NOG will be deep and distributed.

## Results

### Chronological activation of multiple distributed interdependent SCPs

To characterize the potential regulatory mechanisms that form the basis for an integrated whole cell response such as NOG, we stimulated the neuroblastoma cell line N2A with HU210, a potent activator of the CB1R (see Fig. 1 for flow chart). CB1R stimulation increases NOG, thereby offering a model system where a well-defined receptor can trigger a whole cell response. 

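Neuro2A (N2A) is a mouse neuroblastoma cell line, and HU210 is an agonist of the cannabinoid 1 receptor (CB1R). After 16 h of starvation, the cells received 2 µM HU210 or drug-free DMSO, and mRNA was prepared 2 h, 4 h, 6 h and 8 h later. Each of the 8 conditions is represented by 1 library, made from the pooled mRNA of 2 to 3 independent experiments. No difference between HU210 and DMSO at a single time point therefore has a replicate check. The paper gives 117000000 to 128000000 reads per library and fragments of 200 to 300 bp, and the read depth per gene is unknown from the values used here. The authors mapped the reads to the mouse genome mm9 and computed FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with Cufflinks and Cuffdiff, which were set to upper-quartile normalization. Their table lists 16499 genes at 2 h, 16557 at 4 h, 16372 at 6 h and 16385 at 8 h. Between 11328 and 11444 of these genes had an FPKM of at least 1 in a library. The log2 change of a gene is log2[(FPKM with HU210 + 1)/(FPKM with DMSO + 1)], the paper's formula, which understates the change of genes with a low FPKM. As in the paper, a DEG had an FDR of 5% or less and a change of at least 1.5-fold or 1.3-fold. The FDR-adjusted p is that of the authors' deposited table, from Cuffdiff's test, which compares the 2 libraries of a time point and not the conditions. For the processes that the paper names, the median log2 change was also taken over lists of genes drawn up from gene families, whether or not their members were DEGs. Each median was placed among the medians of 10000 random lists of the same size matched on mean expression. The resulting percentile describes these libraries and is not a p-value. Gene positions are those of the GENCODE annotation of mm9.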

We stimulated N2A cells with HU210 for 2 h, 4 h, 6 h, and 8 h and investigated gene expression changes by bulk RNA-seq and for 5 h, 10 h, and 18 h and investigated protein expression changes by discovery proteomics. To identify canonical SCPs that enable NOG, we subjected the DEGs and DEPs to pathway enrichment analysis using the MBCO (18). MBCO SCPs are organized in 3 to 4 levels, where higher level SCPs (*i.e.*, levels with lower numbers) describe more general and lower level SCPs more detailed biological processes. The annotated vertical SCP hierarchy is enriched using a unique MBCO algorithm that infers horizontal relationships between functionally interacting SCPs of the same level. These relationships allow a new enrichment algorithm, dynamic enrichment analysis. In contrast to standard enrichment analysis, dynamic enrichment analysis does not only test if genes of interest are enriched among the genes annotated to single SCPs but also to combinations of functionally interacting SCPs. This computational operation allows us to develop context-specific SCP networks. Results of standard enrichment analysis were integrated into timelines that document the predicted activities of identified SCPs over the whole stimulation period. From our predictions, we characterized SCPs that are essential for NOG. To validate our findings, we selected representative SCP genes (independently of their differential expression status) and tested their effect on NOG *via* siRNA knockdown studies in primary rat cortical neurons.

**Figure 1:**
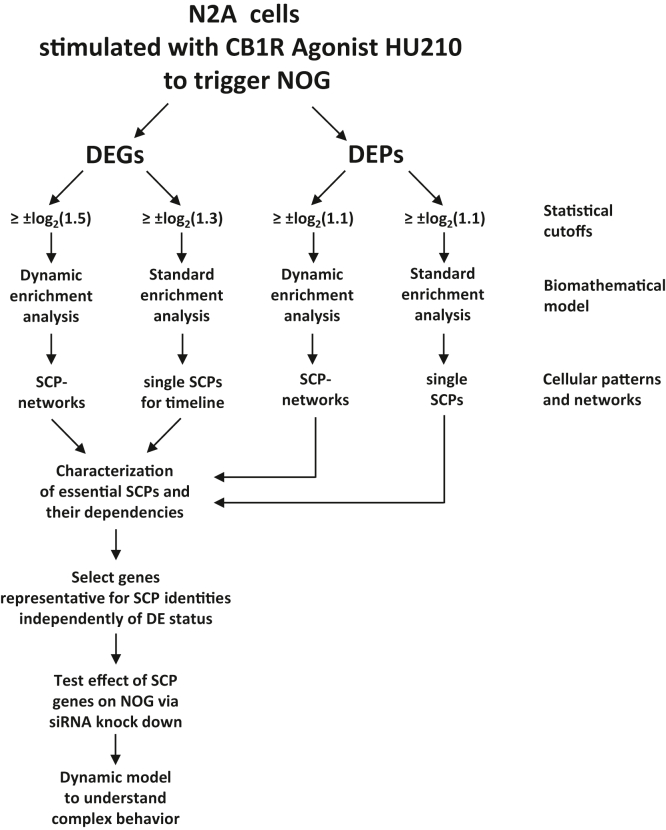
**Flow chart about data analysis and validation.** See main text for details.

To characterize the main drivers of cellular change of state, we initially subjected all DEGs with a minimum log_2_(fold change) of ±log_2_(1.5) to dynamic enrichment analysis. To obtain a more comprehensive view on changes involved in NOG, we also subjected DEGs with a less stringent cutoff (±log_2_(1.3)) to standard enrichment analysis. Our systems biology approach assumes that small changes in many functionally interacting genes (as defined by their annotation to the same pathway) can have a significant effect on the overall pathway activity.

We identified 1261 and 1314 genes that were differentially expressed at least one time point based on the higher or lower log_2_(fold change) cutoffs, respectively (Fig. 2*A*, Table S1). 

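At the 1.5-fold cutoff, 62 genes were higher and 145 lower with HU210 than with DMSO at 2 h. The corresponding numbers were 142 higher and 477 lower at 4 h, 204 higher and 73 lower at 6 h, and 119 higher and 57 lower at 8 h. At the 1.3-fold cutoff, 158 genes were higher and 370 lower at 2 h, 211 higher and 546 lower at 4 h, 597 higher and 141 lower at 6 h, and 403 higher and 124 lower at 8 h. Counting each gene once, 1027 genes passed the 1.5-fold cutoff and 1889 the 1.3-fold cutoff at 1 or more time points. Of the 1027 genes, 814 were DEGs at a single time point and 6 at all 4. Of the 546 genes lower at 4 h by 1.3-fold, 155 were higher at 6 h and 15 were again lower. When each HU210 library was compared with the mean of the 4 DMSO libraries in place of the DMSO library of its own time point, the number of genes past the 1.5-fold cutoff at 1 or more time points was 429. At 4 h the log2 changes rose with the GC content of the transcripts, with a Spearman correlation of 0.51 across 11177 genes, which are not independent replicates.
The gene of the receptor, Cnr1 (ENSMUSG00000044288, chromosome 4 from 34011568 to 34035806), had an FPKM of 15.5 with HU210 and 17.3 with DMSO at 2 h. Its log2 change was -0.16 at 2 h, -0.53 at 4 h, 0.45 at 6 h and -0.24 at 8 h. The increase at 6 h passed the 1.3-fold cutoff (adjusted p = 9.9e-05 in the authors' deposited table). With the trend on GC content and length removed it was 0.37, under that cutoff. Taken against the mean of the 4 DMSO libraries, the log2 changes were -0.48 at 2 h, -0.25 at 4 h, 0.33, also under the cutoff, at 6 h and -0.076 at 8 h. Among DEGs with an FPKM of at least 1 in both libraries, the largest increases at 2 h were in Ndrg1 (chromosome 15 from 66760883 to 66801202), from 2.30 to 7.68 FPKM, a log2 change of 1.39, in Zfp26, with a log2 change of 1.37, and in Bbs12, with one of 1.17. At 6 h they were in Pde4d (1.63), Gm20498 (1.59) and Smim19 (1.59), and the largest decreases were in Lztfl1 (-1.74), Masp2 (-1.29) and Phyhd1 (-1.26). Gm20498 (chromosome 12 from 82459847 to 82633892) overlaps Synj2bp (from 82598928 to 82633898) on the same strand. Synj2bp was lower at 6 h (-0.54), and the division of reads between these 2 genes is uncertain. At 8 h Anxa9 rose by 1.78 and Angel1 by 1.59, while Pxylp1, Stk39 and Pheta2 had log2 changes of -1.36, -1.25 and -1.23. The largest decreases at 2 h were in Gm25776 (-2.22), Gm26130 (-1.68) and Gm23245 (-1.68), and those at 4 h in Gm26447 (-4.33), Gm23245 (-3.64) and Gm22422 (-3.45). These 5 genes have annotated exons of 129 to 143 bp, shorter than the fragments of the libraries. Exons shorter than the fragments are also annotated for Snora65 and Mir546, which together with Mamdc4 had the largest increases at 4 h, of 2.55, 1.70 and 1.82. Gm26447 had the largest increase at 8 h, 1.97, but its log2 change was -0.056 against the mean of the 4 DMSO libraries.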

Proteomic analysis revealed 214 proteins that were differentially expressed at least one time point (Fig. 2*B*, Table S2). Subjecting DEGs and DEPs to dynamic and standard enrichment analysis identified 166 (Fig. 2*C*, Tables S3 and S4) and 96 (Tables S5 and S6) level-1/-2/-3/-4 SCPs, respectively. Thirty-two of those SCPs were identified by both assays at atleast 1 time point.

**Figure 2:**
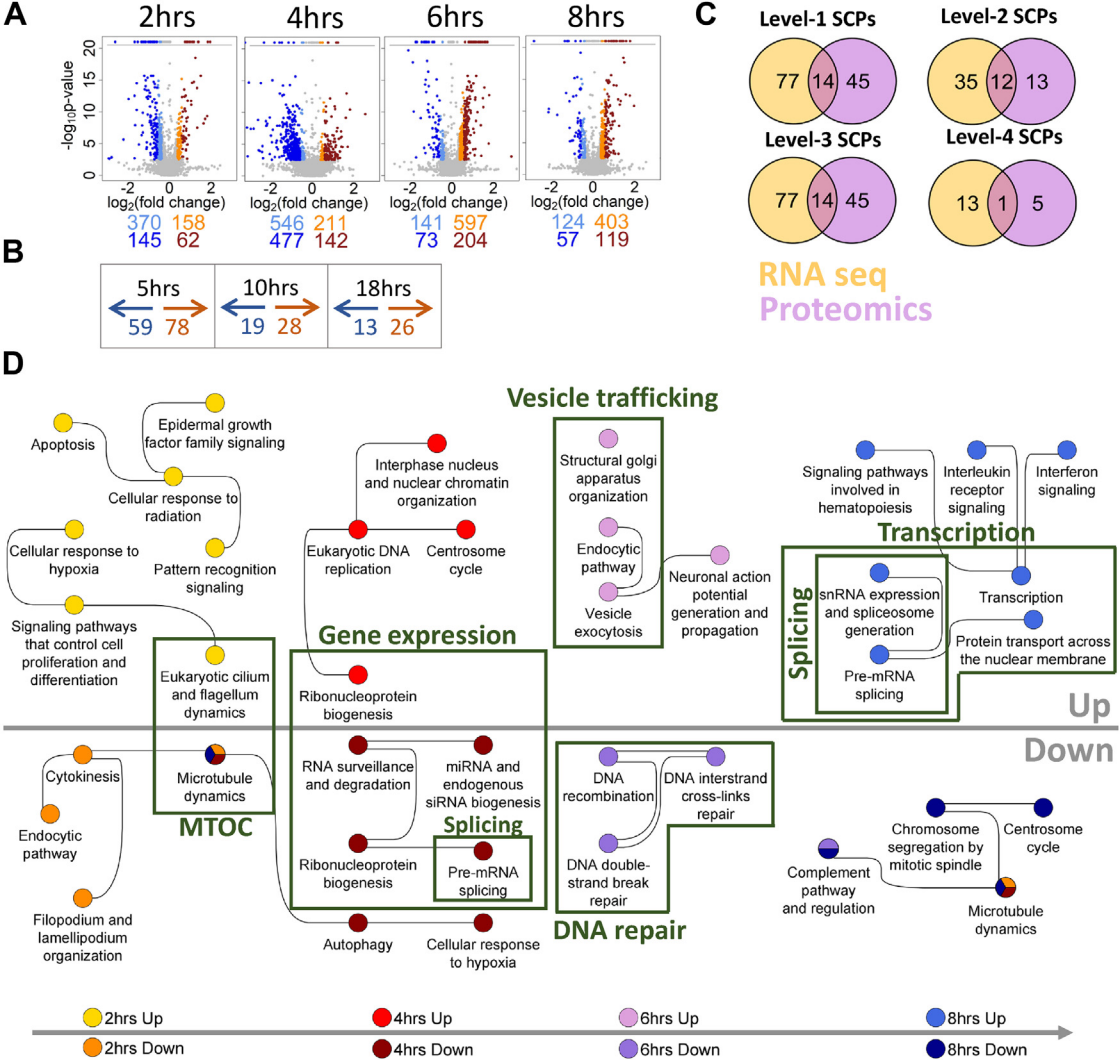

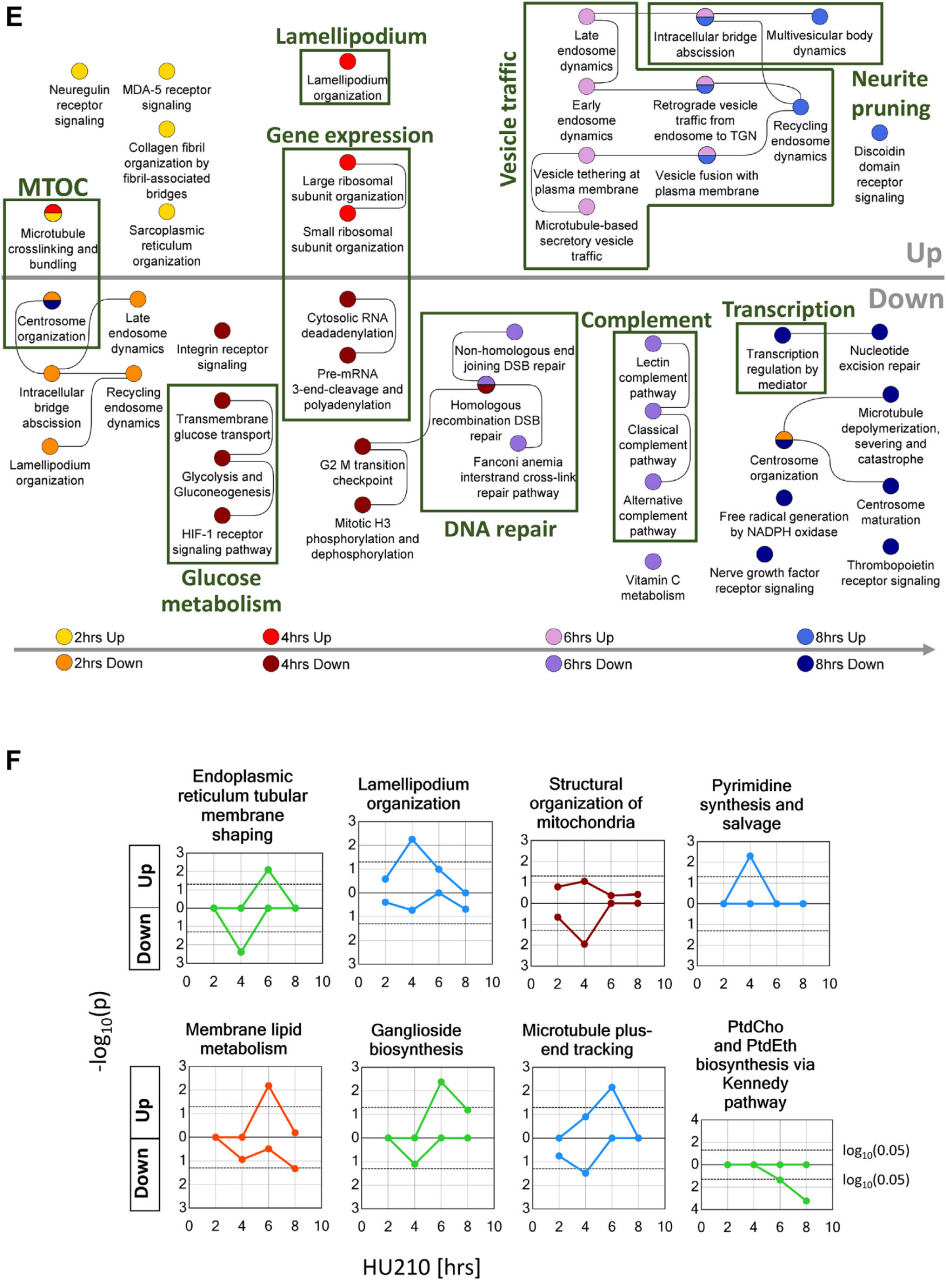
**Chronological activation of distributed interdependent SCPs during neurite outgrowth (NOG) matches their dependencies.***A*, Neuro2A cells were stimulated with the CB1R agonist HU210 for indicated time periods, followed by identification of differentially expressed genes (DEGs, FDR 5%). Upregulated and downregulated genes are in *orange* and *light blue*, respectively, if the absolute log_2_(fold change) is at least log_2_(1.3) and less than log_2_(1.5) or in *red* and *blue*, if the absolute log_2_(fold change) is larger than or equal to log_2_(1.5). *B*, differentially expressed proteins (DEPs) (nominal *p*-value 0.05, minimum log_2_(fold change) = ±log_2_(1.1)) were identified after 5 h, 10 h, and 18 h HU210 treatment of N2A cells. *C*, upregulated and downregulated genes and proteins were subjected to dynamic and standard enrichment analysis using the Molecular Biology of the Cell Ontology (MBCO). Venn diagram documents how many level-1, level-2, level-3, and level-4 SCPs were simultaneously identified by both technologies at least one time point, independently of the direction of change. Level-2 (*D*) and level-3 (*E*) SCPs predicted by dynamic enrichment analysis of upregulated and downregulated genes at each time point were integrated into shown SCP networks. *F*, timelines labeled with ‘Up’ and ‘Down’ document -log_10_*p*-values obtained for selected SCPs predicted from upregulated and downregulated genes, respectively. *Dotted lines* indicate the *p*-value significance cutoff (-log_10_(0.05)). See Figure S1 for all timelines predicted based on standard enrichment analysis. CB1R, cannabinoid 1 receptor; FDR, false discovery rate; SCP, subcellular process.

Dynamic enrichment analysis of DEGs allowed us to relate time-dependent gene expression profiles to different NOG stages (Table S3). 

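At 2 h, a list of 55 centrosome genes, among them the Cep family, Pcnt, Stil and the gamma-tubulin complex, had a median log2 change of -0.017, at percentile 89.7 of the random lists. Of these genes, 1 was higher and 2 were lower by 1.3-fold. The median was 0.014, at percentile 94.5, against the mean of the 4 DMSO libraries and 0.029, at percentile 87.0, after each pair of libraries was centred on its median ratio, which shifts all genes alike. Stil (ENSMUSG00000028718, chromosome 4 from 114672723 to 114715801), which acts in centriole duplication, had an FPKM of 5.22 with HU210 and 8.55 with DMSO, a log2 change of -0.62 (adjusted p = 3.1e-05 in the authors' deposited table). Against the mean of the 4 DMSO libraries, its log2 change was -0.029. The tubulin-binding gene Stmn4 had a log2 change of -0.57, the kinesin gene Kif2a one of -0.50 and Vhl one of -0.64. Tppp (chromosome 13 from 74146855 to 74173201), listed for microtubule bundling in Table S3 at 2 h, rose from 0.279 to 2.97 FPKM, a log2 change of 1.63. The cilium gene Lztfl1 had a log2 change of 0.67, which became -0.35 against the mean of the 4 DMSO libraries. Tex14 was listed at 0.346 FPKM with HU210 and 0.585 with DMSO, a log2 change of -0.24 that did not pass 1.3-fold, while a pseudocount of 0.1 in place of 1 gave -0.62.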

At the earliest time point at which we conducted transcriptomics, we found that receptor stimulation regulated genes that are involved in microtubule and centrosome dynamics (Fig. 2, *D* and *E* for level-2/3 SCP-networks, respectively). These dynamics are consistent with an association of the localization of the centrosome to the hillock of the future axon, an event that occurs at an early stage of NOG (19, 20, 21).

At 4 h, we observed gene expression pattern changes consistent with changes in activity of many biochemical pathways involved in multiple SCPs. Dynamic enrichment analysis of DEGs at 4 h predicted upregulation of gene expression in general (Fig. 2, *D* and *E*, Table S3). This prediction is based on the upregulation of ribosomal proteins and downregulation of CCR4-NOT complex (22) subunits that are involved in bulk mRNA degradation (23) and polymerase II suppression (24) (Fig. S4*A*). 

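At 4 h, the 72 cytosolic ribosomal protein genes listed at that time point had a median log2 change of 0.20, at percentile 99.8 of the random lists. Of these, 44 were higher and 28 lower with HU210; 10 rose and 5 fell by 1.5-fold with an FDR of 5%. The median was 0.14, at percentile 100, once the trend on GC content and length was removed, and 0.095, at percentile 96.7, against the mean of the 4 DMSO libraries. Rps14 (ENSMUSG00000024608, chromosome 18 from 60934164 to 60938200) rose from 318 to 816 FPKM, a log2 change of 1.36 (adjusted p = 5.7e-05 in the authors' deposited table). The log2 changes of Rpl35, Rpl17, Rps27, Rpl5, Rps20, Rpl18 and Rps3 lay between 0.92 and 1.27. In the other direction, Rpl39 (chromosome X from 34622515 to 34625397) fell from 131 to 31.1 FPKM, a log2 change of -2.04, and Rpl22, Rps27a and Rpl23 had log2 changes of -1.08, -0.96 and -0.83. Those of Rpl18, Rpl23 and Rps27a came to 0.36, -0.30 and -0.38 against the mean of the 4 DMSO libraries, under the 1.3-fold cutoff. Processed pseudogenes of ribosomal protein genes share much of their sequence, so the division of reads among them is uncertain.
The 11 genes of the CCR4-NOT complex had a median log2 change of -0.35 at 4 h, at percentile 1.98, with 9 genes lower and 4 of them lower by 1.3-fold with an FDR of 5%. At 6 h their median was 0.16, at percentile 92.0, and 4 genes were higher by 1.3-fold. From the higher ribosomal protein genes and the lower CCR4-NOT subunits at 4 h, the paper predicts a general upregulation of gene expression at that time point.

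**Figure D1:**
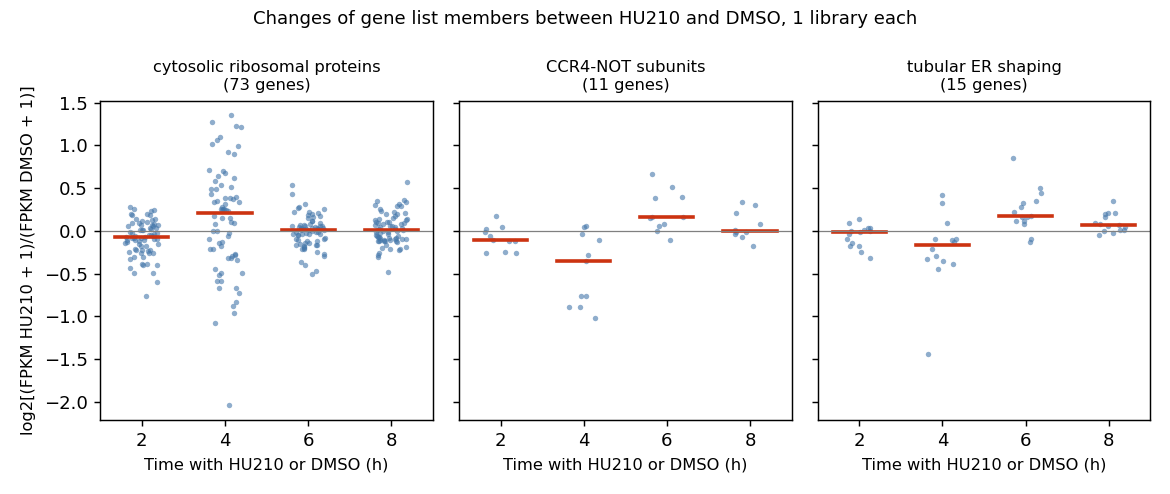
Log2 change between HU210 and DMSO of each gene of 3 lists (blue points) at 2 h, 4 h, 6 h and 8 h, with the median of each list as a red line. At 4 h the median of the ribosomal protein genes lies above 0 and that of the CCR4-NOT genes below 0, with members on both sides in both lists.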

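A list of genes that shape the tubular ER, with reticulons, Reep proteins, atlastins, Arl6ip1, Spast and Lnpk, had 14 members with values at 4 h. Their median log2 change was -0.17, at percentile 17.3 of the random lists, and 11 of them were lower with HU210. Rtn4 (ENSMUSG00000020458, chromosome 11 from 29592947 to 29644331) was the only member lower by 1.3-fold with an FDR of 5%. It fell from 202 FPKM with DMSO to 74.1 with HU210, a log2 change of -1.44 (adjusted p = 2.9e-11 in the authors' deposited table). Reep1, listed in Table S4 at 4 h, had 0.226 FPKM with DMSO and 0.0609 with HU210, so that its log2 change was -0.21 with a pseudocount of 1 and -1.02 with a pseudocount of 0.1.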

Suggested increased gene expression activity is additionally supported by downregulation of genes that stabilize the tubular endoplasmic reticulum (ER), indicating an increase in the amount of granular ER involved in membrane protein translation (Fig. 2*F*, Table S4) (25, 26). Predicted upregulation of lamellipodia formation is in agreement with morphological observations that neurites emerge from lamellipodia that form at the earliest stages of NOG (27). 

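Among the genes behind this prediction, Nme1 (ENSMUSG00000037601, chromosome 11 from 93818293 to 93829835) rose at 4 h from 132 FPKM with DMSO to 355 with HU210, a log2 change of 1.42 (adjusted p = 4.0e-05 in the authors' deposited table). Myo18a had a log2 change of 0.66 and Diaph1 one of 0.56; against the mean of the 4 DMSO libraries these were 0.29 and 0.30, under the 1.3-fold cutoff. A list of 23 lamellipodium genes, with the Arp2/3 complex, the WAVE complex, the Ena/VASP family and Diaph1, had a median log2 change of -0.21, at percentile 4.55. In this list 16 genes were lower with HU210. By 1.3-fold with an FDR of 5%, 2 were lower and 1, Diaph1, was higher.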

Activity changes in mitochondrial processes at the same time indicate mitochondria also prepare for outgrowth. These changes are consistent with prior observations that mitochondria accumulate at the hillock of the future axon before its major growth phase (28, 29). 

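At 4 h, 77 genes of mitochondrial ribosomal proteins had a median log2 change of 0.029, at percentile 95.2 of the random lists, and 1 of them was a DEG, lower with HU210. With the trend on GC content and length removed, this median was -0.062. The 75 nuclear genes of oxidative phosphorylation had a median of 0.072, at percentile 84.0, and -0.018 with that trend removed. Of these genes, 2 were higher and 3 lower by 1.3-fold with an FDR of 5%. The direction of both lists at 4 h therefore differed between the values as deposited and the values with the trend removed.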

Upregulation of the pyrimidine synthesis and salvage pathway at 4 h can support gene expression because they generate the building blocks for mRNA synthesis and also support the notion that the cell is preparing for an increase in lipid membrane production, since the pyrimidine nucleoside triphosphates CTP and UTP are cofactors during membrane lipid synthesis (30).

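The list of 18 genes of pyrimidine synthesis and salvage had a median log2 change of 0.047 at 4 h, at percentile 89.0 of the random lists. With the trend on GC content and length removed, the median was -0.0068. The list held 2 DEGs, both higher with HU210, and over all members 10 genes were higher and 8 lower.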

At 6 h time point, we observe expression patterns consistent with key SCPs required for the main growth stage of NOG (Stages 2/3) (31). This phase is characterized by synthesis of massive amounts of membranes in the cell body that are transported to the neurite tip *via* microtubule-based vesicle transport. At the tip, the newly synthesized membrane is added to the neurite, enabling its elongation (32, 33). In agreement with this morphological observation, standard enrichment analysis of upregulated genes predicts the increased synthesis of membrane lipids, in particular gangliosides (Fig. 2*F*, Table S4) that constitute 10% to 20% of all lipids in neuronal membranes (34) and are enriched in the outer membrane leaflet of the neurite plasma membrane (35). 

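At 6 h, 8 genes of ganglioside synthesis had values, with a median log2 change of 0.18 at percentile 96.6 of the random lists. Restricted to members with a mean FPKM of at least 1, the median was 0.40, at percentile 99.9, and against the mean of the 4 DMSO libraries it was 0.088, at percentile 86.4. The list held 3 DEGs at the 1.3-fold cutoff, all of them higher with HU210. Ugcg (ENSMUSG00000028381, chromosome 4 from 59202129 to 59235705), which encodes the enzyme that makes glucosylceramide, rose from 9.39 to 16.1 FPKM, a log2 change of 0.72 (adjusted p = 1.1e-05 in the authors' deposited table). St3gal5, which encodes the enzyme that makes the ganglioside GM3, had a log2 change of 0.45. The changes of Ugcg and St3gal5 were 0.32 and 0.097, under the 1.3-fold cutoff, against the mean of the 4 DMSO libraries.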

Genes involved in stabilization of the tubular ER are upregulated at this time point. 

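In the list of genes that shape the tubular ER, 15 members had values at 6 h. Their median log2 change was 0.17, at percentile 98.0 of the random lists, with 13 members higher with HU210 and 3 of them higher by 1.3-fold with an FDR of 5%. With the trend on GC content and length removed, the median was 0.12, at percentile 94.0. Without Lnpk, a member added after values had been seen, it was 0.16, at percentile 98.5, with that trend removed. Against the mean of the 4 DMSO libraries, the median of the full list was 0.16, at percentile 99.8. Rtn4 rose from 78.5 FPKM with DMSO to 142 with HU210, a log2 change of 0.85 for which the authors' deposited table lists an adjusted p of 0. The log2 change of Spast (chromosome 17 from 74738327 to 74790453) was 0.44. Both were under the 1.3-fold cutoff against the mean of the 4 DMSO libraries, at 0.32 for Rtn4 and 0.19 for Spast, and so was Spast with the trend removed, at 0.34.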

A tubular ER network spans the whole axon and is involved in multiple functions, including lipid biosynthesis, glucose homeostasis, and calcium supply (36). Our results suggest that generation of this network starts in parallel with initial neurite growth. 

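At 6 h, the 50 genes of Rab GTPases with values had a median log2 change of 0.10, at percentile 97.4 of the random lists; 8 of them were higher and 1 was lower by 1.3-fold with an FDR of 5%. Restricted to members with a mean FPKM of at least 1, the median was 0.22, at percentile 100. The 33 genes of sorting nexins and the retromer had a median of 0.12, at percentile 93.8, with 4 members higher by 1.3-fold. For the 9 exocyst genes the median was 0.057, at percentile 40.9, and -0.0094, at percentile 39.0, after each pair of libraries was centred on its median ratio. Snapin (ENSMUSG00000001018, chromosome 3 from 90291948 to 90294955), a SNARE-associated gene, rose from 8.15 to 15.3 FPKM, a log2 change of 0.83. Fyco1, an adaptor between vesicles and kinesin, rose by 0.80 on the log2 scale, Rab5a by 0.76, Rab21 by 0.66 and Exoc5 by 0.60. Against the mean of the 4 DMSO libraries, Rab5a and Exoc5 changed by 0.34 and 0.057, under the 1.3-fold cutoff, and the other 3 genes stayed past it.

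**Figure D2:**
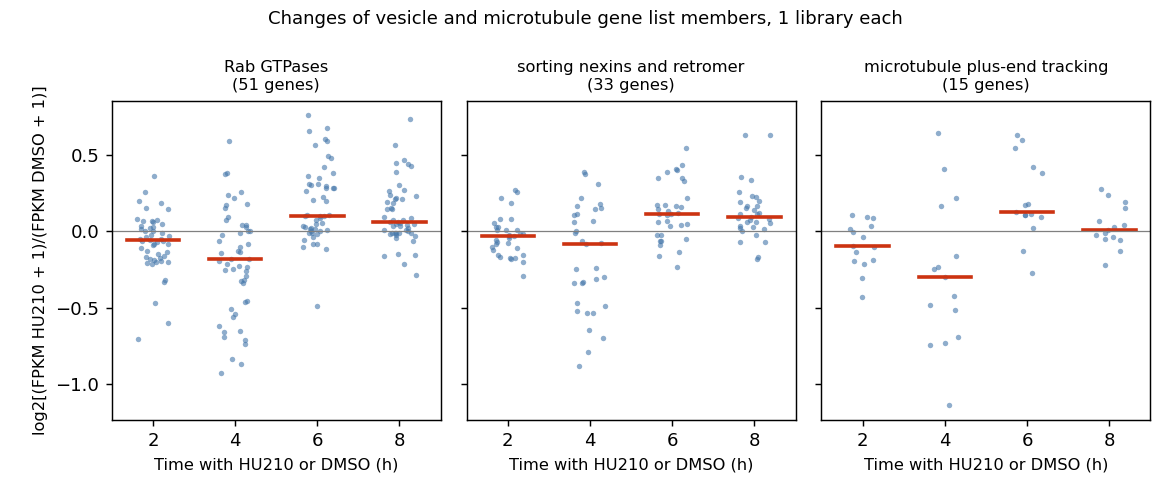
Log2 change between HU210 and DMSO of each gene of 3 lists (blue points) at 2 h, 4 h, 6 h and 8 h, with the median of each list as a red line. At 6 h all 3 medians lie above 0, and members lie on both sides of it.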

Dynamic enrichment analysis predicts networks of interacting SCPs that are involved in membrane vesicle trafficking between the *trans*-Golgi network (TGN) and neurite tip that utilizes the microtubule tracts for movement (Fig. 2, *D* and *E*, Table S3). 

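A list of 15 genes of microtubule plus-end tracking, among them the EB, CLASP and CLIP families, had a median log2 change of 0.13 at 6 h, at percentile 86.0 of the random lists. With HU210, 13 of these genes were higher and 4 passed the 1.3-fold cutoff with an FDR of 5%. Mapre1 (ENSMUSG00000027479, chromosome 2 from 153567010 to 153599046), the gene of the end-binding protein EB1, rose from 23.5 to 36.1 FPKM, a log2 change of 0.60 (adjusted p = 6.0e-04 in the authors' deposited table). Slain2 had a log2 change of 0.42. Macf1 had one of 0.63 at 6 h after one of -1.14 at 4 h. When the mean of the 4 DMSO libraries was the reference, the changes of Mapre1, Slain2 and Macf1 at 6 h were 0.15, 0.22 and 0.16, none of which passed 1.3-fold, and with the trend on GC content and length removed Slain2 did not pass it either, at 0.35.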

Consistently with this interdependency, we observed upregulation of a microtubule plus-end growth pathway (Fig. 2*F*, Table S4). Eight hours DEGs are enriched for multiple SCPs and SCP networks involved in further modification of vesicle trafficking, membrane lipid synthesis, as well as transcription and mRNA splicing (Fig. 2, *D–F*, Tables S3 and S4). 

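At 8 h, the 51 Rab genes had a median log2 change of 0.060, at percentile 83.8 of the random lists, and 7 of them were higher by 1.3-fold with an FDR of 5%. The sorting nexin and retromer genes had a median of 0.096, at percentile 96.0, which became percentile 98.7 with a pseudocount of 0.1, 98.2 after each pair was centred on its median ratio and 74.7 (median 0.032) against the mean of the 4 DMSO libraries. Of the 29 genes of the Mediator complex, 2 were higher and 1 was lower by 1.3-fold. Their median was 0.052, at percentile 61.3, and -0.033 against the mean of the 4 DMSO libraries. The lower gene, Med21 (ENSMUSG00000030291, chromosome 6 from 146591069 to 146599124), had an FPKM of 75.5 with HU210 and 129 with DMSO, a log2 change of -0.76 that became 0.019 against that mean. Among the genes of transcription, Tbp had a log2 change of 0.62 and Egr1 (chromosome 18 from 35020861 to 35024638) one of 0.74, after changes of 0.97 at 2 h, 0.35 at 4 h and -0.47 at 6 h. Against the same mean, Tbp changed by 0.32 at 8 h and Egr1 by -0.089 at 6 h, neither of which passed 1.3-fold.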

Timelines of all SCPs predicted based on standard enrichment analysis are shown in Figure S1.

### Proteomic support of inferences from transcriptomic data

Enrichment analysis of DEPs confirmed many of the SCPs identified based on gene expression changes. Dynamic and standard enrichment analysis of DEPs after 5 h HU210 treatment predicted upregulation and downregulation of SCPs involved in gene expression, including mRNA splicing (Fig. S2*A*, Table S5). Microtubule dynamics were among the predicted upregulated SCPs by both enrichment approaches as well (Fig. S2, *A–C*, Tables S5 and S6). At later time points (10 h and 18 h), only a few proteins were differentially expressed (Fig. 2*B*) that were involved in multiple SCPs among which are SCPs related to gene expression and microtubule growth (Fig. S2 *A*, *B*, *D*, *E*, Tables S5 and S6).

### Experimental validation of predicted SCPs

To document the involvement of the predicted SCPs in NOG, we selected representative genes for siRNA knockdown in primary rat cortical neurons. Our aim was not to analyze if a certain gene is involved in a particular SCP but if a particular SCP is involved in NOG. Therefore, when possible, we selected genes whose knockdown has been shown to influence the corresponding SCP in other cell types, independent of its transcriptional regulation during NOG. Indeed, most of the genes selected for siRNA knockdown were not identified as DEGs or DEPs (Table 1).

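Of the 36 genes in Table 1, 35 had values here, and the remaining gene, Rtn1, was not analysed here. At the 1.3-fold cutoff, 24 of these genes were DEGs at no time point and 11 were DEGs at 1 or more. The time points and directions were those given in Table 1 for 34 genes. This number was 31 with the 1.5-fold cutoff, and also with a pseudocount of 0.1 or an FDR of 1%. Nme1 had a log2 change of 0.48 at 2 h, Masp2 one of -0.69 at 4 h, Mtx1 one of -0.38 and Man1a2 one of 0.49 at 6 h, and Nup88 one of 0.60 at 8 h. Those of Masp2, Man1a2 and Nup88 were under the 1.3-fold cutoff against the mean of the 4 DMSO libraries, at -0.28, 0.24 and 0.24, and that of Mtx1 was -0.35, also under it, with the trend on GC content and length removed. For Ugcg, the log2 change was -0.083 at 2 h (adjusted p = 0.98 in the authors' deposited table), -1.33 at 4 h (adjusted p = 9.8e-04 in the authors' deposited table) and 0.40 at 8 h. The change at 8 h was under the 1.3-fold cutoff both against the mean of the 4 DMSO libraries (0.22) and with the trend on GC content and length removed (0.36).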

**Table 1:** Selected genes for siRNA knockdown screening

Subcellular function	NCBI symbol	Is differentially expressed gene (DEG) or protein (DEP)?	NCIB description
Exosome complex mediated degradation of deadenylated mRNA	Dis3	No DEG/DEP	DIS3 homolog, exosome endoribonuclease and 3′-5′ exoribonuclease
mRNA splicing	Mbnl1	No DEG, Upregulated protein at 5h	muscleblind like splicing factor 1
mRNA splicing	Sf3a2	No DEG/DEP	splicing factor 3a, subunit 2
mRNA splicing	Snrnp70	No DEG/DEP	small nuclear ribonucleoprotein 70 (U1)
Pyrimidine *de novo* synthesis	Cad	No DEG/DEP	carbamoyl-phosphate synthetase 2, aspartate transcarbamylase, and dihydroorotase
Pyrimidine *de novo* synthesis	Dhodh	Upregulated gene at 4 h, no DEP	dihydroorotate dehydrogenase
Pyrimidine salvage	Tymp	Upregulated gene at 4 h/NO DEP	thymidine phosphorylase
Sphingomyelin synthesis	Col4a3bp	No DEG/DEP	collagen, type IV, alpha 3 (Goodpasture antigen) binding protein
Synthesis of complex gangliosides	Plekha8	No DEG/DEP	pleckstrin homology domain containing, family A (phosphoinositide binding specific) member 8
Synthesis of complex gangliosides	Ugcg	Downregulated gene at 2 h, Upregulated gene at 6 h and 8 h, no DEP	UDP-glucose ceramide glucosyltransferase
Phosphatidylcholine (PC) synthesis	Pcyt1a	No DEG/DEP	phosphate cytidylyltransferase 1, choline, alpha isoform
Phosphatidylethanolamine (PE) synthesis	Pcyt2	No DEG/DEP	phosphate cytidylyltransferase 2, ethanolamine
Cotranslational protein insertion into ER	Srp54a	No DEG/DEP	signal recognition particle 54A
Mitochondrial transport	Rhot1	Downregulated gene at 4 h, no DEP	ras homolog family member T1
Mitochondrial fusion	Mfn2	No DEG/DEP	mitofusin 2
Mitochondrial translation	Tufm	No DEG/DEP	Tu translation elongation factor, mitochondrial
Mitochondrial protein import	Mtx1	Downregulated gene at 6 h, Upregulated protein at 5 h	metaxin 1
Golgi derived vesicle loading on microtubules, actin-microtubule crosslinking	Macf1	Downregulated gene at 4 h, Upregulated gene at 6 h, no DEP	microtubule-actin crosslinking factor 1
Vesicle priming during exocytosis	Unc13b	No DEG/DEP	unc-13 homolog B
Exocyst-mediated vesicle tethering during exocytosis	Exoc4	No DEG/DEP	exocyst complex component 4
Exocyst-mediated vesicle tethering during exocytosis	Expc7	No DEG, Upregulated protein at 5 h	exocyst complex component 7
Clathrin-mediated endocytosis	Ap2m1	No DEG/DEP	adapter related protein complex 2 subunit mu1
Retromer-mediated endosomal sorting	Snx2	No DEG/DEP	sorting nexin 2
Retromer-mediated endosomal sorting	Vps35	No DEG/DEP	VPS35 retromer complex component
Microtubule plus-end growth	Mapre1	Upregulated gene at 6 h, Upregulated protein at 5h	microtubule-associated protein, RP/EB family, member 1
Cytokinesis/neurite pruning/multivesicular body formation	Chmp6	No DEG, Downregulated protein at 5 h	charged multivesicular body protein 6
Multivesicular body formation	Hgs	No DEG/DEP	HGF-regulated tyrosine kinase substrate
Cytokinesis/neurite pruning/multivesicular body formation	Tsg101	No DEG/DEP	tumor susceptibility gene 101
Tubular endoplasmic reticulum formation	Atl2	No DEG/DEP	atlastin GTPase 2
Tubular endoplasmic reticulum formation	Rtn1	No DEG/DEP	reticulon 1
Complement activation	Masp2	Downregulated gene at 4 h and 6 h, no DEP	mannan-binding lectin serine peptidase 2
Copper transmembrane transport	Atp7b	No DEG/DEP	ATPase, Cu++ transporting, beta polypeptide
Insulin mediated glucose import	Slc2a4	No DEG/DEP	solute carrier family 2 (facilitated glucose transporter), member 4
N-glycan maturation	Man1a2	Upregulated gene at 6 h, Upregulated protein at 5 h	mannosidase, alpha, class 1A, member 2
Synthesis of non-ATP Nucleoside triphosphates	Nme1	Upregulated gene at 2 h and 4 h, no DEP	NME/NM23 nucleoside diphosphate kinase 1
Nuclear protein translocation	Nup88	Upregulated gene at 8 h, no DEP	nucleoporin 88

We selected representative genes for the indicated subcellular functions to test the effect of their knockdown on neurite outgrowth. Most of the selected genes were not among the differentially expressed genes (No DEG) or differentially expressed proteins (No DEP) after HU210 treatment of N2A cells.

Primary rat cortical neurons were seeded on microfluidic chambers that contain two sides separated by a microgroove sidewall (Fig. 3*A*). Plated on the left side of the chamber, the cell bodies cannot cross to the other side, but their neurites can grow through small slits in the sidewall into the right side, allowing an easy quantification of outgrowth length. After siRNA transfection, we waited for 48 h to allow siRNA-mediated gene silencing and performed axotomy to reset neurite growth length in all chambers to zero (*i.e.*, to the microfluidic sidewall). Another 48 h later, we microscopically documented NOG in each chamber, performed quality control (Fig. S3, *A–C* and Table S7), and analyzed siRNA knockdown effects on NOG. Average growth densities showed a steady decrease along the outgrowth direction. In each experiment, we compared the average growth densities between knockdown and control cells at three different locations: we selected those distances at which the control densities had fallen to 75%, 50%, and 25% from the initial density measured at 100 μm distance from the wall. Any gene knockdown that showed a nominally significant change of growth density (α = 0.05) at least one of these three distances was defined to significantly regulate NOG. In a few cases where significance was closely missed (*p*-value > 0.05 and ≤ 0.1), we stated that the gene may influence NOG.

**Figure 3:**
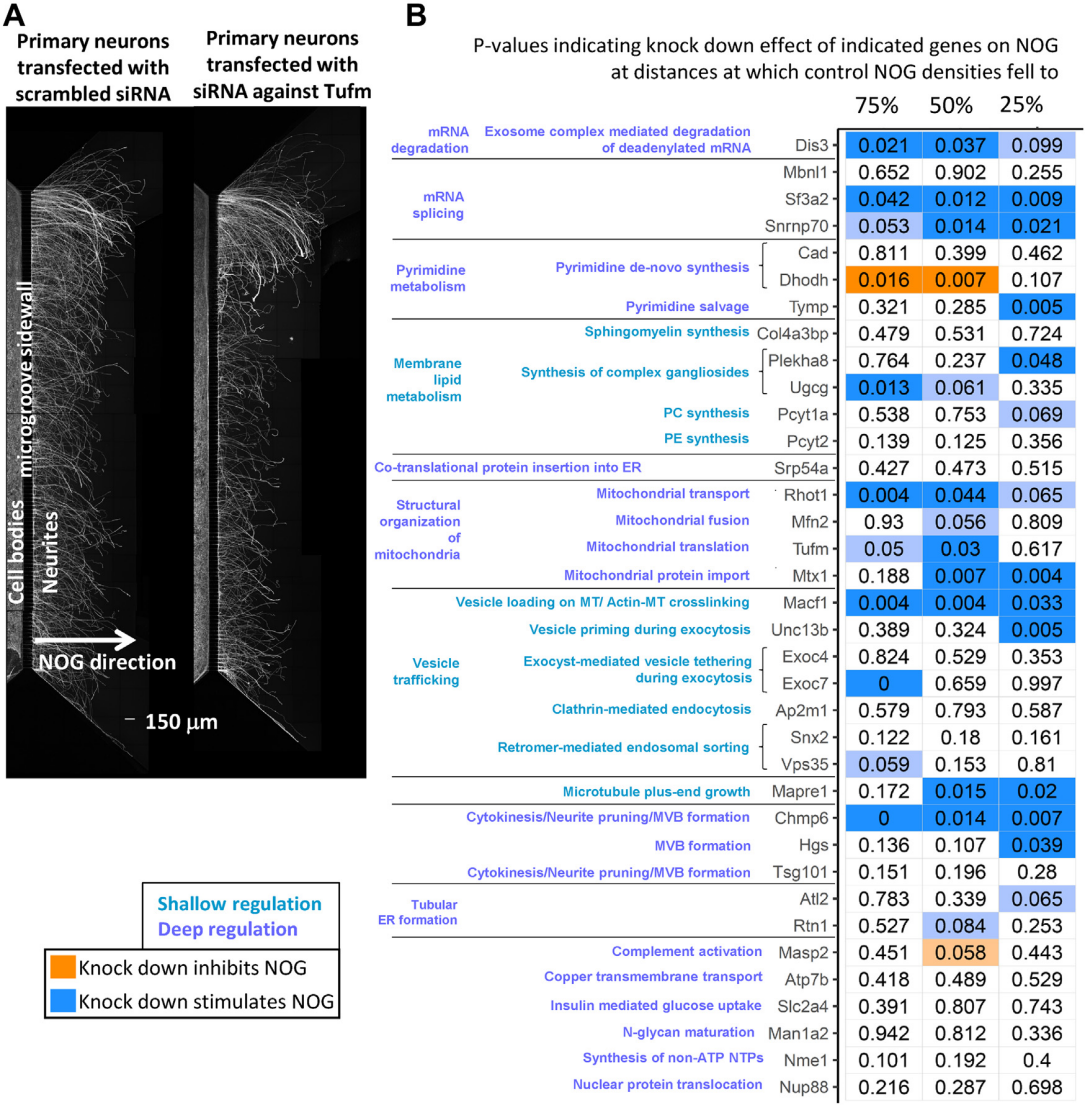
**siRNA knockdown experiments document involvement of multiple SCPs.***A*, P1 rat cortical neurons were transfected with siRNA against selected representative SCP genes (shown: Tufm) or scrambled siRNAs. To analyze neurite growth under gene silencing conditions we waited for 48 h after transfection, before resetting neurite growth to the edge of the microgroove via axotomy. Another 48 h later, we stained neurites and cell bodies for β-III tubulin to document siRNA effect on neurite outgrowth. Each shown image is a composite of three different overlapping images that showed the top, middle and bottom part of the microchamber and were manually stitched. *B*, neurite outgrowth fluorescence intensities were quantified and the average intensity at each distance from the microgroove sidewall calculated. All intensities of one experiment were normalized toward control average intensity at 100 μm that was set to 100%. Since outgrowth results showed great variations between the different experiments, we searched for those distances at which control average intensities had fallen to 75%, 50%, and 25%. We compared the outgrowth intensities between siRNA-treated and control samples at these three distances. Nominal *p*-values are shown and labeled *dark blue* or *dark orange*, if knockdown significantly inhibited or stimulated neurite outgrowth (*p*-value ≤ 0.05), respectively, and *light blue* or *light orange*, if knockdown may inhibit or stimulate NOG (*p*-value > 0.05, ≤ 0.1), respectively. ER, endoplasmic reticulum; MT, microtubule; MVB, multivesicular bodies; PC, phosphatidylcholine; PE, phosphatidylethanolamine; SCP, subcellular process. See Figure S3*D* for detailed results.

We could verify the involvement of multiple SCPs that we identified in our RNA-seq screening approach (Fig. 3*B*, Fig. S3*D*). Among these were SCPs that can be directly linked to neurite shaft growth, that is, membrane lipid production, membrane delivery to the growth cone *via* vesicle trafficking, microtubule plus-end growth and neurite pruning, or multiple vesicular body formation. Among the validated SCPs that describe deep regulatory functions that contribute to NOG on a lower more basal level were mRNA splicing, pyrimidine synthesis and salvage, SCPs involved in mitochondrial dynamics, and tubular ER formation. In total, we tested 38 different genes for their effect on NOG. Knockdown of 16 siRNAs had a significant effect on NOG, while knockdown of another 6 genes may influence NOG. In a few cases, genes were selected to distinguish between two different subpathways involved in the same function. For example, we selected the two genes Cad and Dhodh and the gene Tymp to distinguish between pyrimidine *de novo* synthesis and pyrimidine salvage, respectively (37). The gene Hgs is a component of the ESCRT-0 complex that is involved in multivesicular body formation but not in cytokinesis or neurite pruning (38). The gene was selected to distinguish between these two pathways, though an effect of its knockdown might also be due to its involvement in additional functions, for example, actin-mediated endosomal sorting (39). Similarly, the lipid transport genes Plekha8 and Col4a3bp that direct glycosylceramides to sites of ganglioside or sphingomyelin synthesis, respectively (40, 41, 42), were selected to distinguish between those two pathways. As can be seen, we did not select the genes with the intention to identify a maximum number of genes influencing NOG but anticipated characterization of genes with no influence on NOG as well. In other cases, redundant gene functions, for example, between the tested gene Snx2 and the not tested gene Snx1 (43) might explain missing documentation of knockdown effects on NOG. In summary, the experimental results agree with the effect that we expected by integrating the results of our transcriptomic and proteomic analysis with prior knowledge for 27 of 36 tested siRNA knockdowns (Table S8). For detailed integration of the gene expression data with the siRNA knockdown results, see ‘Further descriptive analyses of knockdown results’ in the supplemental information and Figure S4. Here, we want to highlight two findings.

### Increased forward growth depends on increased membrane back transport from the growth cone to the cell body

DEGs induced by 6 h and 8 h HU210 treatment are related to multiple steps in vesicle transport between the plasma membrane, endosome, and TGN (Fig. 2, *D* and *E*). 

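Fig. S4E lists 33 genes by process at 6 h and 23 at 8 h. Of the 32 with a value here at 6 h, 28 were higher and 3 lower by 1.3-fold with an FDR of 5%, and their log2 changes ran from -0.54 to 1.06. Of those listed at 8 h, 19 were higher and 4 lower. The lower genes at 6 h were Synj2bp, with a log2 change of -0.54, Dnm3, with -0.40 at under 1 FPKM in both libraries, and Micall2, with -0.38, which became 0.096 against the mean of the 4 DMSO libraries. At 8 h they were Dysf (-0.60), Exoc5 (-0.53), Hip1r (-0.52) and Fcho1 (-0.38), and against that mean the last 3 did not pass 1.3-fold (-0.11, -0.079 and -0.18). With the trend on GC content and length removed, Micall2 and Fcho1 were under that cutoff as well, at -0.34 and -0.37. The largest increase at 8 h was in Ap4s1 (ENSMUSG00000020955, chromosome 12 from 52791953 to 52839918), from 5.12 to 13.8 FPKM, a log2 change of 1.28, followed by Ehd4 with 0.87. Synj2bp overlaps Gm20498, which was higher at 6 h, on the same strand, so the division of reads between them is uncertain.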

Our siRNA screening supported this observation, since we could document that multiple SCPs ranging from vesicle loading on the microtubule after budding at the TGN (44), vesicle exocytosis, and retromer-based endosomal sorting (45, 46) are involved in NOG (Figs. 3*B* and S3*D*). Interestingly, SCP networks at 6 h and 8 h (Fig. 2*E*) also contained the SCP ‘retrograde vesicle traffic from the endosome to the TGN’ that describes membrane back transport from the growth cone to the TGN. Knockdown of the gene Vps35 that, as a major component of the retromer, participates in protein sorting from the endosome to the plasma membrane or TGN (45, 46) tends to inhibit NOG. Knockdown of the retromer component Snx2 has no effect on NOG, probably due to its functional redundancy with Snx1 (43).

For investigation of this counter-intuitive finding that upregulated membrane transport from the growth cone to the cell body is a requirement for increased forward growth, we extended our multicompartment ordinary differential equation (ODE)-based NOG model (47). This model integrates membrane production, membrane delivery to the growth cone *via* vesicle transport, and microtubule growth during NOG. It simulates anterograde (forward) and retrograde (backward) vesicle trafficking between the TGN and the growth cone (Fig. 4*A*). Anterograde vesicles bud at the TGN and move through the neurite shaft to the growth cone cytoplasm *via* kinesin-mediated transport along the microtubules. Kinesin is attached to the vesicles *via* kinesin receptors that are integral parts of the vesicle membrane. Anterograde vesicles within the growth cone cytoplasm fuse with the growth cone plasma membrane after SNARE complex formation between vesicle(v)-SNAREs V and target(t)-SNAREs at the plasma membrane. Any additional membrane at the growth cone is added to the neurite shaft, causing its growth. Retrograde vesicles are generated *via* endocytosis at the growth cone membrane, transported backward along the microtubules *via* dynein-mediated vesicle transport into the cell body cytoplasm, and fuse with the TGN. The growing neurite acts as a sink for vesicle proteins because a longer neurite will contain more trafficking vesicles. Consequently, our model does not only demand continuous production of lipid membrane but also of vesicle proteins, in agreement with our observation that before the major growth phase, the capacity for gene expression is upregulated. Since some but not all kinetic parameters are known, part of our NOG model is an analytical solution that predicts kinetic parameter sets allowing NOG growth at a certain velocity (an experimentally measured high-level constraint) without violation of additional literature-curated SCP model constraints.

**Figure 4:**
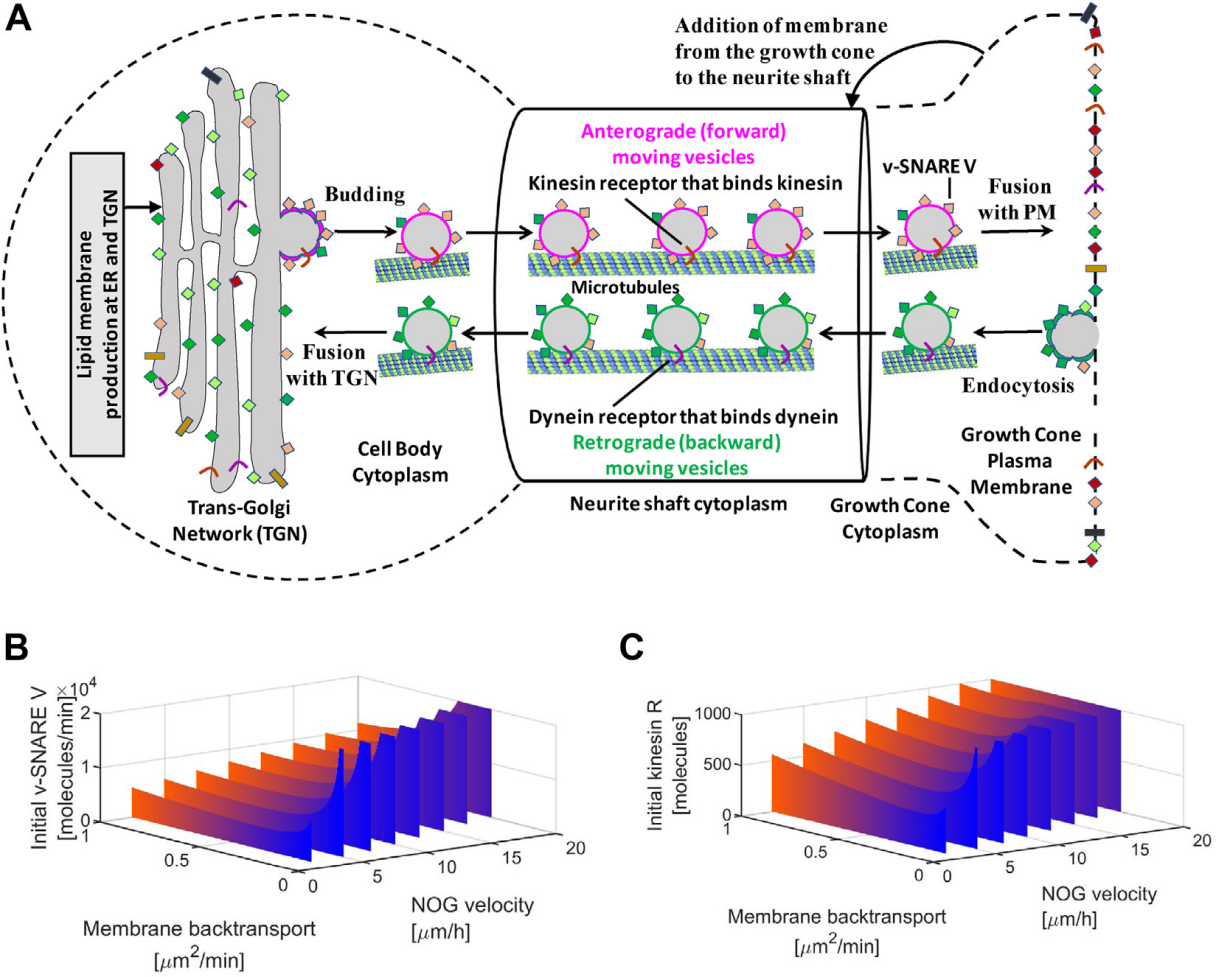
**Dynamic model of vesicular transport predicts that an increase in vesicle back transport is necessary for sufficient back transport of vesicle(v)-SNAREs and kinesin receptors from the growth cone to the TGN.***A*, we extended our compartmental ordinary differential equation model that simulates membrane production, vesicle membrane transport to the growth cone, and microtubule growth to analyze how membrane back transport influences NOG (see main text and experimental procedures for details). Part of our NOG model is an analytical solution that predicts kinetic parameter sets that allow NOG growth under a certain velocity without violation of SCP model constraints. Figure adapted from (47). Our analytical solution predicts that for each velocity there is a threshold for the membrane back transport rate below which the amounts of (*B*) v-SNAREs and (*C*) kinesin receptors rapidly increase. Below a second threshold, NOG is no longer possible without violation of the model constraints (lack of entries past the right front edge of each wall). Both thresholds shift to higher rates with increasing NOG velocity. See main text for details. NOG, neurite outgrowth; SCP, subcellular process; TGN, *trans*-Golgi network.

Using our dynamic model, we predicted that an increase in NOG velocity demands an increase in the total number of vesicle(v)-SNAREs (Fig. 4*B*) and vesicle kinesin receptors (Fig. 4*C*) in the neuronal cell. The higher the outgrowth velocity the more vesicle membrane needs to be transported to the growth cone. Consequently, higher velocities demand more v-SNAREs and kinesin receptors to equip the anterograde moving vesicles. Our model also predicts that the amount of needed v-SNAREs and kinesin receptors increases exponentially if the back transport rate is below a certain threshold. Below a second lower threshold, it is no longer possible to achieve NOG without violation of the model constraints (no simulation output past the right front edges of the walls in Figure 4, *B* and *C*). Any v-SNAREs and kinesin receptors that are brought to the growth membrane need to be back transported to the TGN to be available for the next set of anterograde moving vesicles. The binding sites for v-SNAREs and kinesin receptors on a vesicle are limited. Consequently, to secure the back transport of more v-SNAREs and kinesin receptors at higher outgrowth velocities, more vesicles have to move backward, increasing the total membrane back transport rate. This is indicated by the upregulated genes involved in back transport (Snx3, Rab9, Rab6a, Sgsm2, Pafah1b1, Rab43) (Fig. S4*E*) and the knockdown (Vps35) results. Thus, dynamical models can give mechanistic insight into predictions obtained from omic datasets and validated *via* siRNA knockdown studies.

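Snx3 (ENSMUSG00000019804, chromosome 10 from 42221836 to 42255187) had a log2 change of 0.55 at 6 h and 0.63 at 8 h, after one of -0.88 at 4 h. Its FPKM at 8 h was 85.0 with HU210 and 54.5 with DMSO. Rab6a rose by 0.60 on the log2 scale at 6 h and by 0.57 at 8 h, and Sgsm2 by 0.65 at 6 h. The change of Pafah1b1 was 0.55 at 6 h and -0.74 at 4 h, and that of Rab43 was 0.74 at 8 h, where its FPKM rose from 1.57 to 3.29. Rab9 had log2 changes of 0.38 at 6 h and 0.39 at 8 h, with adjusted p of 0.081 and 0.044 in the authors' deposited table, so that it was a DEG at 8 h. Against the mean of the 4 DMSO libraries, Rab6a and Sgsm2 at 6 h and Rab43 at 8 h stayed past the 1.3-fold cutoff. Snx3 at 6 h and 8 h (0.35 and 0.16), Pafah1b1 at 6 h (0.0064), and Rab6a and Rab9 at 8 h (0.17 and 0.13) did not. The change of Rab9 at 8 h was also under the cutoff, at 0.37, with the trend on GC content and length removed. Snx3 at 4 h came to -0.36 and Pafah1b1 at 4 h to -0.30 against that mean.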

### Low abundancies of basal spliceosomal components might favor mRNA translation in the cell body, high abundancies mRNA transport to the neurite tip

We could confirm the predicted involvement of splicing in NOG by knockdown of the spliceosomal components Sf3a2 and Snrnp70. Knockdown of either gene significantly inhibited NOG (Fig. 3*B*, and S3*D*). Integration of the splicing activities that we predicted from the RNA-seq data with the chronological order of the other pathways initially seems to be counter intuitive. 

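At 4 h, 60 genes of the spliceosome core, with the Sm and Lsm proteins, the SF3 and Prpf families and the SR proteins, had a median log2 change of -0.042, at percentile 53.8 of the random lists. The median was 0.0038, at percentile 64.6, against the mean of the 4 DMSO libraries, -0.11, at percentile 12.2, with the trend on GC content and length removed, and 0.048, at percentile 54.9, after each pair of libraries was centred on its median ratio, which shifts all genes alike. In this list 3 genes were DEGs, all lower with HU210. One of them, Srsf1 (ENSMUSG00000018379, chromosome 11 from 87860875 to 87867257), fell from 170 to 77.0 FPKM, a log2 change of -1.13 (adjusted p = 1.3e-08 in the authors' deposited table). The others were Snrpg, with a log2 change of -1.04, and Prpf31, with one of -0.62 that became -0.21 and no longer passed 1.3-fold against that mean. Outside the list, Psip1, Sfpq and Tial1 had log2 changes of -0.85, -0.79 and -0.75.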

Components of the splicing machinery are not upregulated but downregulated after 4 h HU210 treatment (Fig. 2*D*), that is, at that time point where other enrichment results suggest upregulation of the capacity for translation to prepare for the major NOG growth phase. After 8 h HU210 treatment, that is, after the major growth phase, we predict upregulation of the splicing machinery in combination with upregulation of a second transcriptional wave. This chronological order might suggest that the concentration of basal splicing components contributes to the regulation of mRNA fate in the neuron. mRNA molecules synthesized in the nucleus can have multiple fates among which are translation in the cell body but also transport to the neurite tip. 

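The 59 genes of the spliceosome core with values at 8 h had a median log2 change of 0.078, at percentile 94.8 of the random lists, with 44 genes higher with HU210 and 3 of them DEGs. The median was -0.035, at percentile 0.23, against the mean of the 4 DMSO libraries. Srsf1 rose from 78.7 to 121 FPKM, a log2 change of 0.62, and Snrpb2, Gemin4 and Psip1 had log2 changes of 0.59, 0.62 and 0.58. The same genes changed by 0.20, 0.10, 0.24 and 0.13 against that mean, none of which passed 1.3-fold.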

Axonal growth cones contain a reservoir of translationally silent mRNAs (48) and the machinery for local translation, protein folding, and posttranslational modification (49). More than half of the neurite-localized proteome might have been generated by local mRNA translation (50). Alternative splicing of 3′ UTRs localizes neuronal mRNA molecules to neurites (51). Any population of a neurite or axonal growth cone with mRNAs demands that there is a neurite, so it should happen at an advanced state, in our model system after the major growth phase at 6 h. Consequently, the time points at which we predict downregulated and upregulated splicing activities suggest that low concentrations of basic splicing components favor the generation of mRNA splice variants for translation in the cell body, while high concentrations favor variants subjected to axonal transport. In agreement with our hypothesis, it was documented in other model systems that restriction of spliceosomal components alters splicing of a subset of mammalian mRNAs with weak 5′ splice sites (52).

Nevertheless, we cannot exclude that the observed upregulation of basal splicing components at 8 h is involved in a different cell physiological process besides NOG. Our knockdown results document the importance of splicing for NOG, but do not allow any further conclusions about the contribution of splicing to the different outgrowth stages. The documentation of a downregulated splicing machinery before the major outgrowth phase does not imply that there is no splicing at all. Our knockdown experiments could simply reduce splicing to an extend exceeding that physiological downregulation and thereby inhibiting NOG, even before the major outgrowth phase. Follow-up experiments are needed to investigate our hypothesis that the abundancy of basal splicing components decides between mRNA translation in the cell body and mRNA transport to the neurite tip or axonal growth cone.

## Discussion

### Multiple constitutive pathways are regulated to drive NOG

Several previous studies in mice (53, 54) and in worms (55) have shown that during axonal regeneration after injury, DEGs encode components of numerous cell signaling pathways including those involved in synaptic plasticity as well as SCPs involved in vesicle transport (56, 57). A genome-wide screen during regeneration identified a distinct set of genes including members of the Socs family, inhibitors of signaling through Stat3. This finding is in agreement with our previous finding of an essential role for Stat3 in NOG (7). Another prominent gene identified in the genome-wide screen was Rab27, a protein involved in vesicle transport (53). We started with a different approach, where our goal was to broadly identify genes regulated by a GPCR, the CB1R, so that we could identify the SCPs involved and how they connected with one another to produce a whole cell function. Therefore, it was not entirely unexpected that these DEGs and DEPs are somewhat different from those previously reported, which focused on control of the NOG process.

In looking through the SCPs and the DEGs and DEPs involved, it became clear that CB1R regulation of NOG is both deep and distributed (Fig. 5). By distributed, we mean that a wide range of SCPs are needed. By deep, we mean that SCPs involved are often part of general cellular function (constitutive pathways) and not necessarily selective for NOG or even neuronal functions. This includes regulation of pyrimidine metabolism, mitochondrial transport, and regulation of RNA stability. Regulation of these SCPs can affect many cellular responses in many different cell types, and hence, it is possible that such deep regulation may be a common feature of cell state change. Future experiments in other cell types will be needed to determine if these same SCPs are involved in other cell state change events.

**Figure 5:**
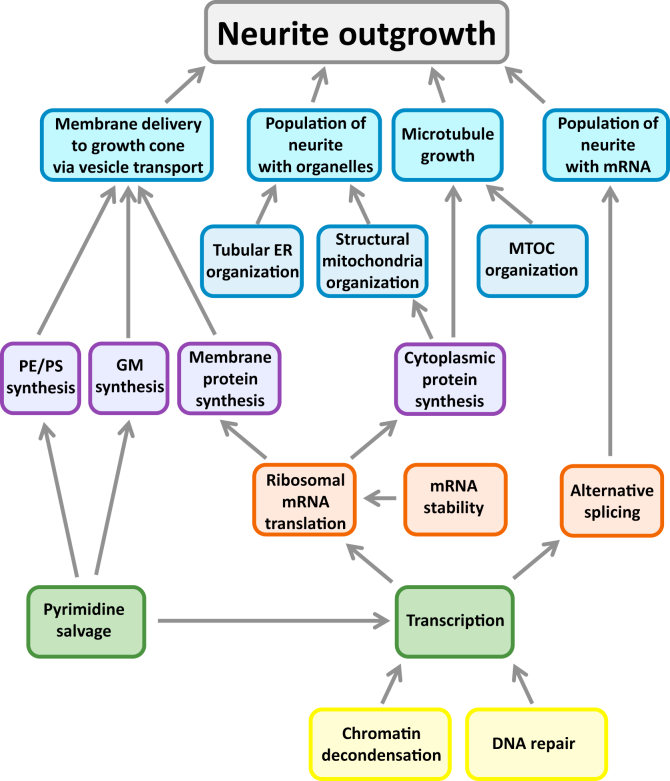
**Neurite outgrowth depends on deep and distributed regulation.** Multiple SCPs interact with each other to enable NOG. The SCPs describe subcellular functions that can either be directly associated with neurite shaft and neurite scaffold growth, for example, ‘Membrane lipid delivery to the growth cone’ and ‘Microtubule growth’, or describe deeper more basal subcellular functions, for example, ‘Pyrimidine salvage’. The network proposes SCP interactions that constitute the deep and distributed regulation of NOG. NOG, neurite outgrowth; SCP, subcellular process.

### Validation of identified constitutive pathways

In order to validate the functional role of the SCPs inferred from DEGs, we used a strategy that is orthogonal to our initial screening approach in multiple parts. Our systems-biology-based identification of SCPs is based on the assumption that whole cell responses are driven by small accumulating changes in multiple gene products that participate in the same function. Consequently, we considered significantly changing DEGs and DEPs with relatively modest fold change cutoffs (±log_2_(1.3)/±log_2_(1.5) or ±log_2_(1.1), respectively). To identify cellular functions with many cumulative changes, we subjected the DEGs and DEPs to pathway enrichment analysis. In contrast, our validation approach targeted single SCP genes *via* siRNA knockdown that can cause an almost complete reduction in gene expression. Our strategy assumes that an almost complete (though not physiological) disruption in the expression of one representative SCP gene has a similar effect on SCP function as the modest reduction in the expression of multiple SCP genes. Thus, we used a reductionist approach to validate our systems level findings. In agreement with this line of reasoning, we did not only knock down SCP genes that were differentially expressed but also SCP genes, whose expression levels did not change. Besides this methodological difference, we conducted the siRNA-based knockdown studies using rat cortical neurons in primary culture without H210 treatment rather than the Neuro 2A cell line to test the general relevance of our line of reasoning. We also studied NOG in microfluidic chambers where we could sever initially growing neurites and then measure neurite growth in a standardized way. Although it was not our intent to study the SCPs involved in axonal regeneration after injury, our experimental approach allows us to reasonably suggest that the SCPs we identified could play a role in axonal regeneration.

### Study limitations

A limitation of this reductionist validation approach lies within gene pleiotropy. Most genes participate in multiple cellular functions that might all be altered by their knock downs. The genes that we selected for our knockdown studies participated in the same SCPs that were identified by the prior independent transcriptomic and proteomic analysis. Nevertheless, we cannot exclude that documented effects on NOG arise from the disturbance of different unconsidered cellular functions of those genes. As far as possible, we tried to address this concern by selecting two instead of one SCP genes to document the involvement of an SCP. Nevertheless, this was not always possible and sometimes only one of the selected genes had an effect.

Our validation approach allowed us to focus on SCPs rather than on individual genes. Overall, the siRNA-based knockdown experiments allowed us to validate a diverse set of SCPs required for NOG. It should be noted that the magnitude of the effects are modest, both for the differentially expressed genes as well as the effect of knockdown on NOG. This is not surprising given the wide range of SCPs involved. As documented for multifactorial diseases such as diabetes mellitus type II (58) or abdominal aortic aneurysm (59), individual genes only have small to moderate effects but interact with each other to enable the whole cell response.

## Conclusion

In conclusion, a combination of bioinformatics analyses and dynamic modeling enabled us to identify a broad range of SCPs that are required for receptor stimulation of NOG. Many of these SCPs are labeled deep as they appear to be constitutive SCPs that would be operational in many cell types. For many such deep SCPs, we were able to find previous independent studies that had individually implicated a role for the SCPs in NOG. These include phospholipid biosynthesis (60) and mitochondrial functions (61). Although our study provides strong suggestive evidence, our findings cannot be interpreted as definitive proof that the SCPs we describe here are involved in NOG in all conditions and in all species. Such proof will have come from future in-depth small-scale experiments that analyze the role of the SCP of interest in terms of the different genes involved. Even with this cautious interpretation, we have in this study described how a receptor can trigger a whole cell response by regulating a diverse set of biochemical pathways underling many SCPs and the relationship between these SCPs in enabling the whole cell response—NOG.

## Experimental and computational procedures

### Materials

Most reagents were purchased from Millipore Sigma, Fischer Scientific, or Illumina and were the highest available grade. For cell culture minimum essential medium (MEM), catalog #M4655, fetal bovine serum catalog # F4135, sodium pyruvate solution CAS No.: 113-24-6, and penn strep P4333 were used. For protein extraction, we used 8 M urea (Fisher catalog no.: #NCO128954) in 50 mM ammonium bicarbonate (Millipore Sigma, catalog no.: #09830-500 G). All other proteomics reagents were analytical grade and their use has been recently described (62). All materials for library preparation for bulk transcriptomic analyses reagents and kits were from Illumina. The Illumina stranded mRNA prep Ligation kit,catalog no.: #200040532, and index adapter, catalog no.: #20040554 were used. Microfluidic chambers were from Xona Microfluidics and Mattek dishes (catalog no.: #P50G-1.5) were from MatTek Corp.

### Cell culture

mRNA was prepared from 2 to 3 pooled independent experiments to achieve a sufficiently high amount of mRNA. Briefly, for each experiment, 1 million Neuro2A cells were seeded on each of eight 15 cm dishes and cultured for about 24 h in MEM (supplemented with 10% fetal bovine serum, 1 mM sodium pyruvate, and 1% penicillin/streptomycin). Low cell counts ensured low confluence leaving sufficient space for NOG. After 16 h starvation in serum-free MEM supplemented with 0.1% bovine serum albumin, we added HU210 (dissolved in dimethyl sulfoxide [DMSO]) to the media in a final concentration of 2 μM. Control cells were treated with equal volumes of drug-free DMSO. Cells were incubated for 2 h, 4 h, 6 h, and 8 h before replacement of the media by 8 ml TRIZOL, followed by collection and freezing of the cell suspension.

Cell pellets for proteomic analysis were prepared from 2 independent experiments. For each experiment, we plated 1 million Neuro 2A on each of seven 15 cm dishes and cultured them for about 24 h, followed by 1 h starvation. Media conditions were the same as described before. HU210 or DMSO was added as described before and cells were incubated for 5 h, 10 h, and 18 h, before stopping of the experiment by putting the cells on ice and replacing the media with ice-cold PBS. Cells were harvested and centrifuged (500*g*, 10 min), and cell pellets were shock frozen using liquid nitrogen. Untreated cell pellets were harvested directly after starvation.

### RNA-seq—sample preparation and sequencing

RNA was prepared using the standard TRIZOL protocol (TRIzol Reagent, Invitrogen). RNA was subjected to quality control *via* an Agilent Bioanalyzer. All samples of each experiment had an RNA integrity score of 10. Forty micrograms of total RNA was used for each sample. mRNA was purified from the RNA using a Dynabeads mRNA Purification Kit and fragmented *via* sonication using the Covaris E210. Complementary DNA libraries were prepared as described previously (63, 64, 65). Fragments of 200 to 300 base pairs length were selected *via* gel size selection. Complementary DNA libraries were subjected to sequencing using an Illumina HiSeq 2000 machine. Each sample was subjected to a single lane, yielding 117 to 128 million reads per sample.

### Identification of DEGs

Raw reads were aligned to the mouse reference genome mm9 using Tophat 2.0.8., samtools-0.1.7, and bowtie 2.1.0. Tophat was used with the ensemble GTF file as a gene annotation reference and the option 'no-novel-juncs'. Output BAM files were directly subjected to differential gene expression analysis using Cufflinks with the options 'multiread-correct', 'upper-quartile norm', and 'frag-bias-correct' against the mm9 genome. DEGs were identified based on adjusted *p*-value (false discovery rate [FDR] 5%) and a minimum fold change (log_2_[(FPKM_HU210_+1)/(FPKM_DMSO_ + 1)] >= ±log_2_(1.5) or ±log_2_(1.3)).

### Proteomics—sample preparation and mass spectrometry

Collected cell pellets were lysed in extraction buffer (8 M urea, 1% N-octyl glucoside, 100 mM triethylammonium bicarbonate, 1× protease inhibitor, 1× phosphatase inhibitors) and clarified by centrifugation. Proteins were then quantified using BioRad Bradford Protein Assay Kit with bovine serum albumin as standard. One hundred micrograms of proteins from each sample was digested overnight with trypsin at 37 °C. Samples were split into 2 different groups that were processed independently (group 1: 2× untreated cells, 2× 10 h HU210 and 2× 10 h DMSO treated cells and 2× 5 h HU210 treated cells, group 2: 2× untreated cells, 2× 18 h HU210, 2× 18 h DMSO and 2× 5 h DMSO treated cells). Both groups contained an aliquot of the same untreated cell samples of both experiments. Resulted peptides from each sample were labeled with an iTRAQ reagent. After labeling, peptides were mixed and subjected to strong cation exchange chromatography and separated into 30 fractions. Peptides in each fraction were desalted and concentrated using C18 spin column. Based upon the quantity, fractions with low peptide yield were pooled, which resulted into total of 12 fractions. Peptides in these fractions were further resolved on reverse phase chromatography and then analyzed on Orbitrap Velos Mass Spectrometer.

### Identification of DEPs

Mass spectra were searched against mouse protein sequences from SwissProt protein database using Mascot, X!Tandem, and Sequest search engines. Results obtained from these search engines were further combined using Scaffold 3 Q+. Total of 4336 proteins were identified and quantified with 0.5% FDR at protein level and 0.1% FDR at peptide level. Each of proteins is identified with at least 1 unique peptide having ≥95% identification probability. To allow identification of DEPs after 5 h HU210 *versus* 5 h DMSO treatment, we normalized each protein expression value of each of the two 5 h samples within each run by dividing it by the average expression value of that protein in both untreated samples of that same run.

Only proteins that were identified based on at least two different peptides were kept for further analysis. DEPs were determined *via* student's two-sided *t-*test under the assumption of equal variance. We found that the HU210-induced protein expression changes were of lower magnitude than the ones documented for the transcriptomic data. A likely explanation for this observation is that in our model system only a fraction of the total cellular proteins is directed to the *de novo* forming neurite, while a large fraction of the identified proteins would localize to the cell body. Consequently, the total changes in protein expression levels should be small and we used less stringent significant cutoffs to identify DEPs (nominal *p*-value: 0.05) and a minimum average fold change (±log_2_(1.1)). When we identified SCPs involved in NOG, we focused on the SCPs predicted from the transcriptomic changes and used the SCPs predicted from the proteomic analysis only to confirm the transcriptomic predictions. Accordingly, all except one of the genes that were selected for siRNA-based validation (see below) were predicted from the transcriptomic data analysis alone or its combination with the proteomic data analysis.

### Bioinformatics analyses: Standard and dynamic enrichment analysis

Upregulated and downregulated genes and proteins were subjected to pathway enrichment analysis using Fisher's Exact Test and the MBCO (18) (version 1.1) (https://github.com/SBCNY/Molecular-Biology-of-the-Cell) (www.mbc-ontology.org). MBCO is a strictly cell biological ontology that was designed based on standard cell biology books such as ‘Molecular Biology of the Cell’ (15) and populated by a combination of PubMed abstract text mining and statistical enrichment analysis. Since mitochondria SCPs are distributed over various MBCO branches (*i.e.*, they are children of multiple level-1 SCPs such as ‘Organelle organization’, ‘Energy generation and metabolism of cellular monomers’, and ‘Transmembrane protein import and translocation’), we generated a new level-1 mitochondria SCP (‘Structural organization of mitochondria’) and defined it to be the parent of all mitochondria related level-1 and level-2 SCPs. It was populated with all genes of the SCPs ‘Mitochondrial gene expression’, ‘Mitochondrial dynamics’, ‘Mitochondrial energy production’, ‘Mitochondrial protein import machinery’, and ‘Posttranslational protein modification in Mitochondria’. MBCO is populated with the human gene products. We used the Jackson Laboratories mouse informatics database (Mouse Genome Informatics [MGI], http://www.informatics.jax.org) and the National Center for Biotechnology Information homologene (http://www.ncbi.nlm.nih.gov/homologene/) database to replace human by their mouse orthologs. For statistical accuracy, we kept only those gene products in the MBCO that had a chance of being identified as differentially expressed (*i.e.*, only gene products whose genes are ensembl genes on the mm9 genome or only gene products whose proteins are annotated in the SwissProt protein database). Similarly, all DEGs or DEPs that are not part of the MBCO background gene product list (that contains all 13,762 gene products that were identified in at least 1 abstract during the MBCO text mining) were also removed.

Significantly upregulated or downregulated genes with a minimum log_2_ fold change of ±log_2_(1.5) were separately subjected to dynamic enrichment analysis, using MBCO level-2 and level-3 SCPs. MBCO contains predicted horizontal interactions between SCPs of the same level that can be ranked by their interaction strengths and complement the hierarchical vertical relationships between parent and child SCPs. Dynamic enrichment analysis uses these horizontal interactions to predict SCP networks that underlie whole cell function. Briefly, dynamic enrichment analysis identified those level-2 or level-3 SCPs that contain at least one input gene (*e.g.*, an upregulated gene) and combines two or three of the identified SCPs to function-specific higher-level SCPs, if they are strongly connected. To generate level-2 SCP networks, we use the top 20% of horizontal (within the same level) SCP interactions, to generate level-3 SCP networks the top 25% of interactions. Generated SCP combinations are added as new function-specific SCPs to the ontology, and the new function-specific MBCO is used for enrichment analysis of the input gene list *via* Fisher’s Exact test. Results are ranked by *p*-value and the top three level-2 or top five level-3 predictions (that are either SCPs or function-specific SCP combinations) are connected with each other, if they were predicted as part of the same function-specific SCP. See (18) for details.

Significantly, upregulated or downregulated genes with a minimum log_2_ fold change of ±log_2_(1.3) were subjected to standard enrichment analysis using MBCO and Fisher’s Exact test. All SCPs with a nominal significance of at least 5% at a particular time point were considered as significant and investigated for biological relevance.

Significantly upregulated or downregulated proteins were subjected to dynamic and standard enrichment analysis, as described above.

### siRNA testing in NOG assay

All methods used were approved by the IACUC at Icahn School of Medicine at Mount Sinai (IACUC approval# PROTO201900624). Icahn School of Medicine at Mount Sinai is AAALAC accredited facility with a full time veterinarian and veterinarian staff. All animals were maintained under humane conditions and minimized all undue suffering or pain. They were maintained in enriched environmental cages with food and water ad Librium.

Briefly, primary cortical neurons were seeded on one side of microfluidic chambers using neurobasal media supplemented with B27, L-660 glutamine, and penicillin-streptomycin (NB+++). The two sides of the chambers are separated by a 150 μm microgroove sidewall that contains slits that are too small for whole cells to pass but large enough to allow neurite growth into the other side of the chamber. Consequently, neurites will grow across the neurite side, allowing an easy quantification of outgrowth length. About 1.5 h to 2 h after plating, we transfected the primary neurons with a pool of four different siRNAs (Dharmacon AccellsiRNA delivery SMART Pools). In total, we used two different siRNA batches for our experiments. The next day transfection media was exchanged for NB+++ media that contained 25% astrocyte-conditioned media. To generate astrocyte-conditioned NB+++, we incubated primary astrocytes for at least 12 h with NB+++, followed by sterile filtration of the used NB+++. Astrocyte-conditioned media contained astrocyte-secreted metabolites and growth factors that support survival of primary cortical neurons. To allow the gene silencing effect to get established, we continued to incubate the cells until 48 h after siRNA transfection. Basal outgrowth not attributable to the siRNAs was removed by axotomy afterward. Another 48 h later (total of 96 h after transfection), we stopped the experiments by exchanging the media for PBS containing 4% paraformaldehyde and 4% sucrose. Cells and neurites were stained with anti-βIII tubulin (Tuj1; Covance). To quantify NOG, we imaged the slides on a LSM880 confocal microscope (10× or 20×, zoom ins: 31× or 63×). For details, see (47). Images were obtained with the cell body side of the chamber on the left and the neurite side on the right side of the image.

### Analysis of NOG

Before analysis of NOG effects of the different siRNAs, we submitted all images (generated from 246 biological replicates) to a computer-assisted quality control step. In a small number of samples, the axotomy damaged the cell body site, so that the NOG results were not interpretable. An axotomy that damages the cell body site removes cell bodies from the area right next to the microgroove wall. Consequently, tubulin fluorescence intensity is less at this area and the intense line of tubulin fluorescence is retracted from the microgroove. Based on these criteria, we generated a computational pipeline to automatically identify samples with damaged cell bodies. We used Image J software (https://imagej.nih.gov/ij/) and the Plot Profile function to analyze the cell body site, starting at the left edge of the microgroove. This function calculates the average intensity of all pixels at a certain distance from the microgroove. All distances were converted to 0.1 μm steps, assuming a linear increase or decrease between any two measured adjacent intensity values. In case of multiple images of one microfluidity chamber, we calculated the average intensity for each image (without double quantification of overlapping areas in the images) and generated the average intensities for the whole chamber based on the intensities of the individual images. The intention of our algorithm was to identify those samples where the intense line of tubulin labeling was too far away from the microgroove. For this, we focused on an area of up to 100 μm left of the microgroove, that is, of an area that is 2/3 as wide as the microgroove itself. Average cell body intensities were normalized toward the highest intensity within this area of each sample (Fig. S3*A*). We screened for intensity peaks within this area and determined the highest peak within the first 50 μm left of the microgroove. A peak was defined as the highest point in the middle of a 5 μm interval. If the normalized intensity of this peak was not at least 85%, our algorithm concluded that the intense line of tubulin staining is too far away from the microgroove wall and the cell body site of this sample was labeled damaged. Computational proposals were manually confirmed or—in a few cases—corrected (Fig. S3*B*). In total, we removed 39 from the initial 246 biological replicates during this quality control step.

Manual investigation also identified 22 additional replicates that were removed for reasons other than a cell body site that was damaged during axotomy, for example, low or no growth in the whole replicate (Fig. S3*C*).

Finally, we had to remove 24 and 13 high quality biological replicates because the corresponding controls of the same experiment were removed or only one biological replicate was left over for a tested gene, respectively (Fig. S3*C*).

Since our validation experiments were based on two different siRNA batches, we documented how many replicates of each gene were generated from each of those batches (Table S7). In the case of 16 genes, the replicates that were subjected to statistical analysis after quality control were generated from both batches.

To quantify the effect of gene knockdown on NOG, we quantified the average fluorescence intensity at distances to the right of the microgroove wall. As described for the cell body sites, we converted all distances to distances separated by 0.1 μm (starting with 0 μm) and merged the results of multiple images of the same sample. Each experiment contained one to three controls. In case of multiple controls, we calculated the mean average intensities that were used for all further analyses. To allow comparison of the results across different experiments, we normalized all average intensities of each siRNA or control sample of the same experiment toward control average expression at 100 μm. Quantified NOG results showed interexperimental variation. To compare the results across different experiments, we identified those distances from the microgroove at which the control intensity had fallen to 75%, 50%, and 25%. The intensities at these distances of each siRNA-treated sample were identified and compared for each gene across the different experiments. Outliers at each distance were identified for genes with at least four samples using Dixon’s Q-test (confidence interval, 0.9) and removed from further analysis (Fig. S3*D*). One sample two-sided *t* test (equal variance) was used to determine whether the sample outgrowth was significantly different from 75%, 50%, or 25%. Any gene knockdown with a nominal *p*-value equal to or less than 0.05 for at least one distance was considered as significantly influencing NOG. Similarly, any gene knockdown with a nominal *p*-value larger than 0.05 but smaller or equal to 0.1 was considered to possibly influence NOG.

In summary, we subjected 11, 10, 11, and 4 genes with 2, 3, 4, and 5 biological replicates, respectively, to the statistical analysis described previously. Only 2 of the 11 genes where only 2 replicates survived the morphological quality control were significant and one of these is supported by prior experimental data from other labs (66). Hence, using multiple conservative selection criteria a total 27 of 36 tested genes showed effects on NOG that we predicted from our prior analysis (Table S8).

### Dynamical modeling

Details of the modeling approach used for modeling outgrowth have been published in Yadaw *et al* (47). Briefly, our multicompartment ordinary differential equation model simulates the interaction of membrane lipid and protein synthesis, vesicle transport, and microtubule growth during NOG (Fig. 4*A*). Newly synthesized membrane and transmembrane proteins are added to the TGN. Vesicles that bud from the TGN incorporate the membrane lipids and proteins. The budding vesicles contain the transmembrane kinesin receptor that binds to kinesin, thereby allowing anterograde movement along the microtubule scaffold of the neurite toward the growth cone at the neurite tip. Within the growth cone, the vesicles dissociate from the microtubule and fuse with the plasma membrane by the interaction of vesicle SNAREs with membrane SNAREs. Any lipid membrane excess is transferred to the neurite causing its growth. Retrograde vesicles bud from the growth cone membrane, travel back to the cell body *via* dynein-mediated vesicle transport, and fuse with the TGN *via* a different set of SNAREs. To allow a systematic analysis of the underlying dynamics, we developed an analytical solution that predicts numerical outcomes of our dynamical model with high accuracy. The analytical solution allows analysis of parameter constellations that allow NOG at any given velocity and in agreement with additional model constraints that we curated from the literature. For example, one of the constraints demands that only 10% of all anterograde vesicles in the neurite are bound to the microtubule and actively move forward, while the other 90% form a vesicle reservoir in the growing neurite. Consequently, the growing neurite acts as a sink for vesicle membrane and proteins, so that membrane lipid and protein synthesis needs to be adjusted accordingly. The analytical solution also allows identification of parameter constellations that lead to stalling of the numerical simulation and diminished neurite growth, indicated by parameters with negative values or values that exceed predefined sets of maximum values. In summary, our top-down approach does not predict the outcome of different parameter constellations on a cellular phenotype but predicts the parameter constellations that allow generation of a predefined cellular phenotype. For a flow chart of our top-down approach, see Figure 2 of Yadaw *et al* (47).

Here, we used the analytical solution to investigate the importance of vesicle back transport from the growth cone to the TGN for NOG. We analyzed the effect of different vesicle back transport rates on the total number of needed vesicle SNAREs and kinesin receptors, in dependence of the anticipated NOG velocity. Methodologically, we defined the anticipated outgrowth velocities and the back transport rates. For each combination, our analytical solution predicts the amount of vesicle SNAREs and kinesin receptors that allow outgrowth under these conditions. Vesicle SNAREs and kinesin receptors continuously cycle between the TGN and the growth cone membrane. Consequently, these molecules can be localized at the TGN, at anterograde or retrograde vesicles and the growth cone membrane. We here document the total number of those molecules, independently of their localization. Since the number of vesicle SNAREs and kinesin receptors continuously increase during the simulation (due to the increasing number of vesicles that reside in the growing neurite), we focused on the total amount of vesicle SNAREs and kinesin receptors at the beginning of the simulation. We also described minimum back transport rates for each analyzed NOG velocity. Below these minimum back transport rates, the predicted vesicle SNAREs and kinesin receptors exceeded the predefined maximum number, indicating stalling of NOG.

## Data availability

RNA-seq data is available at NCBI GEO under the accession GSE198622. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD036706 (10.6019/PXD036706). Microscopic images and image quantifications are available upon request (Please contact the corresponding author.).

## Code availability

MATLAB code of the initial and extended dynamic model is available at Github (https://github.com/SBCNY/Dynamical-Model-of-Neurite-Outgrowth and https://github.com/SBCNY/Extended_dynamical_model_of_neurite_outgrowth, respectively).

## Supporting information

This article contains supporting information (67, 68, 69, 70, 71, 72, 73, 74, 75, 76, 77, 78, 79, 80, 81, 82, 83, 84, 85, 86).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Whole cell response to receptor stimulation involves many deep and distributed subcellular biochemical processes
**Source:** J Biol Chem. 2022 Aug 1;298(10):102325. doi: 10.1016/j.jbc.2022.102325
**Supplement:** Supplemental Figures S1–S4

**Supplemental information for**  
**Whole cell response to receptor stimulation involves many deep and**  
**distributed subcellular biochemical processes**

**Running Title:** Integration of subcellular process for cell level responses

**Key Words:** subcellular pathways, transcriptomics, bioinformatics, dynamical modeling, neurite outgrowth

Jens Hansen<sup>1</sup>, Mustafa M. Siddiq<sup>1</sup>, Arjun Singh Yadaw<sup>1</sup>, Rosa E. Tolentino<sup>1</sup>, Vera Rabinovich<sup>1</sup>, Gomathi Jayaraman<sup>1</sup>, Mohit Raja Jain<sup>2,3</sup>, Tong Liu<sup>2</sup>, Hong Li<sup>2</sup>, Yuguang Xiong<sup>1</sup>, Joseph Goldfarb<sup>1</sup>, Ravi Iyengar<sup>1\*</sup>

## **Further descriptive analyses of SCPs identified by siRNA knockdown**

### ***Regulation of mRNAs***

In parallel to the up-regulation of ribosomal genes after 4h HU210 treatment, we observed multiple downregulated genes that participate in bulk mRNA degradation (Suppl. Figure 4A). 

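Of the 9 genes of Fig. S4A, 7 were lower with HU210 at 4 h by 1.3-fold with an FDR of 5%. Cnot6 (ENSMUSG00000020362, chromosome 11 from 49485005 to 49526225) fell from 50.4 to 24.2 FPKM, a log2 change of -1.03 (adjusted p = 0.010 in the authors' deposited table). The other CCR4-NOT subunits lower by that cutoff were Cnot7 and Cnot6l, with log2 changes of -0.89 and -0.89, and Cnot2, with one of -0.77. Pan3, of the PAN2-PAN3 deadenylase, had a log2 change of -0.69, the helicase gene Dhx36 one of -0.97 and the exoribonuclease gene Dis3l2 one of -0.97, which was -0.23 against the mean of the 4 DMSO libraries. Lsm3 and Lsm6 had log2 changes of -0.30 and 0.27, with adjusted p of 0.80 and 0.75 in the authors' deposited table, and were not DEGs here.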

Our results suggest that an increase in gene expression needed for continuous synthesis of neurite components for the following neurite growth phase (6h) is facilitated by an increase in ribosomal translation and mRNA lifetime. Down-regulated genes after 4h HU210 treatment are part of multiple SCPs that participate in mRNA degradation at multiple consecutive steps (67): initial mRNA-polyA tail trimming, bulk mRNA polydeadenylation by the CCR4-NOT complex, mRNA decapping and exosome-independent degradation of deadenylated and polyuridylated mRNA (68). The CCR4-NOT complex regulates numerous steps during mRNA biogenesis including transcription, mRNA export and mRNA degradation (22,69-71). Three of the five down-regulated CCR4-NOT complex subunits have 3'-5' poly(A) exoribonuclease activity (Cnot6, Cnot6L, Cnot7) (70), suggesting that down-regulation of these complex components increases mRNA lifetime.

siRNA knock down of the putative catalytic component Dis3 of the exosome complex (72,73) that is involved in another degradation pathway of polydeadenylated mRNA decreases NOG (Figure 3B, Suppl. Figure 3D), indicating that mRNA degradation, possibly of mRNAs that contain errors, is still a necessary function to secure neurite outgrowth.

### ***Mitochondrial Functions***

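At 4 h, Fig. S4B marks 20 mitochondrial genes as lower and 8 as higher with HU210. Of these, 19 were lower and 8 higher by 1.3-fold with an FDR of 5%. The decreases of the chaperonin genes Hspe1 (ENSMUSG00000073676, chromosome 1 from 55144976 to 55148151) and Hspd1, neighbours whose annotated ends overlap, were -1.49 and -1.33 on the log2 scale, and Hspe1 fell from 158 to 55.6 FPKM. Rhot1 (chromosome 11 from 80022521 to 80081409) had a log2 change of -0.64, which was -0.29 against the mean of the 4 DMSO libraries. Rhot2 (chromosome 17 from 25975784 to 25981796) rose from 7.09 to 16.8 FPKM, a log2 change of 1.14 (adjusted p = 6.8e-04 in the authors' deposited table). The fission gene Mff had a log2 change of -0.83 and Tfam, a gene of mitochondrial transcription, one of -0.82. In oxidative phosphorylation, Ndufb3 and Cox7c rose by 1.10 and 1.01 on the log2 scale, while Cox7b had a log2 change of -0.99. Timm44, of the protein import machinery, had one of 0.70. Tfam (-0.38), Cox7b (-0.34) and Timm44 (0.27) did not pass 1.3-fold against that mean. Lars, at 76.5 FPKM with HU210 and 76.2 with DMSO, had a log2 change of 0.0058 and was not a DEG.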

DEGs obtained after 4h HU210 treatment that are involved in structural mitochondrial organization suggest a shift from Rhot1 to Rhot2 mediated anterograde mitochondrial transport, a shift from mitochondrial fission to mitochondrial fusion, the down-regulation of mitochondrial gene expression, and activity changes in SCPs that are involved in mitochondrial protein import, mitochondrial gene expression and oxidative phosphorylation (Suppl. Figure 4B). Knock down of three mitochondrial genes (Rhot1, Tufm and Mtx1) significantly inhibited NOG, while knock down of another gene (Mfn2) may inhibit NOG (based on a p-value close to significance) (Figure 3B, Suppl. Figure 3D), documenting the importance of the SCPs mitochondrial anterograde transport, fusion, translation and protein import. Mitochondria populate the growing neurite where they increase their length through fusion (74). Our results suggest that mitochondria are first prepared for populating the neurite before the neurite enters its major growth phase, since mitochondrial genes are up-regulated before the up-regulation of genes involved in membrane synthesis and vesicle trafficking (Figures 2D/E/F). This interpretation complements morphological observations showing mitochondria, peroxisomes and Golgi vesicles accumulation at the base of that neurite that becomes the future axon before it enters its major growth phase (28,29).

### Pyrimidine Biosynthesis Pathways

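Dhodh (ENSMUSG00000031730, chromosome 8 from 112115243 to 112132573), of the de novo pathway, had an FPKM of 37.0 with HU210 and 19.1 with DMSO at 4 h, a log2 change of 0.92 (adjusted p = 4.4e-08 in the authors' deposited table). The salvage gene Tymp (ENSMUSG00000022615, chromosome 15 from 89203876 to 89207179) rose from 2.34 to 5.20 FPKM, a log2 change of 0.89 (adjusted p = 0.039 in the authors' deposited table). Nt5c3, whose product removes the phosphate from pyrimidine nucleotides, had a log2 change of -0.65. Dhodh and Nt5c3 changed by 0.35 and -0.29, under the 1.3-fold cutoff, against the mean of the 4 DMSO libraries. Tyms had 95.3 FPKM with HU210 and 78.8 with DMSO, a log2 change of 0.27 that was not past the FDR of 5%.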

Pyrimidine synthesis and salvage was predicted to be up-regulated after 4h HU210 treatment. Pyrimidines are substrates for multiple sub-cellular pathways such as DNA and RNA synthesis and are co-factors during the synthesis of phosphatidylethanolamine (PE), phosphatidylcholine (PC) and complex gangliosides (Suppl. Figure 4C) (30). The up-regulation of pyrimidine synthesis and salvage could therefore support increased gene expression by delivering the building blocks for mRNA synthesis. Additionally, an increased pool of the pyrimidine nucleoside triphosphates CTP and UTP could support membrane lipid and ganglioside synthesis, SCPs that are up-regulated after 6h HU210 treatment (Suppl. Figure 4D). CTP is a co-factor for neuronal phosphatidylethanolamine and -choline synthesis via the Kennedy pathway (37) and uridine induces intracellular CTP increase and neurite outgrowth (75). UTP and CTP are co-factors for ganglioside synthesis (76). Though pyrimidine de novo synthesis was also up-regulated, we could only document the dependence of NOG on pyrimidine salvage, but not on pyrimidine de-novo synthesis (Figure 3B, Suppl. Figure 3D). Knock down of thymidine phosphorylase (Tymp), an enzyme of the salvage pathway, decreased NOG. In contrast, knock down of the enzyme carbamoyl-phosphate synthetase 2, aspartate transcarbamylase, and dihydroorotase (Cad) that is involved in pyrimidine de-novo synthesis showed no effect. Knock down of dihydroorotate dehydrogenase (Dhodh), the second tested enzyme of the de-novo synthesis pathway, even increased NOG. These results are in agreement with a mechanism that favors pyrimidine recycling. De novo synthesis of pyrimidines is associated with high energy cost, so pyrimidine recycling is favored to maintain a sufficient pool for pyrimidine dependent pathways (37). The source for recycled substrates might either be pyrimidine metabolites that were generated in the same cell (e.g. after DNA/RNA degradation) or metabolites that were produced by astrocytes, since we used astrocyte conditioned media, to generate an environment that resembles the in-vivo situation in the CNS.

### Lipid Biosynthesis Pathways

The distribution of up- and down-regulated genes within membrane lipid synthesis pathways suggests an increase in the synthesis of C18 ceramide and complex gangliosides (Suppl. Figure 4D) and a shift in phospholipid synthesis from phosphatidylcholine (PC) to phosphatidylethanolamine (PE) and phosphatidylserine (PS). 

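At 6 h, Cers1 (ENSMUSG00000087408, chromosome 8 from 72839686 to 72855486), the gene of a ceramide synthase, rose from 3.13 to 6.10 FPKM, a log2 change of 0.78 (adjusted p = 1.6e-09 in the authors' deposited table). Etnk1, the ethanolamine kinase gene, and Ptdss1, the gene of phosphatidylserine synthase 1, had log2 changes of 0.45 and 0.39, and Sgpp1 one of 0.45. These 3 changes, taken against the mean of the 4 DMSO libraries, were 0.23, 0.059 and 0.36 and did not pass 1.3-fold, and that of Etnk1 was 0.36, also under it, with the trend on GC content and length removed. The choline kinase gene Chka (chromosome 19 from 3851773 to 3894369) had an FPKM of 7.21 with HU210 and 12.8 with DMSO, a log2 change of -0.75, whereas Chkb, with 15.0 and 14.9 FPKM, changed by 0.0074. Stard7, of phosphatidylcholine transport, had a log2 change of -0.79 at 4 h. As lists, the 7 genes of the ethanolamine arm of the Kennedy pathway and of phosphatidylserine had a median of 0.069 at 6 h, at percentile 52.5 of the random lists, and the 6 genes of the choline arm one of 0.011, at percentile 25.4. The latter was -0.18, at percentile 0.03, against the mean of the 4 DMSO libraries, -0.0049, at percentile 22.4, with the trend on GC content and length removed, and -0.053, at percentile 23.5, after each pair of libraries was centred on its median ratio, which shifts all genes alike.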

Genes involved in lipid synthesis pathways are up-regulated along with genes involved in vesicle transport, suggesting the functional coupling of pathways for membrane synthesis and delivery of these membranes to the growth cone.

Complex gangliosides contribute 10 to 20% of lipids in neuronal membranes (34) and are synthesized using ceramide as a substrate (77). They are primarily localized in the outer leaflet of the plasma membrane (35), suggesting that ceramide and ganglioside synthesis are up-regulated to generate the building blocks of the outer leaflet of the growing neurite. In agreement with these observations, we find that knock down of genes that are involved in ganglioside synthesis, either

as an enzyme (Ugcg) (78) or as a lipid transport protein (Plekha8) that directs glycosylceramide from the cis-Golgi to the synthesis site of complex gangliosides at the trans-Golgi (40-42), inhibit neurite outgrowth (Figure 3B, Suppl. Figure 3D). In contrast, the knock down of Col4a3bp, a lipid transport protein that directs glycosylceramide to sphingomyelin synthesis sites at the Golgi (41,79,80) did not influence NOG (Figure 3B, Suppl. Figure 3D). Our results are in agreement with experimental data suggesting neuronal sphingomyelin synthesis at a non-Golgi location (81,82).

PE and PS mainly localize to the inner leaflet of the plasma membrane (83), suggesting that the up-regulation of enzymes involved in PE and PS synthesis via the Kennedy pathway increases the production of the building blocks of the inner leaflet of the growing neurite. PC, the most abundant phospholipid in cell membranes, is largely localized at the ER (84) and serves as a storage reservoir for choline that is used for synthesis of the neurotransmitter acetylcholine (85,86). The two different arms of the Kennedy pathway that synthesize PE (that can be converted into PS) and PC both utilize diacylglycerol (DAG) as a substrate and the pyrimidine nucleoside triphosphate CTP as a co-factor (37). The predicted down-regulation of PC synthesis might further favor the production of PE and PS by increasing the availability of both molecules for PE synthesis. Knock down of Pcyt2, an enzyme involved in PE synthesis via the Kennedy pathway, may decrease NOG, since we could document reductions of NOG in three independent experiments, though the p-value was above our two significant cutoffs (0.125) due to large experimental variations (Figure 3B, Suppl. Figure 3D). Similarly, the knock down of Pcyt1a, an enzyme involved in PC synthesis via the Kennedy pathway, may also decrease NOG (p-value: 0.069). Although our DEGs suggest a shift from PC to PE and PS synthesis to increase neurite membrane production, NOG may still depend on a sufficient supply of PC as the most abundant phospholipid in cell membranes (60).

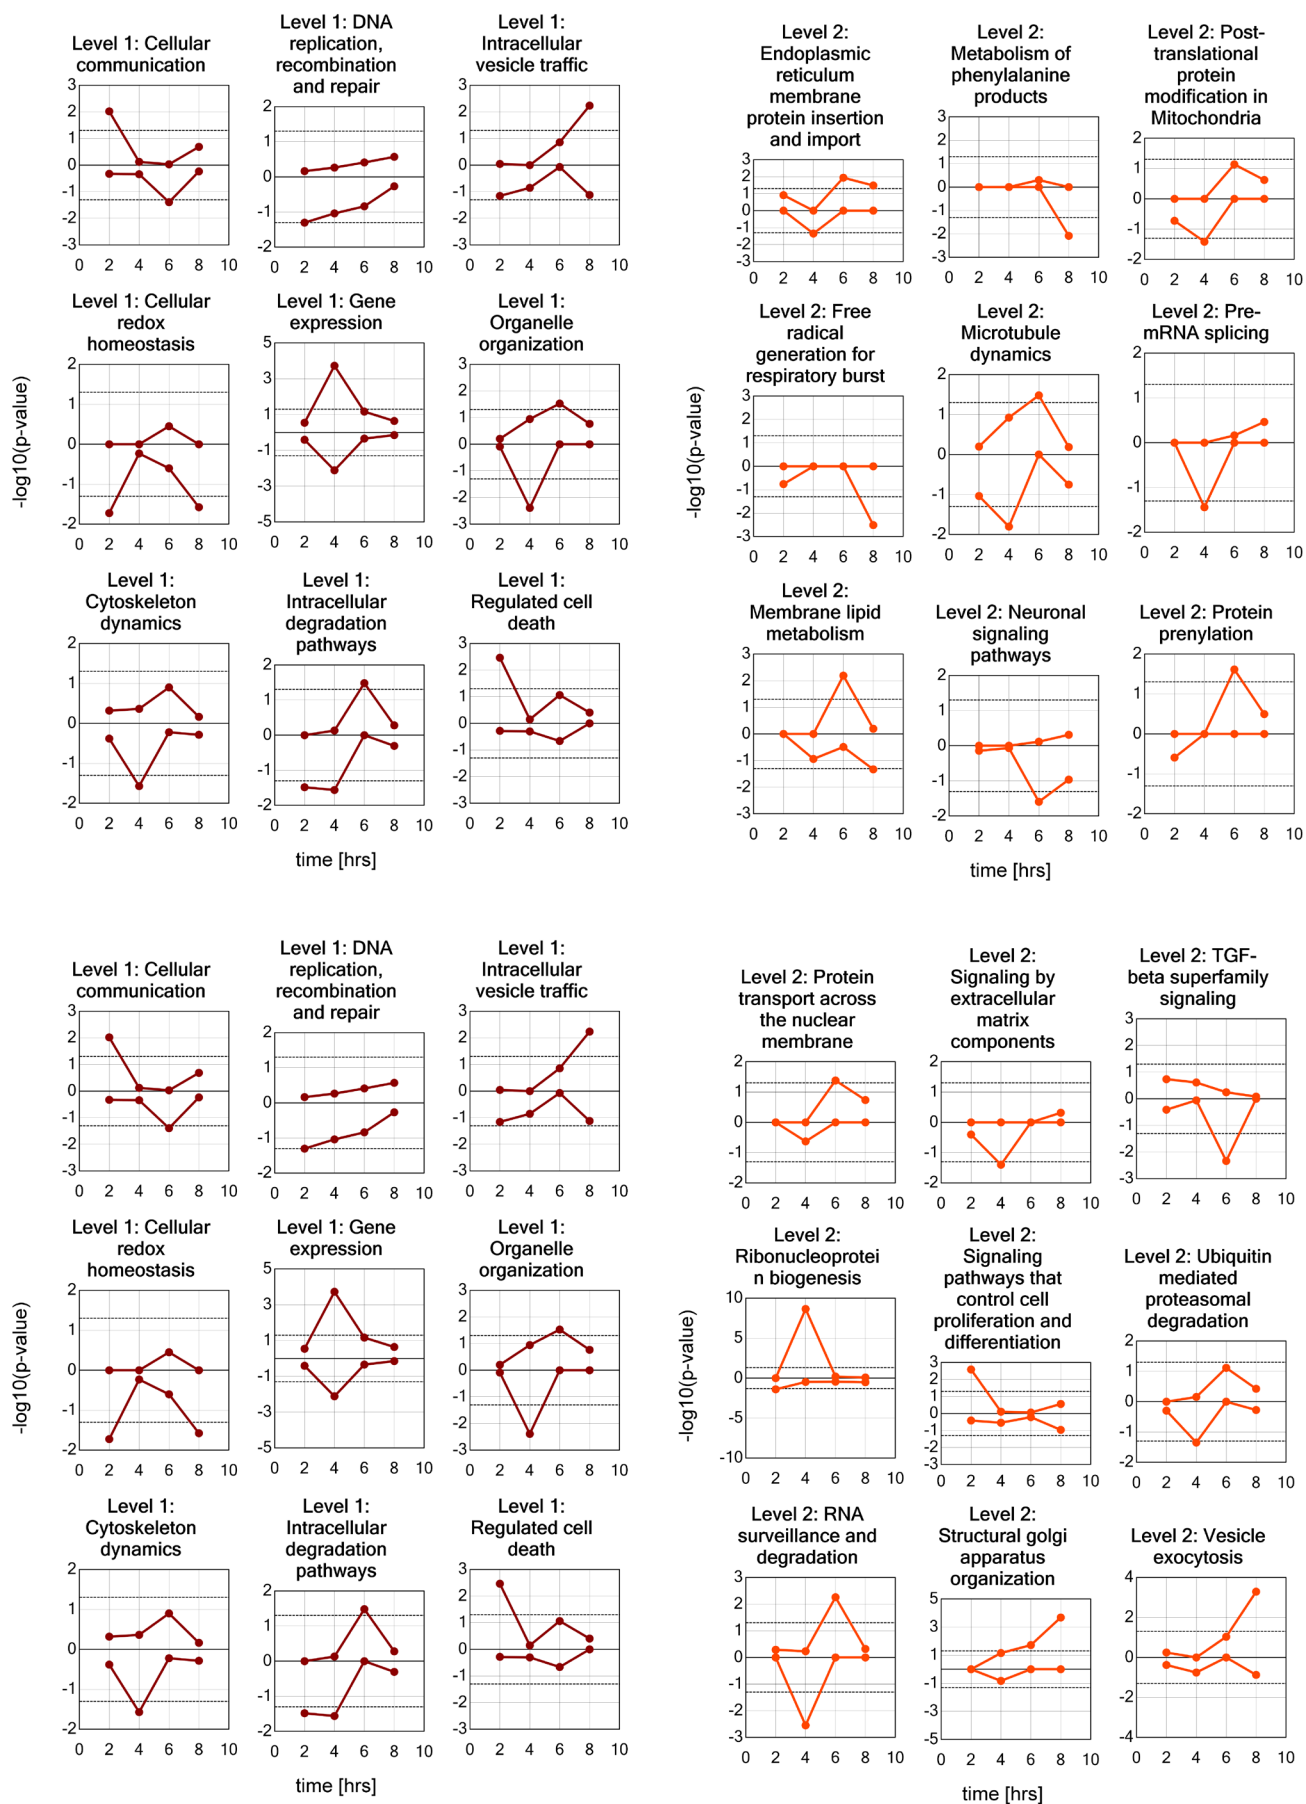

**Suppl. Figure 1**

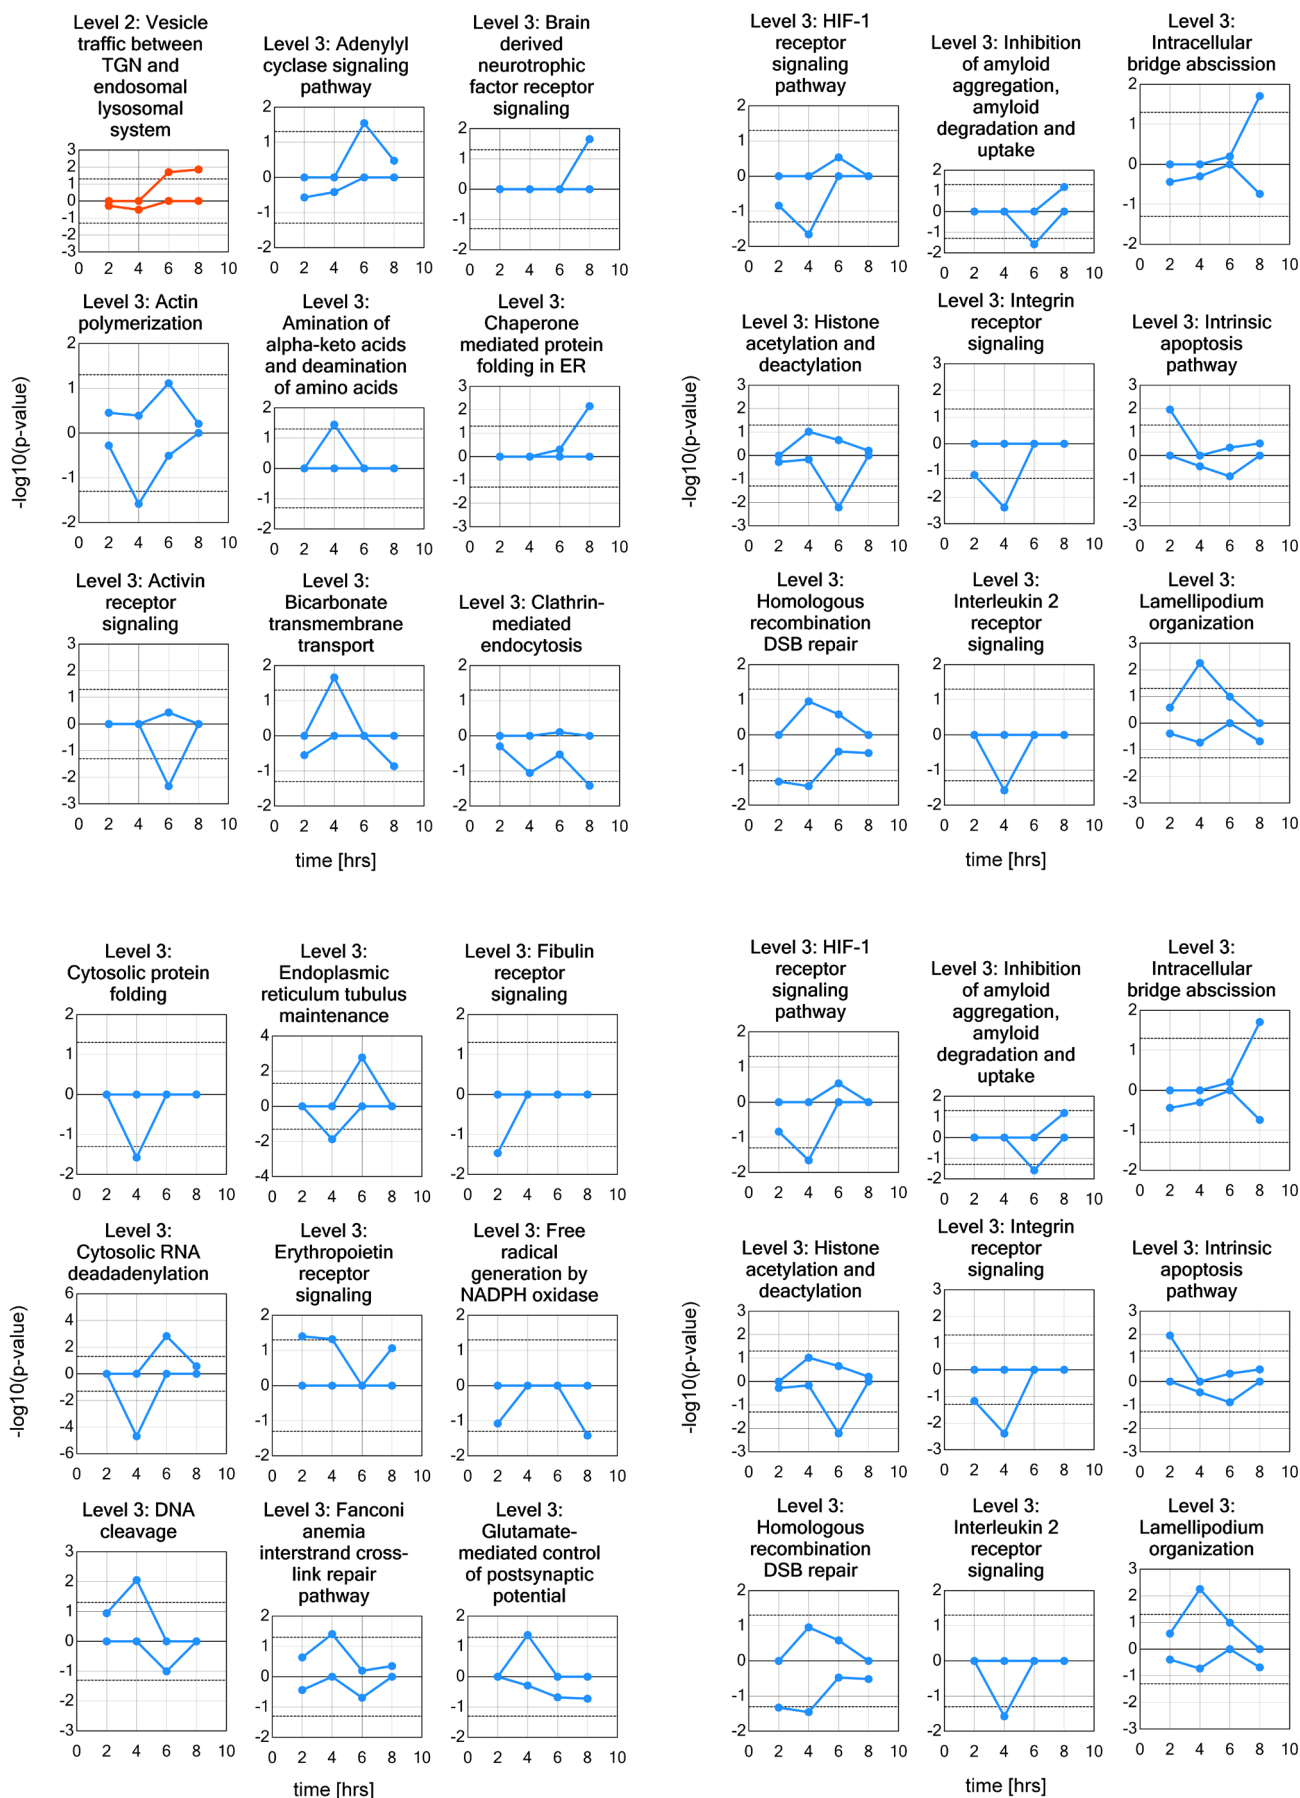

**Suppl. Figure 1**

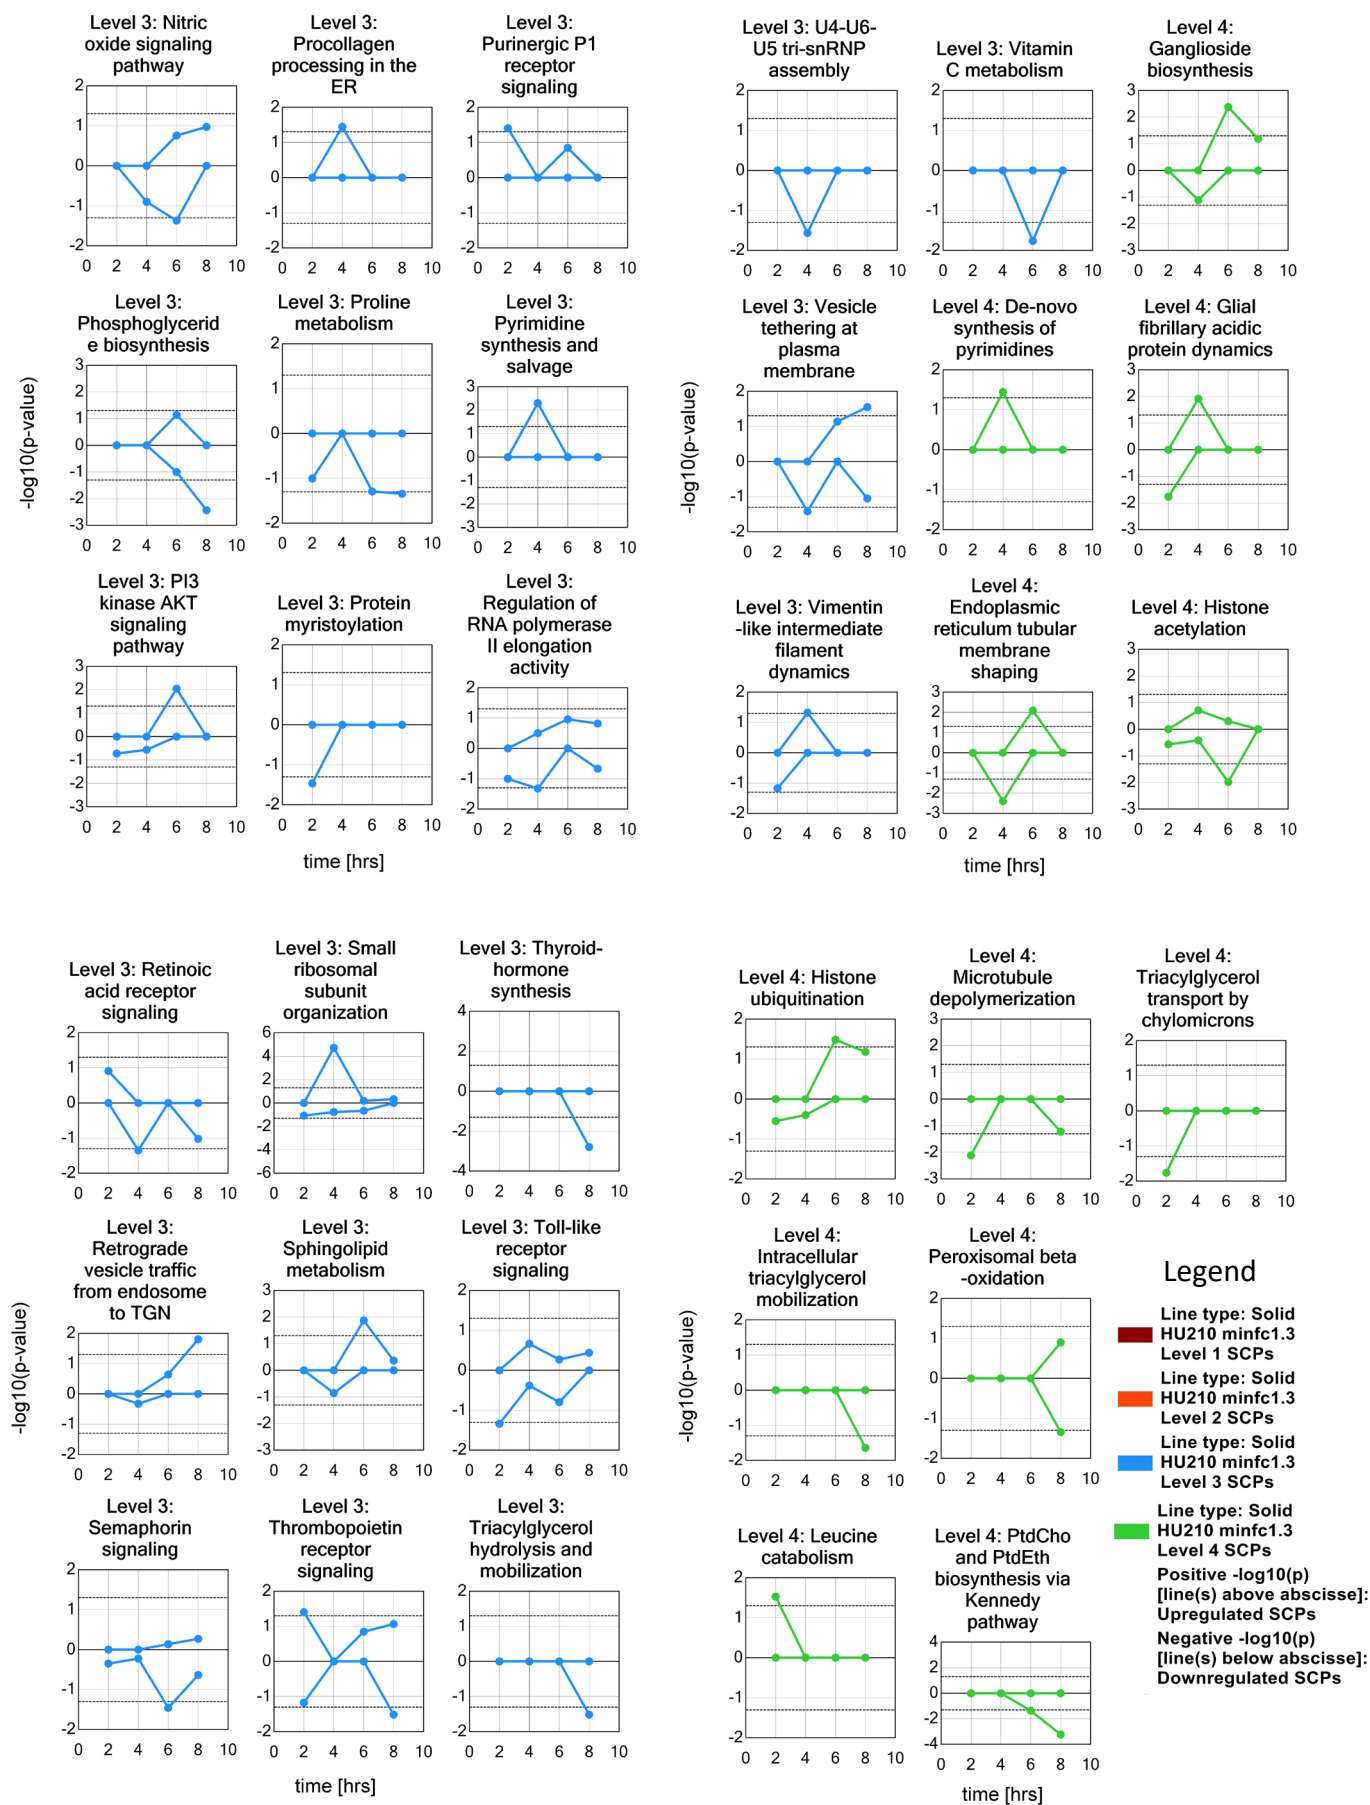

**Suppl. Figure 1**

**Suppl. figure 1: Time courses of all SCPs predicted based on standard enrichment analysis.**  
For details see figure 2E.

A

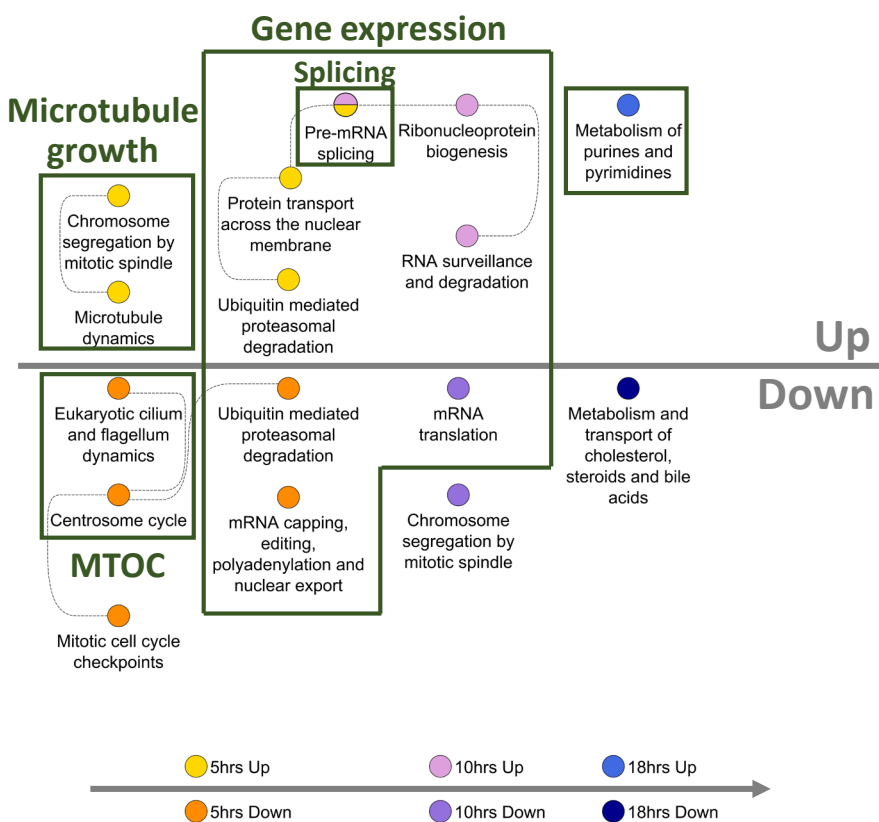

B

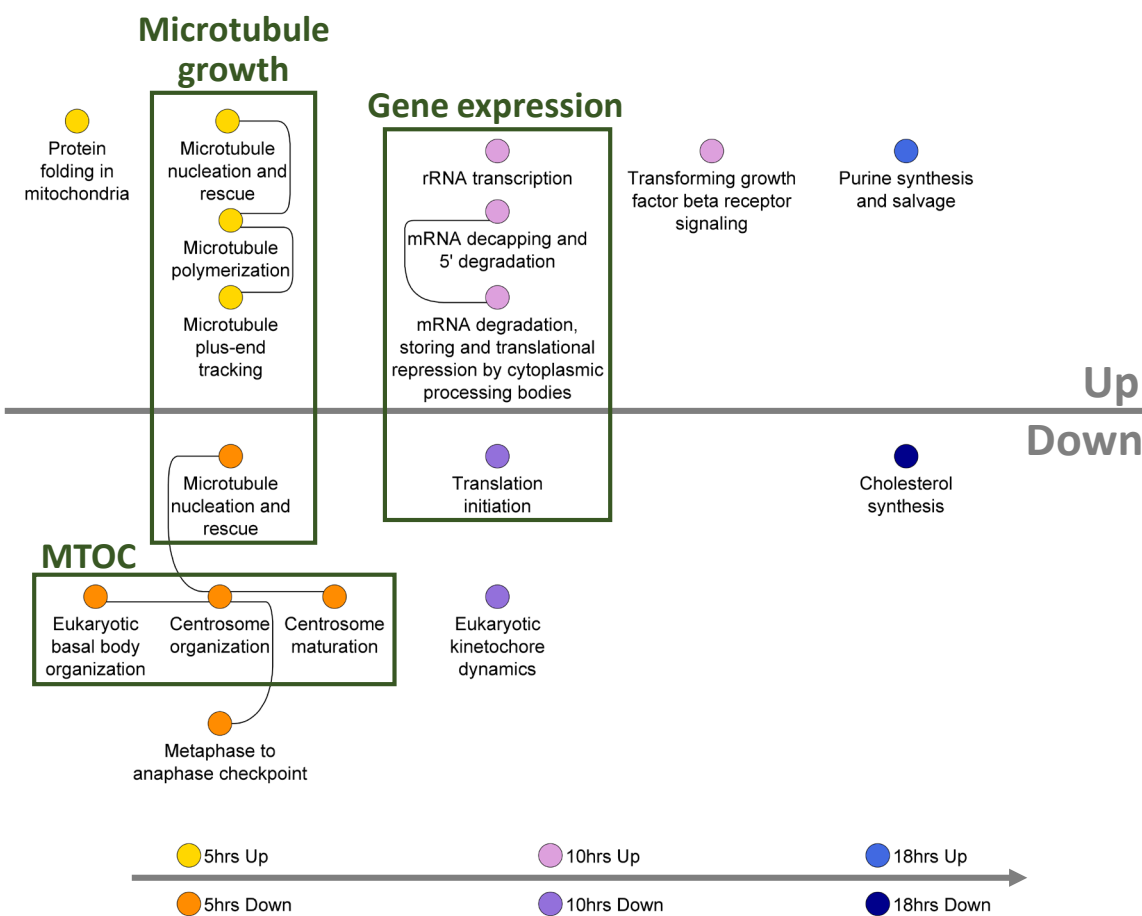

Suppl. Figure 2

C

HU210 proteomics - 5 hrs - Up

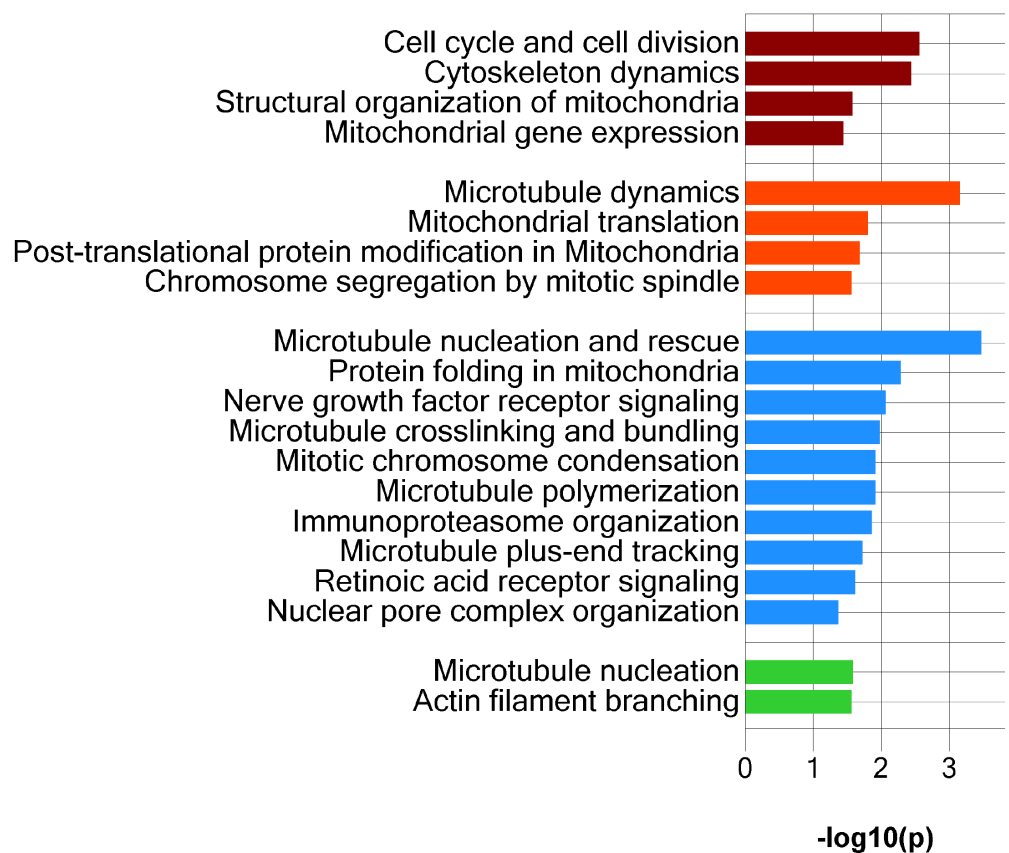

HU210 proteomics - 5 hrs - Down

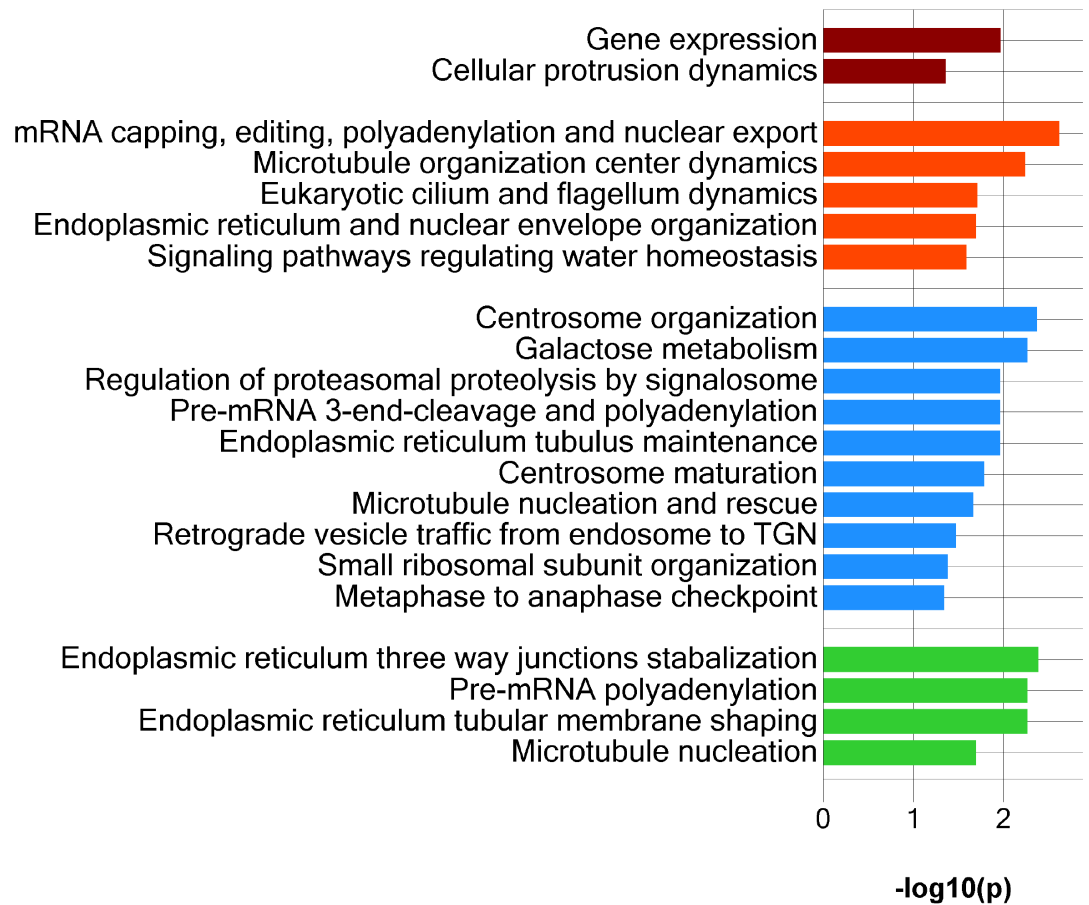

Suppl. Figure 2

D

HU210 proteomics - 10 hrs - Up

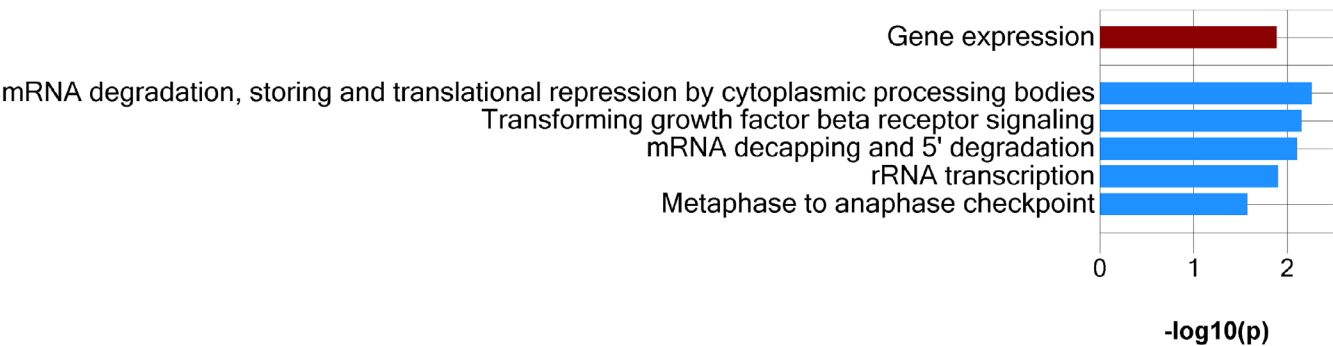

HU210 proteomics - 10 hrs - Down

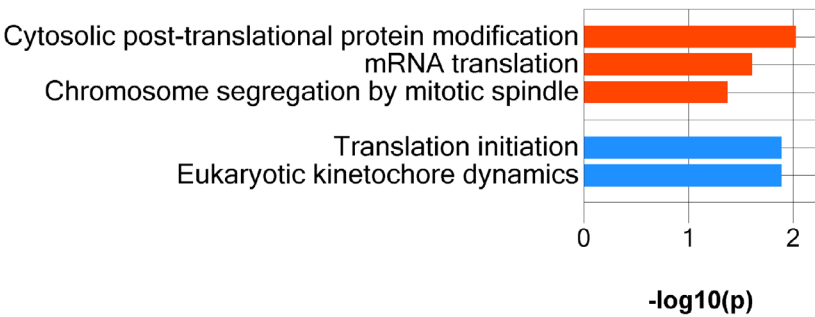

E

HU210 proteomics - 18 hrs - Up

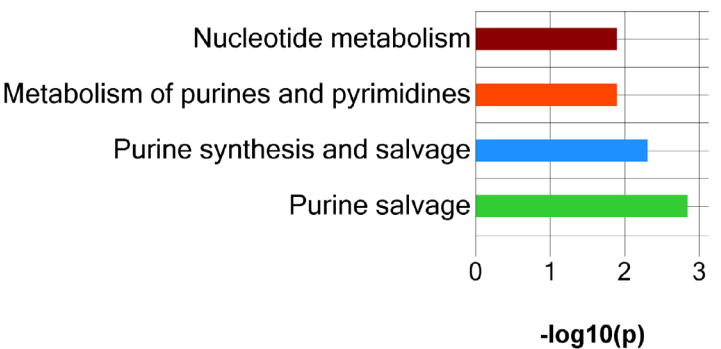

HU210 proteomics - 18 hrs - Down

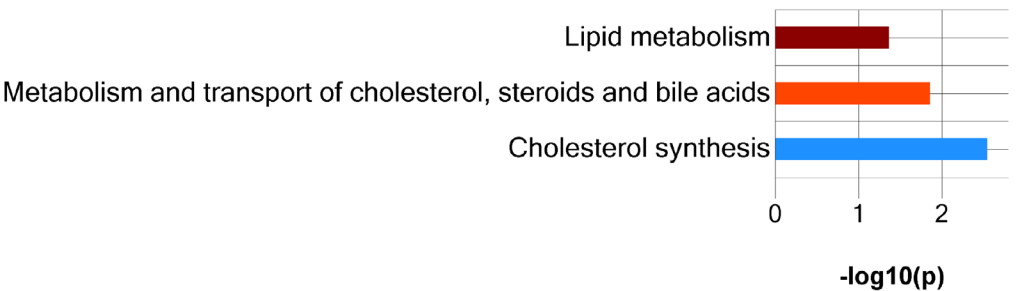

**Suppl. figure 2: Enrichment analysis of differentially expressed proteins identified by discovery proteomics.** Up- and downregulated proteins of each timepoint were subjected to dynamic enrichment analysis using MBO (A) level-2 and (B) level-3 SCPs. Bar diagrams show  $-\log_{10}$  P-values of the top level-1 (dark red), -2 (red), -3 (blue) and -4 (green) SCPs identified by standard enrichment analyses of up and down regulated DEPs after 5h (C), 12h (D) and 18h (E) HU210 treatment.

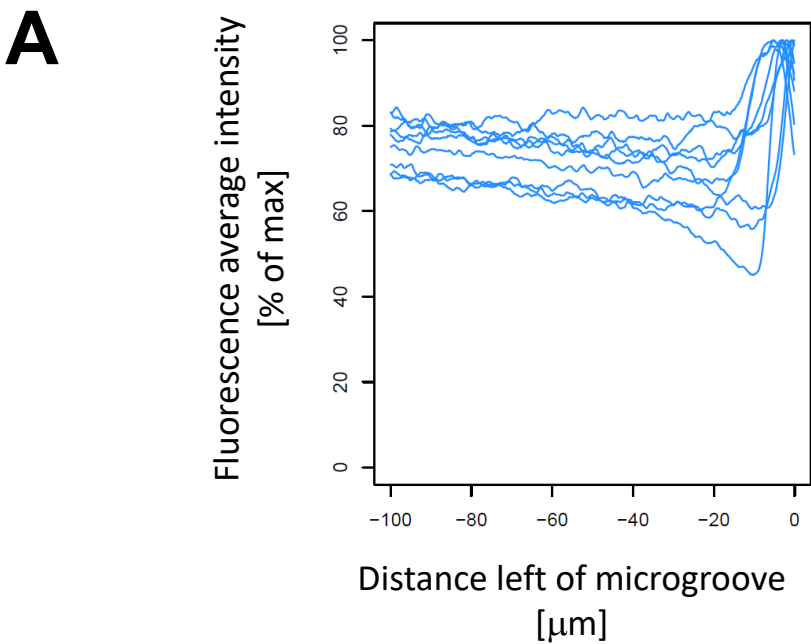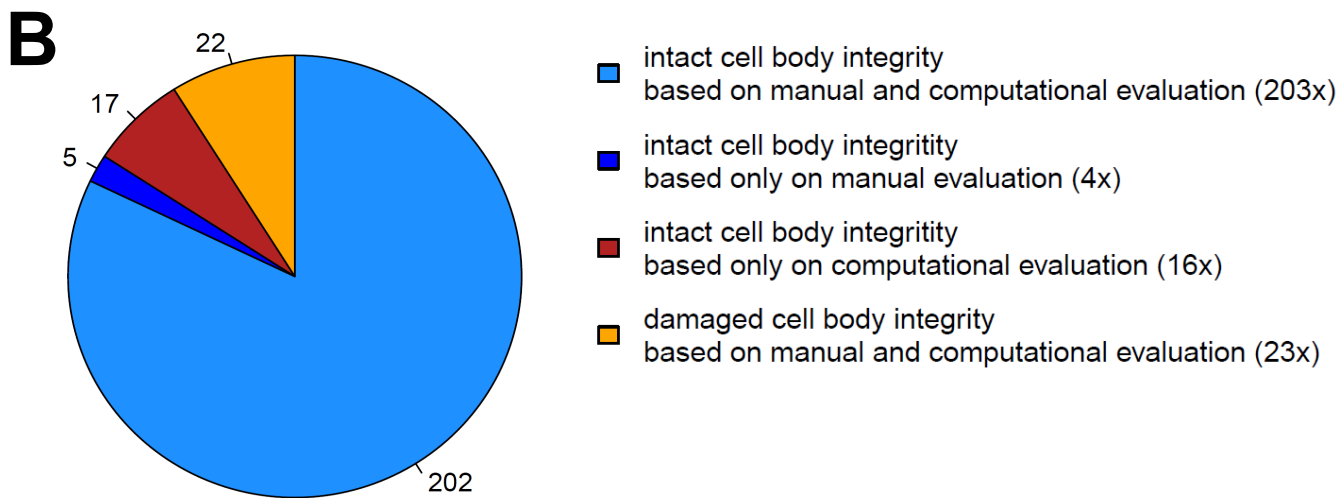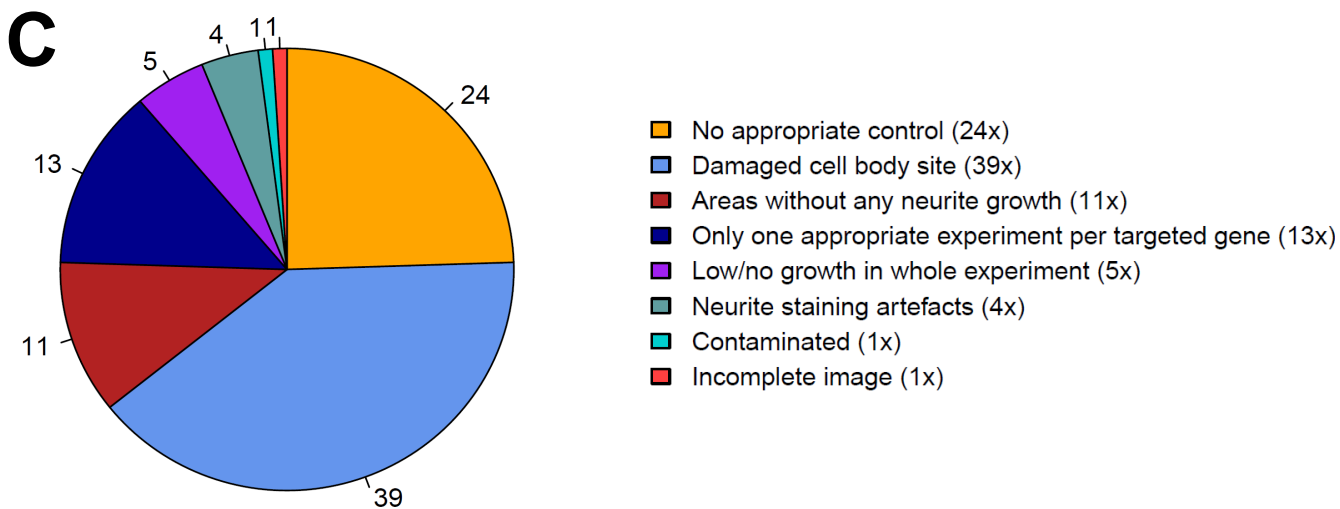

**D**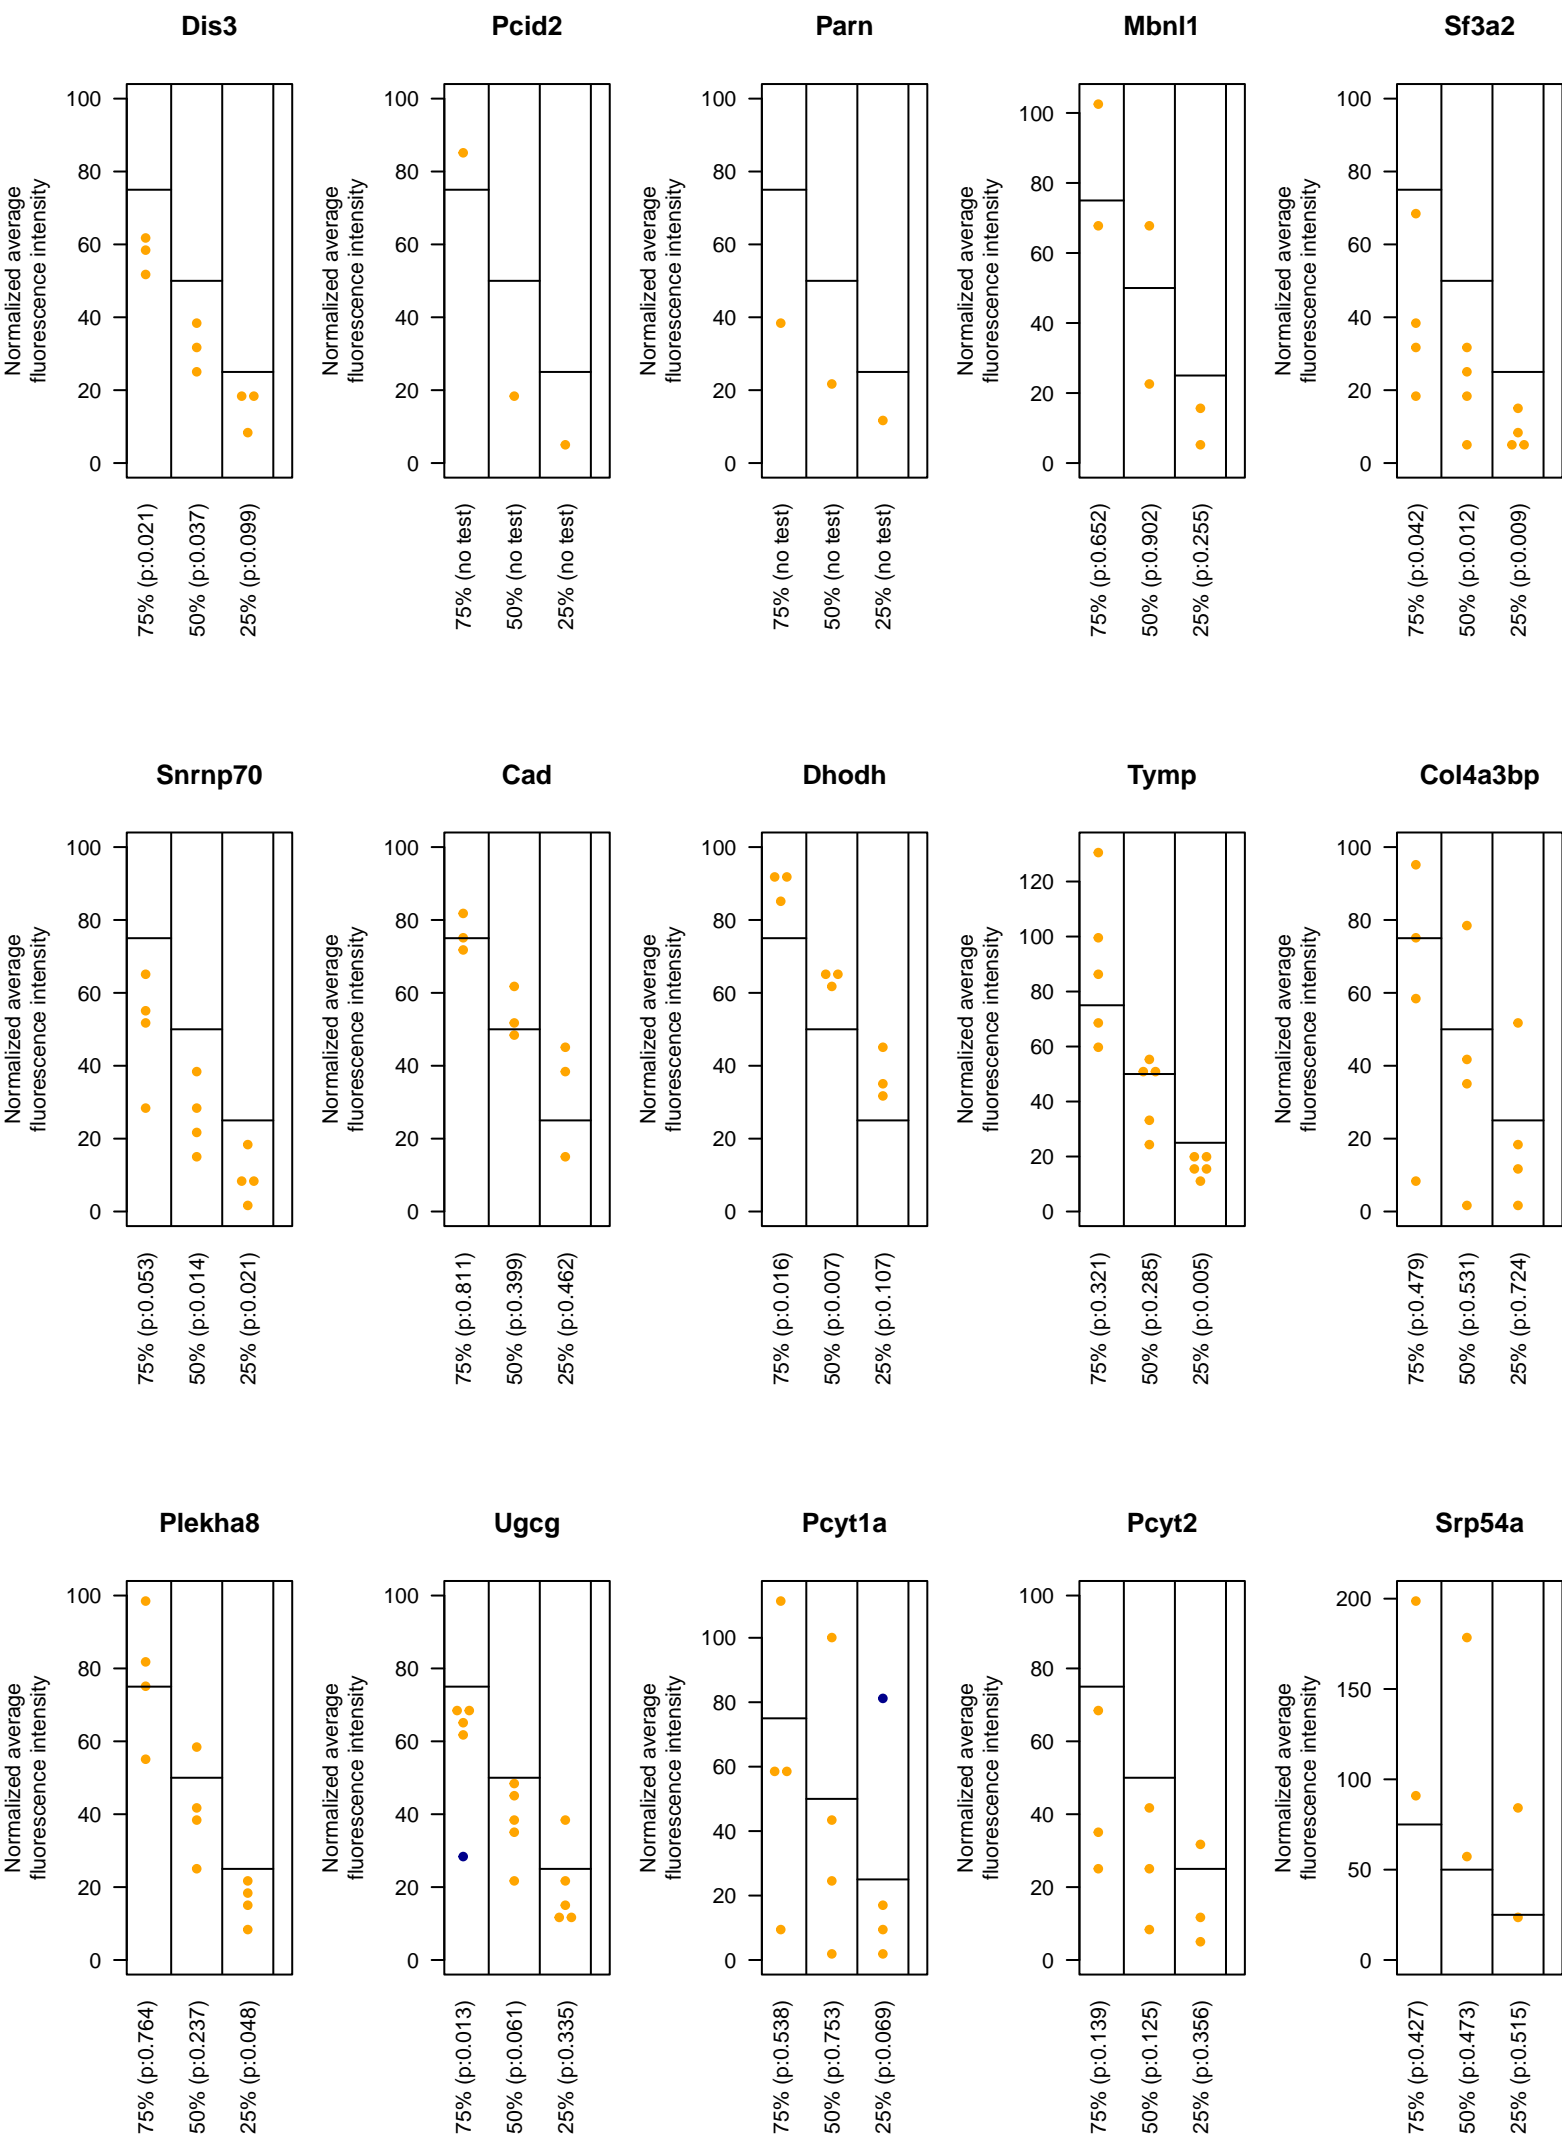

D

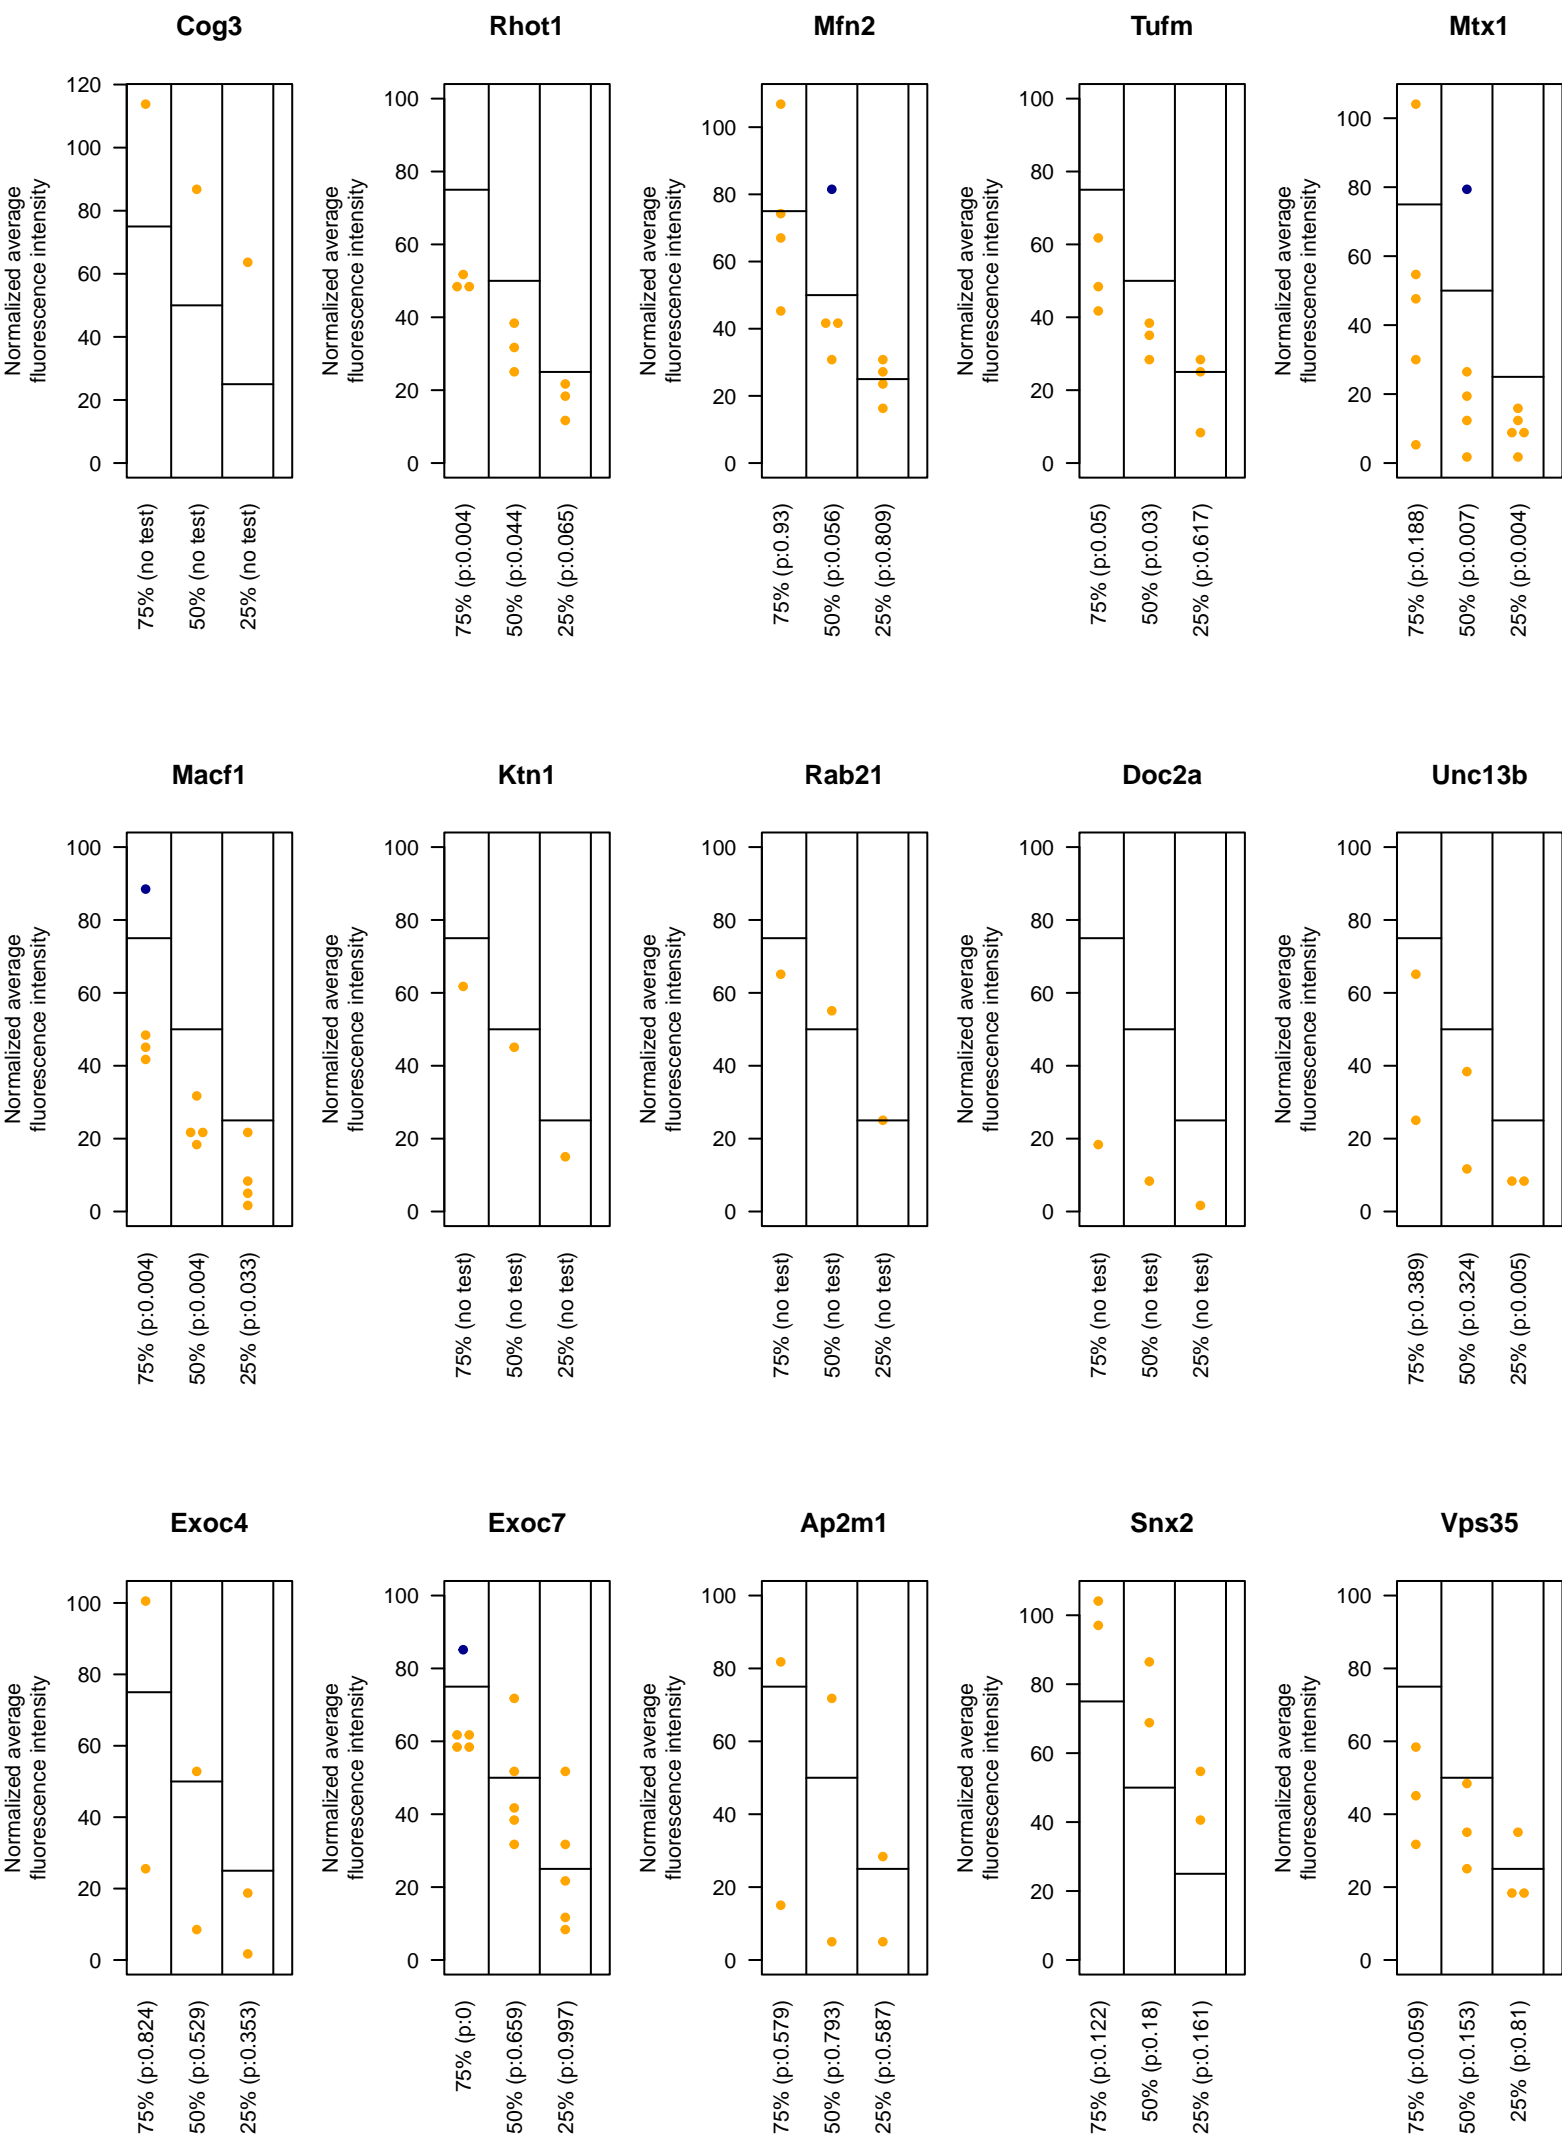

**D**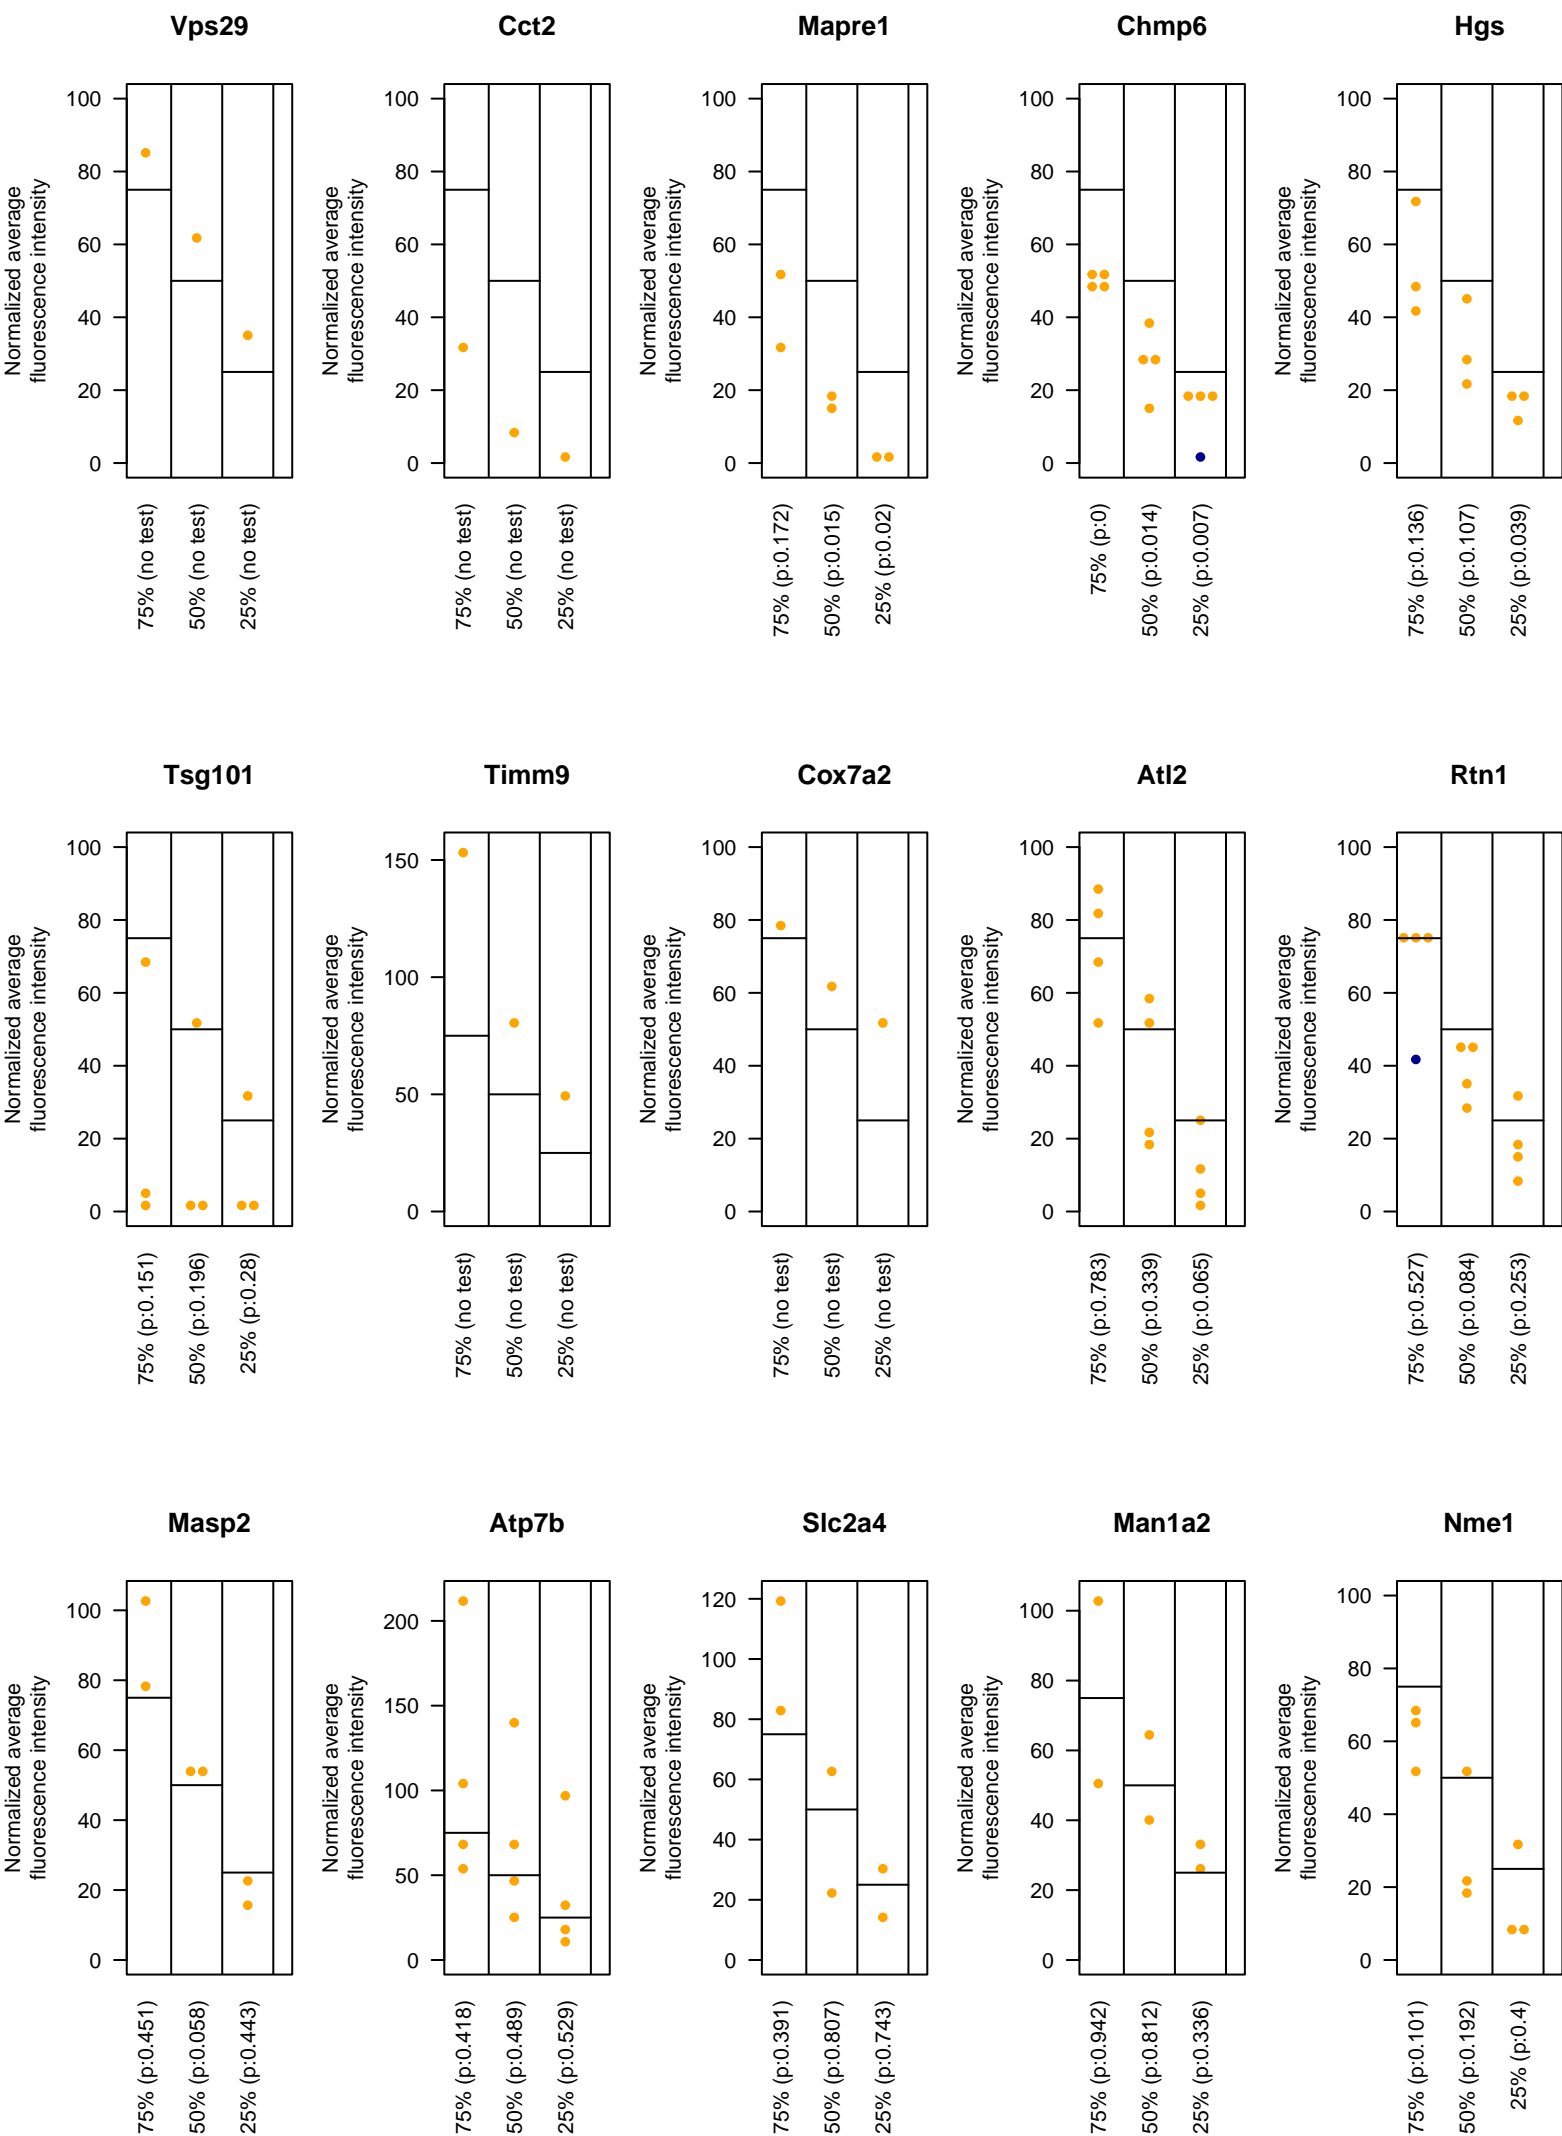

D

Nup88

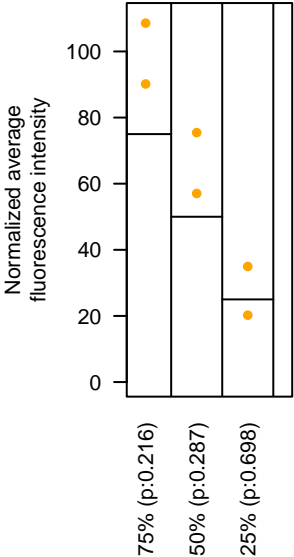

Xpo1

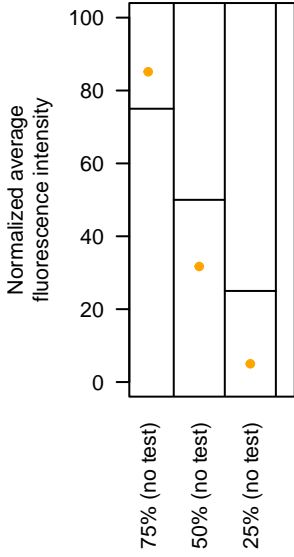

**Suppl. figure 3: Quality control and analysis of neurite outgrowth assays. (A)** During plating cells will occupy every space available within the cell body site of the chamber including those right in front of the microgroove. Microscopic analysis will document uniform tubulin staining and an intense line of tubulin staining right in front of the microgroove wall (see Figure 3A). In a few cases the cell body site was damaged during the axotomy, resulting in a removal of cells in front of the microgroove. Consequently, the staining will be less uniform and the intense line of tubulin staining will appear at an increased distance from the microgroove wall. To identify samples where the cell body side has been damaged during axotomy, we quantified fluorescence intensities on the cell body site and calculated the average intensity at each distance up to 100  $\mu\text{m}$  left of the microgroove wall. All average intensities for one outgrowth chamber were normalized towards the highest intensity. Intact cell body sites show a fluorescence intensity peak right in front of the microgroove wall as shown for one typical experiment (each blue line represents one targeted or scramble siRNA treated sample). This peak corresponds to the intense line of tubulin staining. If the cell body site was damaged during axotomy, this peak will be farer away from the microgroove wall. Our algorithm was searching for the highest peak within the first 50  $\mu\text{m}$  left to the microgroove wall (i.e. within a distance that corresponds to 1/3 of the microgroove wall width of 150  $\mu\text{m}$ ). If the normalized intensity of that peak was at least 85%, our algorithm labeled the cell body site as intact and as non-intact otherwise. **(B)** Computational predictions of cell body integrities were manually verified. In 20 out of 246 manually assigned cell body integrity differed from the computationally predicted ones. In these cases we continued with the manual quantifications. **(C)** Any samples with a damaged cell body site as well as any experiments that did not contain controls with intact cell body sites were removed from any further analysis. Manual investigation also identified further exclusion criteria that lead to the removal of additional samples from the analysis. **(D)** SiRNA knock down results were analyzed as described at figure 3. Orange and blue dots show the normalized outgrowth intensity obtained for the indicated gene in one experiment at the distance that showed indicated control intensity (75%, 50%, 25%). Blue dots are outliers that were identified using Dixon's Q-Test and removed before p-value calculation using one-sample two-tailed ttest. Horizontal lines show reference control intensities. P-value results for all siRNAs with at least two replicates are summarized in figure 3B.

A

Cytosolic mRNA degradation

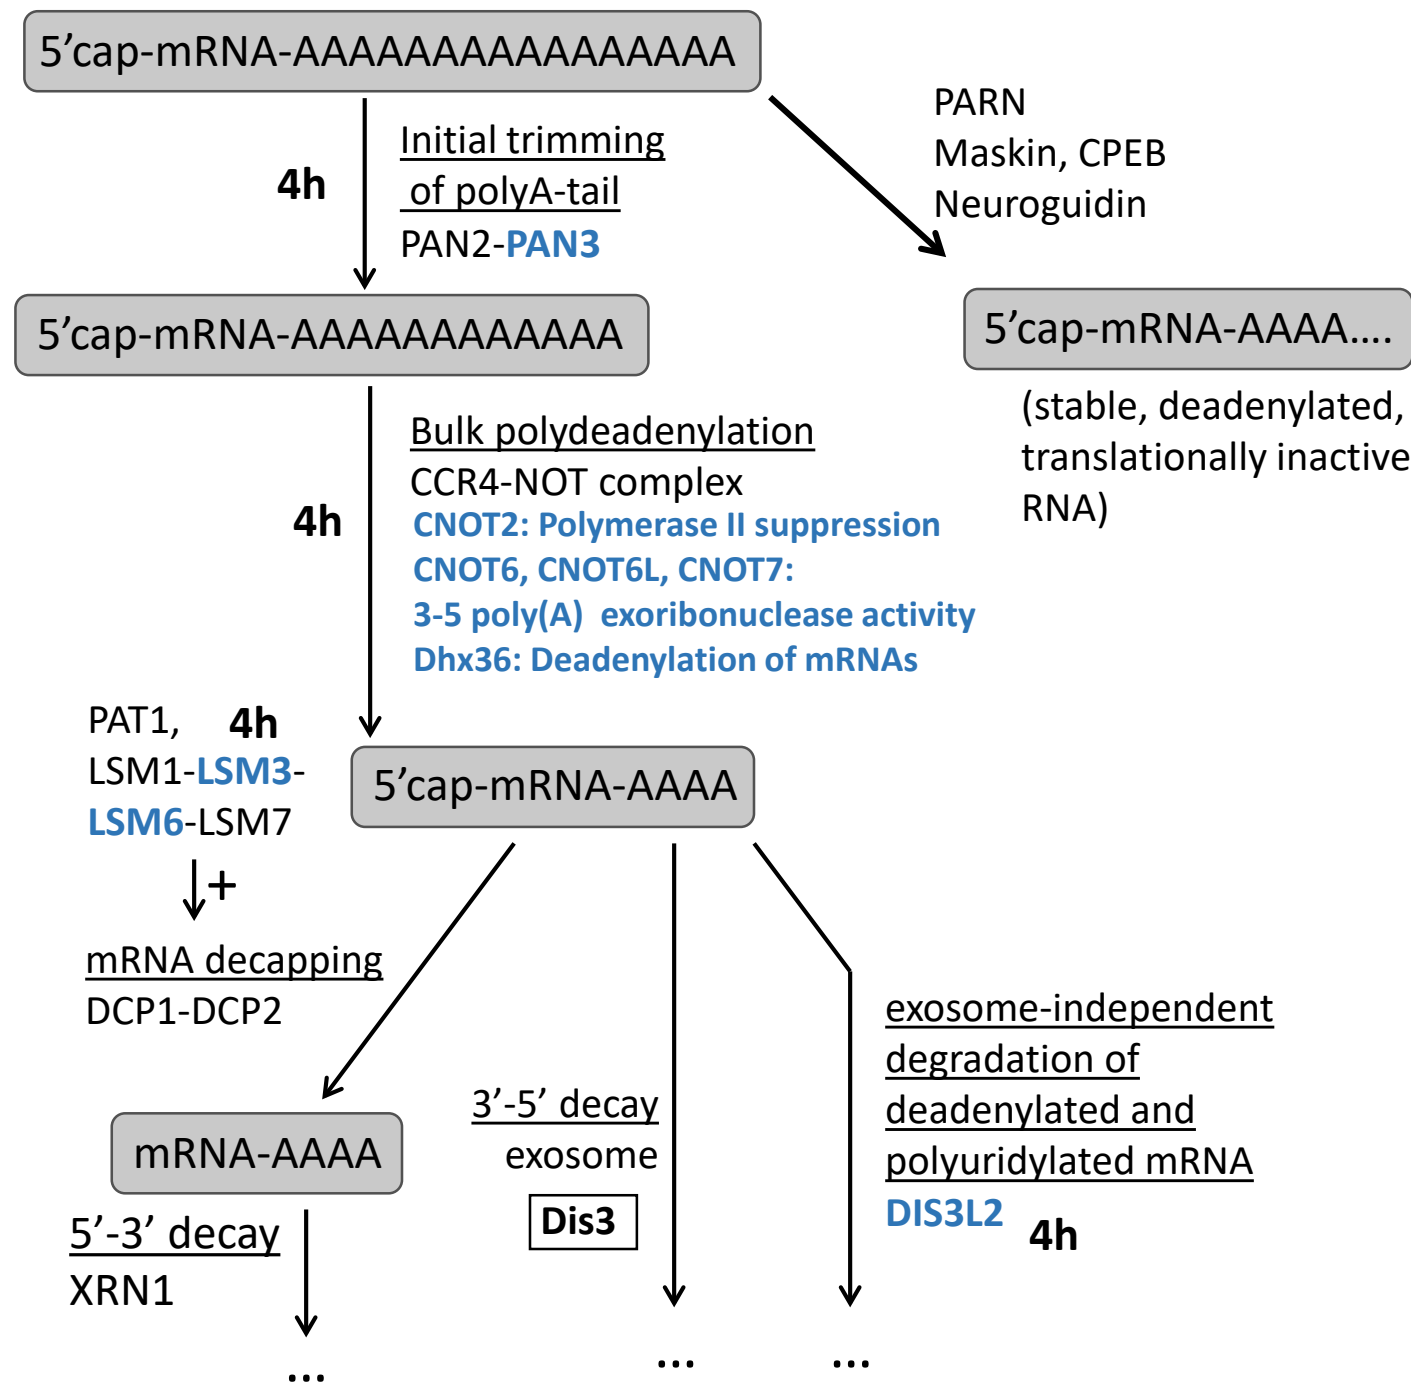

Down-regulated

Suppl. Figure 4

**B**

**Structural organization of mitochondria**

**4h**

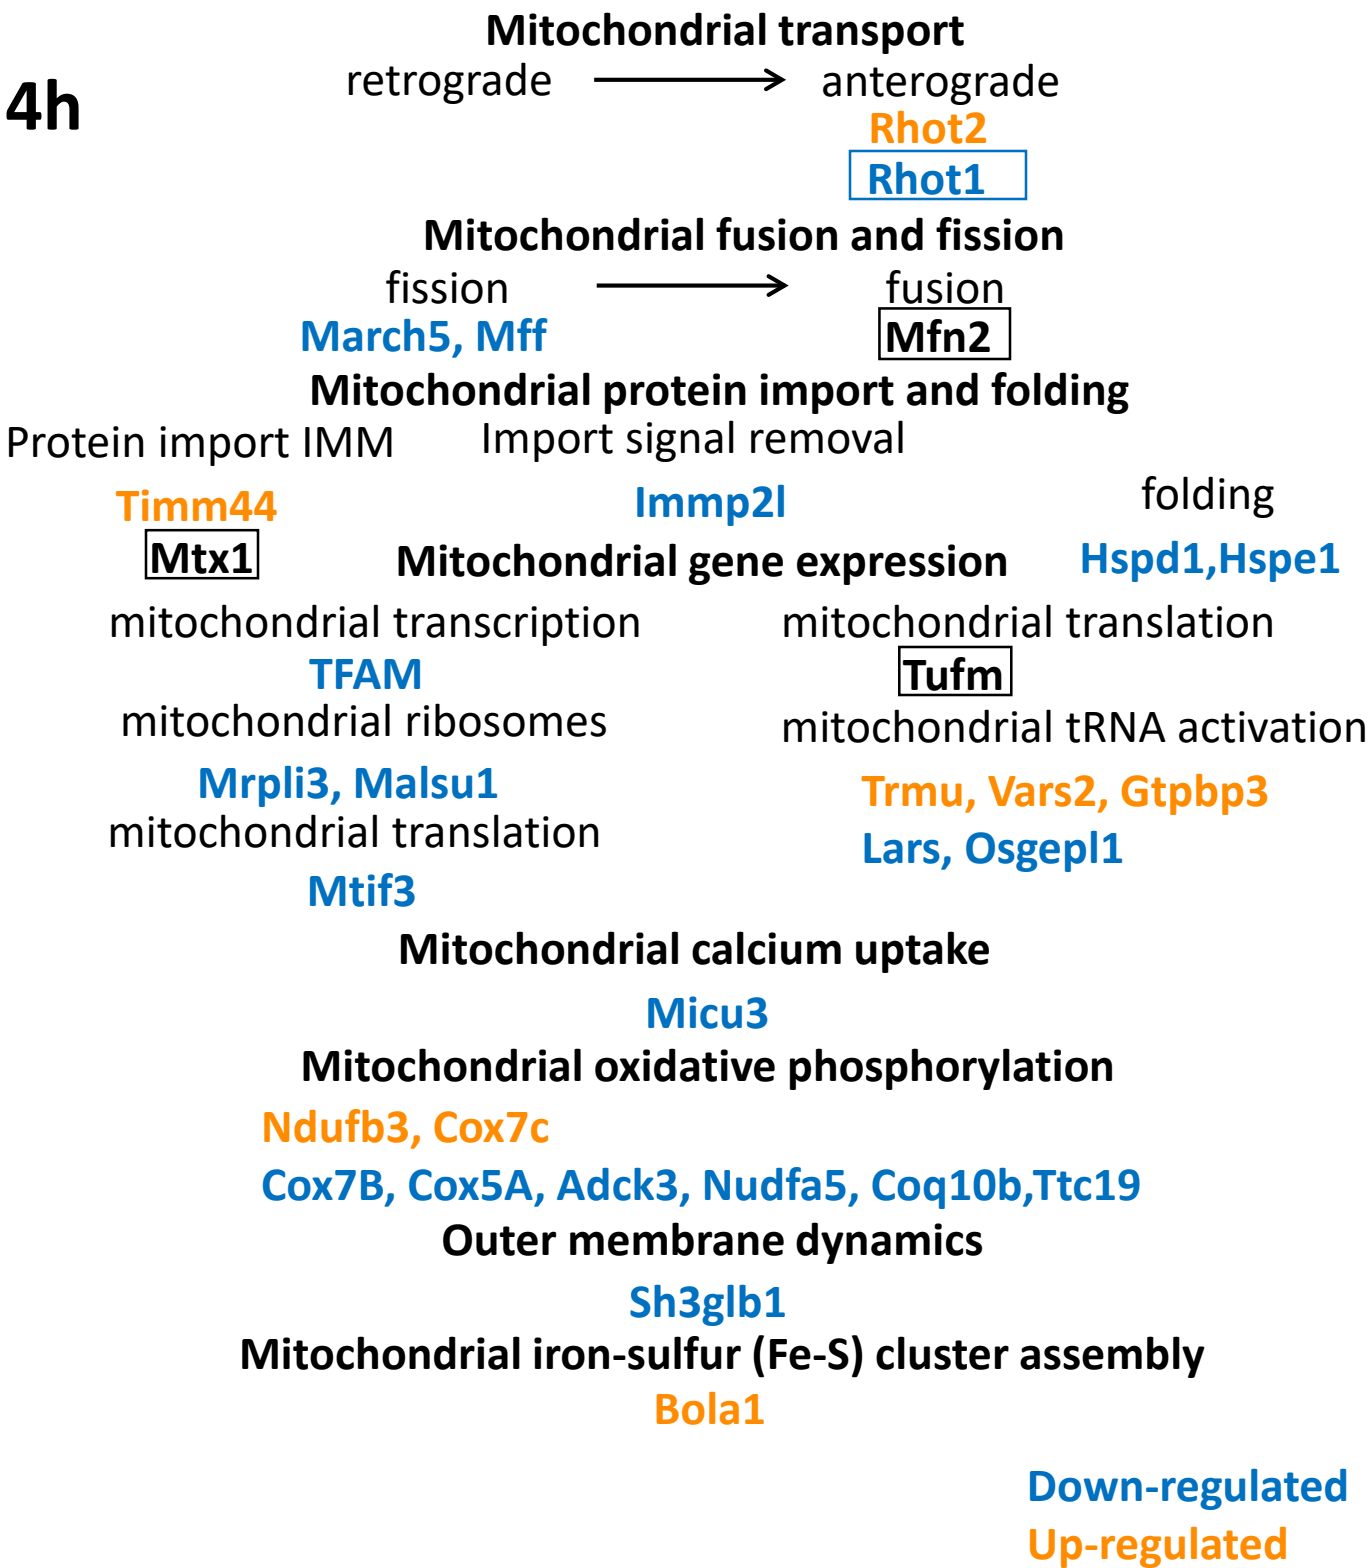

C

# Pyrimidine metabolism

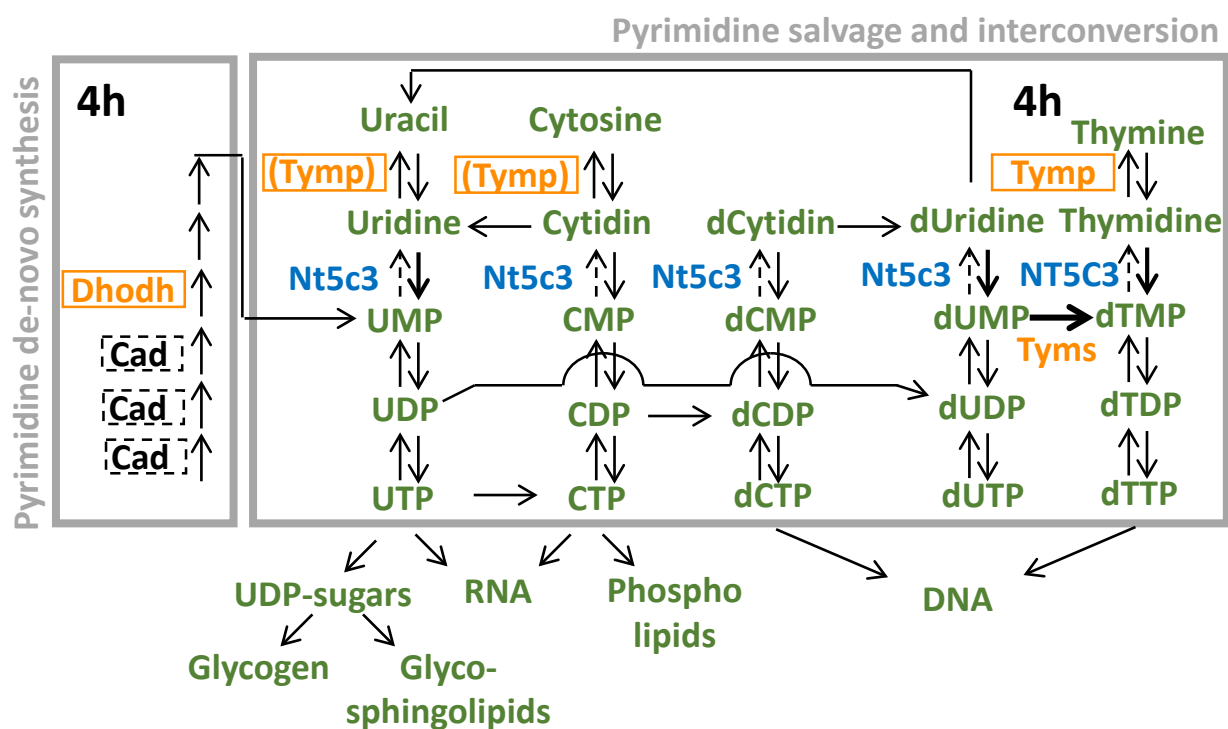

## Suppl. Figure 4

D

## Membrane lipid metabolism

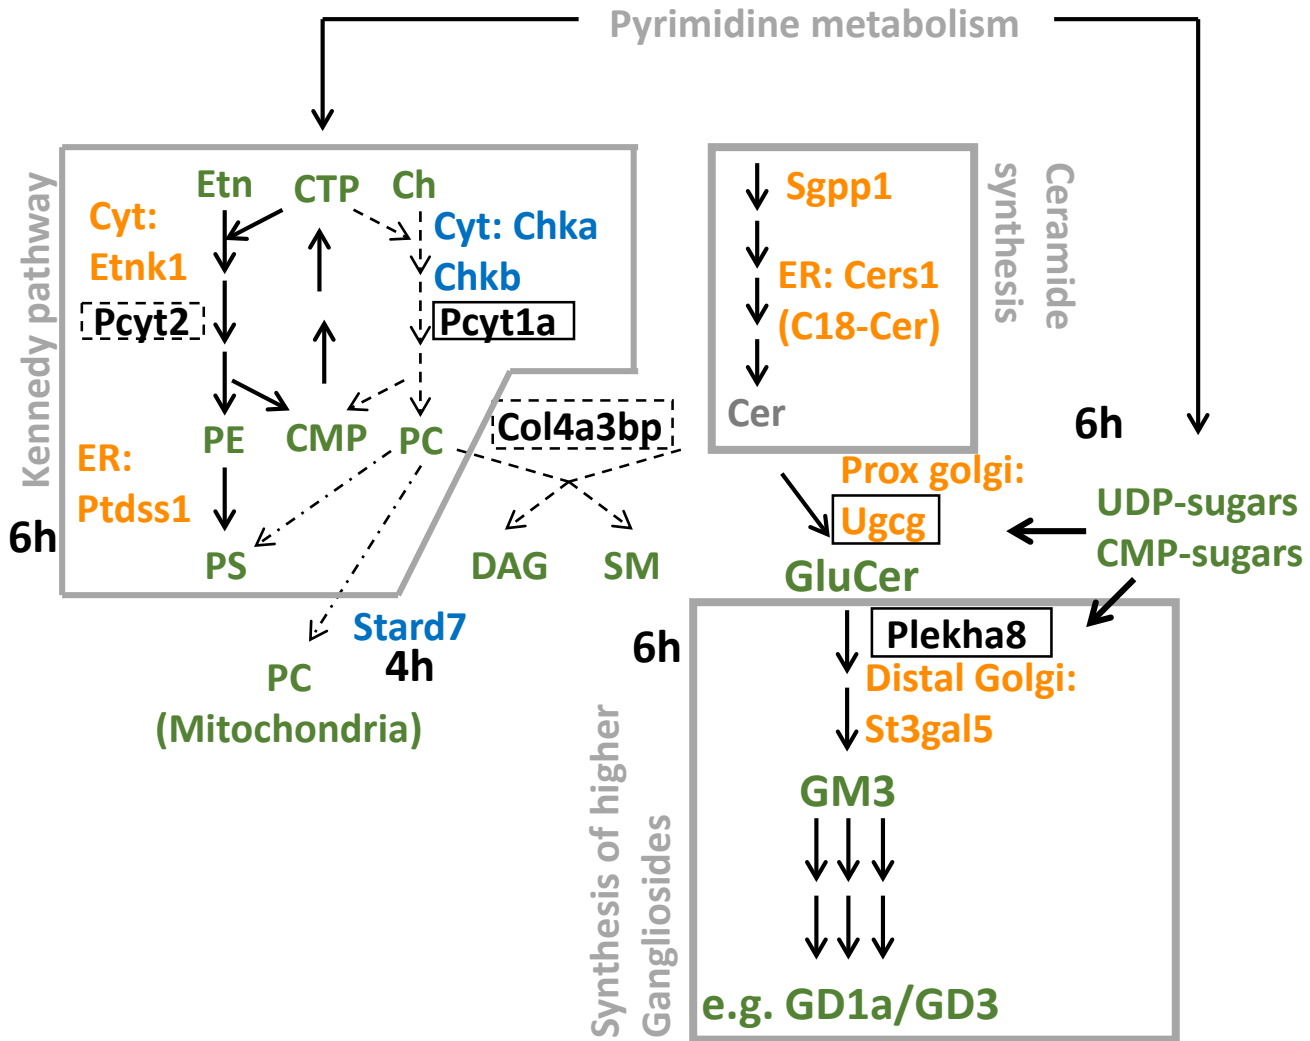

E

Vesicle transport between TGN and growth cone

SCPs involved in anterograde vesicle movement  
from the TGN to the growth cone

Golgi vesicle transport:

6h: Ap1a1, Ap1s2, Ap3s1,  
Gga3, Tmed2, Rab10,  
Sgsm2, Bcap29, Rab6a,  
Golp3  
8h: Ap3s1, Ap4s1, Golp3,  
Rab10, Tmed2, Bcap29,  
Rab6a

Plekha8

Microtubule based

anterograde vesicle transport

6h: Ap3s1, Fyco1, Rab6a,  
Rab21, Snapin  
8h: Ap3s1, Rab6a, Rab21

Macf1

Exocytosis:

6h: Snapin, Rala, Exoc5,  
Rab21, Rab2b, Rab5a,  
Tmem79

8h: Doc2a, Exoc1, Rab21,  
Tbc1d12 Vamp2,

Exoc5, Dysf

Unc13b

Exoc4

Exoc7

SCPs involved in retrograde vesicle movement  
from the TGN to the growth cone

Retrograde transport from  
endocytic pathway to Golgi

6h: Snx3, Rab9, Rab6a,  
Sgsm2, Pafah1b1

8h: Rab43, Rab6a, Snx3

Vps35, Snx2

Multivesicular body  
genesis

Chmp6, Hgs, Tsg101

Endosome dynamics

6h: Rab5a, Stx7, Snx10

8h: Rab5a, Ehd4

Endosomal to lysosome  
transport

6h: Fyco1, Rab12, Rab21,  
Rnf115, Snapin

8h: Hook3, Rab21, Rnf115

Endocytosis

6h: Snx18, Rala, Fcho1,  
WASL, Snapin,  
Synj2bp, Dnm3

8h: Arf6, Hip1r, Fcho1

Recycling from endosome  
to plasma membrane

6h: Snx3, Linc7c,  
Micall2, Spast, Rab21

8h: Snx3, Rab21

Vps35

Snx2

**Suppl. Figure 4: Enzymatic reactions and gene products involved in basic cellular metabolism, structural organization of the mitochondria and vesicle transport. (A)** Down-regulated genes (minimum  $\log_2(\text{fold change})$  of  $\pm \log_2(1.3)$ ) (blue) in cytosolic mRNA degradation (67). Genes in gray indicate other genes involved in mRNA degradation that were not differentially expressed. Genes tested in our siRNA knock down studies are framed with solid lines, if knock down changed NOG and with dashed lines otherwise. **(B)** Up- and down-regulated genes and siRNA targets involved in Structural organization of mitochondria. **(C)** Enzymatic reactions involved in pyrimidine de-novo synthesis and pyrimidine salvage and interconversion (adapted from (30) with modifications from (37)). Up- (orange) and down-regulated (blue) genes suggest a net flux of pyrimidine metabolites to pyrimidines that can be used to generate complex molecules. siRNA knock down results suggest the dependence of NOG on pyrimidine salvage, but not on pyrimidine de novo synthesis. Green: metabolites. **(D)** Enzymatic reactions and transport proteins involved in phospholipid, ceramide and ganglioside synthesis. Up- and down regulated genes as well as siRNA knock down results suggest a shift of phospholipid production from PC to PE/PS and an increase in ganglioside production. Etn: Ethanolamine, Ch: Choline, PE: Phosphatidylethanolamine, PS: Phosphatidylserine, PC: Phosphatidylcholine, Cer: Ceramide GM3/GD1a/GD3: GM3/GD1a/GD3 ganglioside, GluCer: Glucosylceramide, SM: Sphingomyelin, DAG: Diacylglycerol. **(E)** Up- and down-regulated genes in vesicle transport between the TGN and growth cone.

**Suppl. table 1: Differentially expressed genes obtained after treatment of N2A cells with HU210 for 2, 4, 6 and 8hrs.**

**Suppl. table 2: Differentially expressed proteins obtained after treatment of N2A cells with HU210 for 5, 10 and 18hrs.**

**Suppl. table 3: Dynamic enrichment results of differentially expressed genes.** Up- and downregulated genes at each timepoint with a minimum  $\log_2(\text{fold change})$  of  $\pm \log_2(1.5)$  were separately subjected to dynamic enrichment analysis using the Molecular Biology of the Cell Ontology.

**Suppl. table 4: Standard enrichment results of differentially expressed genes.** Up- and downregulated genes at each timepoint with a minimum  $\log_2(\text{fold change})$  of  $\pm \log_2(1.3)$  were separately subjected to standard enrichment analysis using the Molecular Biology of the Cell Ontology.

**Suppl. table 5: Dynamic enrichment results of differentially expressed proteins.** Up- and downregulated proteins at each timepoint were separately subjected to dynamic enrichment analysis using the Molecular Biology of the Cell Ontology.

**Suppl. table 6: Standard enrichment results of differentially expressed proteins.** Up- and downregulated proteins at each timepoint were separately subjected to standard enrichment analysis using the Molecular Biology of the Cell Ontology.

**Suppl. table 7: Quality control of siRNA experiments.** The spreadsheet documents how many replicates for each gene were considered for the statistically analysis and how many replicates were removed during our quality control assessment pipeline. Replicates that fulfilled our quality standards, but were part of an experiment where we had to remove the control replicates are also counted as removed. Similarly, we ignored all genes with only one replicate.

**Suppl. table 8: Comparison of expected and observed knock down results.**

How the deposited data were processed for this re-analysis (not part of the article)

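The data are the 8 mRNA libraries of N2A cells described at the start, 1 for each combination of HU210 or DMSO and 2 h, 4 h, 6 h or 8 h. The authors mapped the reads with TopHat 2.0.8, samtools 0.1.7 and bowtie 2.1.0 to mm9 with Ensembl gene models and without a search for new junctions. The FPKM in the authors' deposited table are those of Cufflinks and Cuffdiff with correction for multiply mapped reads and fragment bias and with upper-quartile normalization, and they were deposited with 1 added to each value, which was subtracted here. The log2 column that the authors deposited is the log2 of the ratio of these values. The p-value and the FDR-adjusted p (q-value) deposited by the authors come from Cuffdiff and compare the 2 libraries of a time point. The adjusted p was not capped at 1, and its largest value in the authors' deposited table is 1.17. The authors deposited a second table, of DEGs with their log2 fold change, which was read to compare its calls with those made here. The paper does not give the versions of Cufflinks and of the gene models.

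The table of all genes holds 16974 genes, of which 15894 are listed at all 4 time points. The read counts per gene were not used here, so the precision of each FPKM is unknown. With 1 library per condition, no error of a difference between HU210 and DMSO at a single time point can be given. No p-value was computed across genes.

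The log2 change was computed with a pseudocount of 1, and a DEG was defined as in the paper. Lists of genes were written down from gene families before the data were examined, as were the cutoffs, the comparisons and the alternatives, except those named as later. The lists are cytosolic and mitochondrial ribosomal proteins, CCR4-NOT subunits, tubular ER shaping, the spliceosome core, nuclear genes of oxidative phosphorylation, Rab GTPases, sorting nexins and retromer, exocyst, ESCRT, Mediator, pyrimidine synthesis and salvage, ganglioside synthesis, both arms of the Kennedy pathway, microtubule plus-end tracking, centrosome, lamellipodium, immediate-early genes, hypoxia-inducible genes and sterol synthesis. A change in the handling of gene synonyms, made after values had been seen, added Lnpk to the list of tubular ER shaping. Random lists were drawn from 50 bins of mean expression, 10000 for each list and time point, and a list was taken to stand apart when its median lay outside the central 95% of the random lists.

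The genes named are those that the paper names in its text, Table 1 or Fig. S4, or in Tables S3 and S4 for a process its results discuss, members of the lists, Cnr1, and at each time point the 3 DEGs with the largest increase and the 3 with the largest decrease among genes with an FPKM of at least 1 in both libraries. Which of the genes allowed by this rule appear in the text was chosen after their values had been seen. Positions, transcript lengths and GC content come from the GENCODE vM1 annotation, which is on mm9, and every gene with an FPKM of at least 1 in both libraries of a time point was found in it.

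The alternatives were a pseudocount of 0.1, an FDR of 1%, genes or list members with an FPKM of at least 1, each pair of libraries centred on its median ratio, the mean of the 4 DMSO libraries on the log2 scale as the reference, and the log2 change without its trend on GC content and length. With the last 3, the adjusted p stayed as in the authors' deposited table. The trend was fitted by loess with a span of 0.3 and degree 1, values chosen after the data had been seen. The computations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3.

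The steps were tested on simulated data. With a simulated trend on GC content and length, the fitted trend had a correlation of 1.00 with it over 11177 genes. Of 200 genes changed by known amounts, 99% passed the 1.5-fold cutoff in the simulated direction. Of 11200 unchanged genes, 0 passed it with the trend removed and 190 with the trend kept. In the simulation, the error of the log2 change had an SD of 0.14 for the changed genes. The log2 changes of the real libraries of 4 h had an SD of 0.34 with the trend removed. The counts therefore depend on the simulated noise and do not give the rate of false calls in these libraries. Of 200 simulated lists of 20 unchanged genes, whose values were drawn independently of each other, 5.5% lay outside the central 95%.

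The proteomic data, the siRNA experiments, the imaging and the modelling were not analysed here. Neither were the paper's table of DEGs in its supplement, the enrichment statistics, the adjusted p in the second table or the mitochondrially encoded mRNAs. The genes printed as Mrpli3, Nudfa5, Golp3 and Linc7c in Fig. S4 were read as Mrpl13, Ndufa5, Golph3 and Lin7c, and Ap1a1 was not analysed here.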

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

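The 4 tests in this part were chosen only after the results were seen. Both patterns below stood out because the difference between HU210 and DMSO changed direction between time points, a difference that was not tested, since each condition has 1 library.

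The 27 immediate-early genes, which the paper does not discuss as a group, had a median log2 change of 0.26 at 2 h (percentile 100 of the random lists), 0.072 at 4 h (percentile 98.6), -0.061 at 6 h (percentile 0.03) and 0.22 at 8 h (percentile 100). By 1.3-fold with an FDR of 5%, 10 were higher and 1 lower at 2 h, and 2 were lower at 6 h. At 8 h 7 were higher by that cutoff. A bias on GC content or transcript length as the whole cause is argued against by the list at 6 h, which lay at percentile 0.27 once that trend was removed. A deviating DMSO library of 6 h stays open as a candidate explanation of the lower values at 6 h. In that library the list had a median of 0.16 against the mean of the other 3 DMSO libraries, with 21 of 27 genes higher. The HU210 library of 6 h was not lower than those 3 libraries either, at 0.11. With the mean of all 4 DMSO libraries as the reference, the list was higher with HU210 at 6 h, at 0.11. Why that DMSO library was higher was not tested, and a response of these genes to HU210 that changes with time stays open as well.

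The 19 hypoxia-inducible genes had a median log2 change of 0.18 at 4 h (percentile 99.5) and -0.052 at 6 h (percentile 1.33), and were inside the central 95% of the random lists at 2 h (0.012) and 8 h (0.078). By 1.3-fold with an FDR of 5%, 1 was higher and 3 were lower at 4 h, so the DEGs of this list went against its median. The trend on GC content and length is argued against as the whole cause by the percentile of 98.9 at 4 h after its removal. In the DMSO library of 4 h, the list had a median of -0.15 against the other 3 DMSO libraries, with 15 of 19 genes lower, and in the HU210 library of 4 h one of 0.013. A deviating DMSO library of 4 h and a change with HU210 cannot be told apart for these genes, because the other DMSO libraries come from other time points and the median of the HU210 library is close to 0 with members on both sides. Taken against the mean of the 4 DMSO libraries, the medians were 0.024 at 4 h and -0.00013 at 6 h, both inside the central 95%. At 6 h the list was also inside when restricted to members with a mean FPKM of at least 1 (-0.032, percentile 3.84) and after each pair was centred on its median ratio (-0.076, percentile 6.13).

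In 12 comparisons, 1 measure per library was compared over the 4 libraries of HU210 or of DMSO. Examples are the upper-quartile FPKM and the share of the 10 most abundant genes. In 0 of them was a library far from the other 3, where 0.6 were to be counted on by chance. With 4 libraries per comparison, only a very large deviation can be picked out, so the result of 0 decides nothing about deviating libraries. Another of the measures was the correlation of a library's deviation with GC content. It was -0.46 in the DMSO library of 4 h and 0.44 in the HU210 library of 4 h. In the libraries of the other time points it ran from -0.15 to 0.28.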

How the results depend on the processing

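The alternatives for both arms of the Kennedy pathway at 6 h, Rab GTPases at 4 h, oxidative phosphorylation at 2 h and 8 h, pyrimidine synthesis at 8 h, sterol synthesis at 2 h, hypoxia-inducible genes and immediate-early genes, and tubular ER shaping at 6 h without Lnpk, were added after the data had been seen. No paired analysis was possible within a time point, because each condition has 1 library, pooled from several experiments. A paired comparison of HU210 and DMSO across the 4 time points was not run. The cause was not tested for any of the changes below, except where the construction of the alternative gives it. No scaling moved the median of all genes by more than 0.1 on the log2 scale.

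Of the 432 values of single genes under an alternative, 362 kept their direction and their side of the 1.3-fold cutoff, 58 no longer passed it, 2 passed it only under the alternative, 4 changed sign, and 6 moved without being DEGs. These totals pool 3 alternatives, and a pseudocount of 0.1 cannot lose a call by construction. Single genes and the lists with later added alternatives were also counted together. Against the mean of the 4 DMSO libraries, 93 of these values held, 54 were weaker and 6 changed sign. With the trend on GC content and length removed, 144 held, 10 were weaker and 1 changed sign. Of the 167 values of lists, 135 kept their direction and their side of the bounds of the central 95% of the random lists, 10 no longer lay outside it, 8 came to lie outside it and 14 changed sign, of which 3 also moved from inside to outside. The sign changes under centring follow from its construction, which shifts all genes of a pair alike. CCR4-NOT subunits at 4 h stayed lower and outside under all 5 alternatives, with medians from -0.36 to -0.21, and ribosomal proteins at 4 h stayed higher, with medians from 0.095 to 0.29. The read depth per gene is unknown, so how far it limits a change cannot be given. The number of Table 1 genes with the stated time points stayed within 1.5 times under its 3 alternatives, and so did 84 of 108 values of counts of DEGs.

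With a pseudocount of 0.1, which by construction raises the changes of genes with a low FPKM, the 1.5-fold counts at 2 h were 121 up and 241 down (62 and 145 with a pseudocount of 1). At 6 h 129 were down (73), and at 8 h 220 were up and 112 down (119 and 57). Sorting nexins and retromer at 8 h came to stand apart from the random lists, with a median of 0.13. An FDR of 1%, stricter by construction, left 83 up and 307 down at 4 h (142 and 477), and at the 1.3-fold cutoff 108 and 337 (211 and 546).

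Against the mean of the 4 DMSO libraries, the 1.5-fold counts up and down were 35 and 126 at 4 h (142 and 477), 78 and 31 at 6 h (204 and 73), and 65 and 28 at 8 h (119 and 57). The 1.3-fold counts were 106 and 344 at 4 h (211 and 546), 195 and 70 at 6 h (597 and 141), and 153 and 58 at 8 h (403 and 124). Genes past the cutoff at 1 or more time points numbered 429 in place of 1027 and 1070 in place of 1889. Of the 344 genes down at 4 h by 1.3-fold, 342 were also down against the DMSO library of 4 h. In this alternative the adjusted p still compares the libraries of 1 time point, so fewer DEGs follow in part from its construction. Ribosomal proteins at 4 h no longer stood apart (0.095), while mitochondrial ribosomal proteins at 4 h (0.062) and Rab GTPases at 6 h (0.088) came to do so. The sign changed and the list came to stand apart for Mediator at 8 h (-0.033, percentile 1.29), the spliceosome core at 8 h (-0.035, percentile 0.23) and the choline arm at 6 h (-0.18, percentile 0.03). The sign changed as well for centrosome at 2 h (0.014), the spliceosome core at 4 h (0.0038) and immediate-early genes at 6 h (0.11). It also changed for the genes Gm26447 (-0.056) and Med21 (0.019) at 8 h, Lztfl1 (-0.35) at 2 h and Micall2 (0.096) at 6 h.

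Centring each pair moved the share of 1.3-fold DEGs that were up from 29.9% to 40.7% at 2 h (195 up and 284 down) and from 80.9% to 70.4% at 6 h (437 up and 184 down). By this shift the sign changed for centrosome at 2 h (0.029), exocyst at 6 h (-0.0094), the spliceosome core at 4 h (0.048) and the choline arm at 6 h (-0.053), whose medians were near 0, while their percentiles of 89.7, 40.9, 53.8 and 25.4 became 87.0, 39.0, 54.9 and 23.5. Centring made sorting nexins and retromer at 8 h stand apart (0.065).

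With the trend on GC content and length removed, 92 genes were up by 1.5-fold at 4 h (142). Mitochondrial ribosomal proteins (-0.062), oxidative phosphorylation (-0.018) and pyrimidine synthesis (-0.0068) changed sign at 4 h, as did the choline arm at 6 h (-0.0049). Tubular ER shaping at 6 h (0.12, percentile 94.0) no longer stood apart. This depended on Lnpk, which was added to the list after values had been seen: without it the list stood apart with the trend removed (0.16, percentile 98.5) and without its removal (0.19, percentile 99.3). Rab GTPases (0.11) and ganglioside synthesis (0.22) at 6 h came to stand apart. These 2 lists also stood apart when restricted to members with a mean FPKM of at least 1 (0.22 and 0.40), whereas ganglioside synthesis stayed inside against the mean of the 4 DMSO libraries (0.088, percentile 86.4), with a pseudocount of 0.1 (0.19, percentile 91.3) and after centring (0.12, percentile 95.9). Rab GTPases at 6 h also stayed inside with a pseudocount of 0.1 (0.12, percentile 95.7) and after centring (0.042, percentile 96.4).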

Differences from the paper's values

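The numbers of DEGs at each time point and at 1 or more time points that were computed here lay within 1.5 times the paper's. The paper gives 1261 genes at the 1.5-fold cutoff and 1314 at the 1.3-fold cutoff, against 1027 and 1889 here. In the authors' deposited table of DEGs, 1314 is the number of genes higher by 1.3-fold at 1 or more time points. Genes changed in either direction number 2082 there, so the paper's 1314 may not be comparable with the 1889. That table has the paper's 1261 genes in its 1.5-fold part and holds every DEG called here. Its FPKM were multiplied by a whole number before 1 was added, as given below, which acts like a smaller pseudocount and can only enlarge a change. Of 2831 of its gene and time point pairs, 2830 passed the FDR in the table of all genes. Its further calls therefore come nearly all from the larger fold changes. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 1448 at the 1.5-fold cutoff and 2207 at the 1.3-fold cutoff, and an FDR of 1% gave 793 and 1377.

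Table 1 of the paper has Ugcg lower at 2 h. Here its log2 change was -0.083 at 2 h and it was lower at 4 h.

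Fig. S4A marks Lsm3 and Lsm6 as lower at 4 h. The log2 changes here were -0.30 and 0.27, the latter in the other direction. At 2 h, a time point chosen after the values were seen, both were lower, with log2 changes of -0.54 and -0.93.

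Fig. S4B marks Lars as lower at 4 h. Its log2 change here was 0.0058. Lars2, looked up after these values were seen, fell from 2183 to 438 FPKM at 4 h, a log2 change of -2.32.

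Fig. S4C marks Tyms as higher at 4 h, where its log2 change was 0.27 here and 0.42 with the trend on GC content and length removed. Fig. S4D marks Chkb as lower at 6 h, where its log2 change was 0.0074 here. At 8 h, where Table S4 lists it as lower, it was -0.41. Fig. S4E lists Rab9 at 6 h, where its log2 change of 0.38 passed 1.3-fold with an adjusted p of 0.081 in the authors' deposited table. For these 3 genes, and for Ugcg, Lsm3, Lsm6 and Lars at the time points that the paper gives, the adjusted p of the authors' deposited table was above 0.05 and every alternative keeps it, so no alternative was able to call them.

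The paper predicts more lamellipodium formation at 4 h from its DEGs. In the list of lamellipodium genes used here, the median log2 change at 4 h was -0.21, and under the alternatives it ran from -0.21 to -0.093, so none of them made it positive.

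Of the 128 gene entries of Table S3 with values here, 21 were not DEGs at the 1.5-fold cutoff. A pseudocount of 0.1 made all 21 of them DEGs, centring 3, the mean of the 4 DMSO libraries 1 and removal of the trend on GC content and length 2. Of the 315 entries of Table S4 at the 1.3-fold cutoff, 23 were not DEGs here, and the same 4 alternatives made 23, 6, 2 and 2 of them DEGs. At the 1.5-fold cutoff these numbers were 31 of 192, and 29, 7, 2 and 3. A pseudocount of 0.1 acts in the same direction as the multiplied FPKM of the authors' deposited table of DEGs. Whether Tables S3 and S4 were made from that table was not tested.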

Other observations

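Of the tests in this part, those on the opposite changes at 4 h and 6 h were set beforehand, except the ones with separate references and on exchanged labels, and these and those on the size of the differences and on the deposited table of DEGs were chosen only after the results were seen.

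Many genes called down at 4 h were called up at 6 h: 76 at the 1.5-fold cutoff, against 9 called down at both. Across 11311 genes, which are not replicates, the log2 changes at 4 h and 6 h had a correlation of -0.448. The correlation of the log2 change with GC content was -0.28 at 6 h, the opposite sign to that at 4 h, and 0.15 and -0.14 at 2 h and 8 h. With the trend removed, the correlation between 4 h and 6 h was -0.405, which argues against GC content or length bias as its whole cause. It was -0.165 against the mean of the 4 DMSO libraries, a value that decides nothing about the cause, since a reference shared by both time points raises the correlation by construction. The DMSO library of 6 h was no closer to any other DMSO library than an SD of 0.258 of the log2 differences, while its distance to the HU210 library of 6 h was 0.230. This does not mark the library of 6 h, since those of 2 h and 8 h also lay closer to their HU210 libraries (0.214 and 0.206) than to any other DMSO library. At 4 h the HU210 and DMSO libraries were 0.400 apart, more than the DMSO library of 4 h was from the other 3 DMSO libraries (0.291 to 0.351). With the DMSO libraries of 2 h and 8 h as separate references for 4 h and 6 h, the differences of the DMSO libraries of 4 h and 6 h had a correlation of -0.211, or -0.246 with the references exchanged, and those of the HU210 libraries -0.407 and -0.184. Exchanged labels of HU210 and DMSO at 4 h or 6 h, which would reverse the sign of every change at that time point, were weighed by counting the libraries of other time points that lay closer to the library with the other label: 5 of 6 at 4 h and 4 at 6 h, against 2 at 2 h and 4 at 8 h. Deviating libraries, exchanged labels and a response to HU210 that turns between 4 h and 6 h cannot be told apart here, because both treatments gave negative values, the counts at 6 h and 8 h are equal and each condition has 1 library. The DMSO libraries also differ in time point, so their distances may hold changes with time after starvation.

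At 2 h, 6 h and 8 h, 221, 268 and 195 genes differed by 1.5-fold between HU210 and DMSO, without a test. The smallest number between 2 DMSO libraries of different time points was 299, so differences of this size between any 2 libraries of the series stay open as an explanation of these counts, although the time point differs within those pairs. At 4 h the number was 1297. Between 2 DMSO libraries it was at most 476 without that of 4 h, which decides nothing, since it leaves out the library in doubt. The DMSO library of 4 h differed from those of 2 h, 6 h and 8 h at 472, 970 and 730 genes, and the HU210 library of 4 h from the same 3 at 381, 277 and 306. Over all 6 libraries of other time points, the DMSO library of 4 h was the further one from 4, the HU210 library of 2 h among them (954 genes, against 337 for the HU210 library of 4 h). From the HU210 libraries of 6 h and 8 h, the DMSO library of 4 h differed at fewer genes (458 and 411) than the HU210 library of 4 h did (665 and 460). A deviating DMSO library of 4 h, differences between any 2 libraries and a change with HU210 cannot be told apart at 4 h, because each condition has 1 library and the other libraries come from other time points.

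Of 84 combinations of list and time point, 14 lay outside the central 95% of the random lists, where chance gives 4.2 for lists of unrelated genes. Genes of a family may change together between any 2 libraries, so the excess does not by itself point to HU210. Immediate-early genes at all 4 time points and hypoxia-inducible genes at 4 h and 6 h were among the 14, with the values given above. The others at time points for which the paper makes no claim about the list were oxidative phosphorylation at 2 h (median -0.15, percentile 0) and 8 h (-0.023, percentile 0.04), Rab GTPases at 4 h (-0.18, percentile 0.6), pyrimidine synthesis at 8 h (-0.038, percentile 1.28) and sterol synthesis at 2 h (0.049, percentile 99.7). Against the mean of the 4 DMSO libraries, Rab GTPases at 4 h (-0.064), oxidative phosphorylation at 2 h (-0.040) and pyrimidine synthesis at 8 h (-0.035) were inside. Rab GTPases at 4 h were also inside with the trend on GC content and length removed (-0.12, percentile 4.11). The ESCRT genes were inside at all 4 time points, with medians of -0.10, -0.011, 0.035 and 0.065 at 2 h, 4 h, 6 h and 8 h. No explanation was tested for the values in this paragraph other than those of immediate-early and hypoxia-inducible genes.

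The authors' deposited table of DEGs holds 1261 genes in its 1.5-fold part and 2082 in its 1.3-fold part, of which 1314 were higher at 1 or more time points. Its log2 fold changes are obtained when the FPKM of a gene is multiplied by a number before 1 is added. This number was read in 2243 of the 2831 gene and time point pairs and was whole in 100% of those 2243. It was 1, which leaves the fold change as in the table of all genes, in 792 of these pairs. The number was the same at every time point in 466 of 466 genes read at 2 or more. It equals the number of annotated transcripts of the gene in 26.3% of the pairs, and the correlation with that number was 0.41. Whether transcripts are its source cannot be decided here, because the version of the authors' gene models is not given. No biological explanation was tested for this pattern, and the origin of the number stays open.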
